# A Novel Therapeutic Strategy for Bone Marrow Failure: Niche Rejuvenation Using Costal Cartilage‐Derived Stem Cells

**DOI:** 10.1002/advs.202507794

**Published:** 2025-08-27

**Authors:** Rui Dong, Zhiguo Ling, Pengyuan Fan, Debao Li, Jinsong Wang, Wenjiong Shi, Rui Zuo, Runfeng Chen, Xuemin Sun, Lang Xiao, Yushi Ran, Shucheng Huang, Yi Tian, Chao Zhang, Yuzhang Wu, Bing Ni, Yi Zhang

**Keywords:** aplastic anemia, bone marrow niche, bone marrow stromal cells, costal cartilage‐derived stem cells, hematopoietic stem cells

## Abstract

The bone marrow (BM) niche plays a critical role in maintaining hematopoietic stem cell function but is highly vulnerable to damage from chemotherapy and radiation. However, current therapeutic strategies for BM niche failure remain significantly limited. The previous study demonstrate that costal cartilage‐derived stem cells (CDSCs) exhibit substantial self‐renewal and bone‐forming capacity; however, whether and how CDSCs contribute to BM microenvironment maintenance remains unknown. In this study, the co‐transplantation of CDSCs with multipotent progenitors (MPPs) successfully rescued lethally irradiated mice. By contrast, transplantation of mesenchymal stem cells with MPPs or MPPs alone fails to rescue the mice, suggesting a potential role of CDSCs in hematopoietic reconstitution. RNA‐seq and experimental data suggest that CDSCs are involved in rejuvenating the BM niche. Mechanistically, CDSCs not only differentiate into niche components, including bone marrow stromal cells, endothelial cells, and osteoblasts, but also secrete pro‐hematopoietic cytokines, thereby rejuvenating the irradiated microenvironment. Additionally, CDSCs protect residual hematopoietic stem and progenitor cells from radiation‐induced apoptosis and DNA damage while enhancing niche repair. Finally, through synergy with cyclosporine A, CDSCs markedly enhance hematopoietic recovery in mice with aplastic anemia. Collectively, these findings establish CDSCs as a versatile platform for treating BM failure via microenvironmental restoration.

## 1 Introduction

The bone marrow (BM) niche is a complex microenvironment essential for maintaining hematopoietic stem cells (HSCs) and sustaining lifelong blood cell production.^[^ ^1^ ^]^ Comprised of both hematopoietic and supporting stromal cells, including perivascular cells, endothelial cells, osteoblasts, and mesenchymal stem cells (MSCs), the BM niche precisely regulates HSCs self‐renewal, differentiation, and stress responses through intricate cellular interactions.^[^ ^2^, ^3^ ^]^ However, this delicate system is particularly susceptible to damage from chemotherapy, radiation, immune dysregulation, as well as age‐related degeneration, often leading to severe hematopoietic impairment.^[^ ^4^ ^]^

While hematopoietic stem cell transplantation (HSCT) remains a cornerstone therapy for hematologic malignancies,^[^ ^5^ ^]^ its effectiveness is limited by two critical factors: the scarcity of donor HSCs^[^ ^1^ ^]^ and the frequent failure to address underlying niche damage,^[^ ^6^ ^]^ especially in non‐hematopoietic cell‐mediated pathologies. This has driven growing interest in developing therapies that directly target and repair the injured BM microenvironment.

The BM niche originates through endochondral ossification, where cartilage is progressively replaced by bone‐forming cells and vasculature.^[^ ^7^ ^]^ This developmental process depends on mesoderm‐derived stem cells, particularly MSCs and skeletal stem cells (SSCs),^[^ ^8^ ^]^ which naturally contribute to niche formation and maintenance. And preconditioning regimens involving irradiation or chemotherapy, though necessary for HSCT, often cause irreversible damage to the BM niche.^[^ ^9^, ^10^, ^11^ ^]^ Building on this biology, researchers have explored co‐transplanting bone marrow stromal cells (BMSCs) or MSCs with HSCs to improve transplantation outcomes.^[^ ^9^, ^12^ ^]^ While such approaches have shown some success in enhancing engraftment or reducing complications like graft‐versus‐host disease (GVHD), they remain constrained by the need for large numbers of hematopoietic stem progenitor cells (HSPCs) and demonstrate limited niche repair capacity.^[^ ^9^, ^12^ ^]^

Our previous work identified costal cartilage‐derived stem cells (CDSCs) as a novel cell population with remarkable regenerative potential.^[^ ^13^ ^]^ In rat models, CDSCs demonstrated superior self‐renewal and bone‐forming capacity compared to conventional BMSCs. However, whether and how the neonatal mouse CDSCs contribute to BM microenvironment maintenance remained unexplored. In this study, we demonstrated that CDSCs combined with multipotent progenitors (MPPs) effectively rescued lethally irradiated mice, whereas neither MPPs alone nor those co‐transplanted with MSCs exhibited therapeutic efficacy. Furthermore, CDSCs combined with minimal HSPCs transplantation achieved comparable hematopoietic reconstitution to BM transplantation (BMT). Mechanistically, CDSCs restored the irradiated BM niche through differentiating into endothelial cells, BMSCs and osteoblast and secreting pro‐hematopoietic growth factors. Additionally, CDSCs suppressed irradiation‐induced apoptosis in lineage‐negative (Lin^−^) cells and attenuated DNA damage accumulation in MPPs. In an aplastic anemia mouse model, CDSCs synergized with cyclosporine A (CsA) to significantly improve survival outcomes. These findings support CDSCs as a powerful strategy for BM niche regeneration to improve HSCT efficacy.

## 2 Results

### 2.1 Enzyme‐Isolated CDSCs Rescue BM Hematopoietic Failure Efficiently as BMT

We previously reported that, as a novel cell population, CDSCs exhibit superior self‐renewal and bone‐forming capacity compared to BMSCs.^[^ ^13^ ^]^ However, whether CDSCs contribute to the establishment of an injured BM niche remains unclear. In this study, we enzymatically digested the costal cartilage of neonatal mice and harvested the resulting cells, which were termed enzyme‐isolated CDSCs (isoCDSCs). Subsequently, isoCDSCs were transplanted into lethally irradiated mice as illustrated in **Figure** **1**A. Notably, transplantation of 5 × 10^5^ isoCDSCs (isoCDSCs‐T) resulted in an 84% survival rate, comparable to that achieved with BMT (Figure 1B). Both isoCDSCs‐T and BMT demonstrated similar reconstitution of lymphoid and myeloid lineages in peripheral blood (Figure 1C). Furthermore, recipients of isoCDSCs‐T exhibited total cell counts and organ indices in BM, thymus, and spleen that were comparable to those of age‐matched healthy mice (Figure 1D,E), despite lower chimerism levels in peripheral blood compared to BMT (Figure 1F,G). Importantly, similar quantities and proportions of HSPCs were observed in both the isoCDSCs‐T and BMT groups (Figure 1H; Figure S1A,C,E, Supporting Information), although chimerism levels remained lower than those in BMT (Figure 1I; Figure S1B,D, Supporting Information). Consistently, analyses of mature blood cells in BM, T and B cell proportions in lymph nodes and thymus, and T cells, B cells, NK cells, and granulocytes in peripheral blood and spleen revealed no significant differences between isoCDSCs‐T and BMT (Figure S2A–L, Supporting Information).

**Figure 1:**
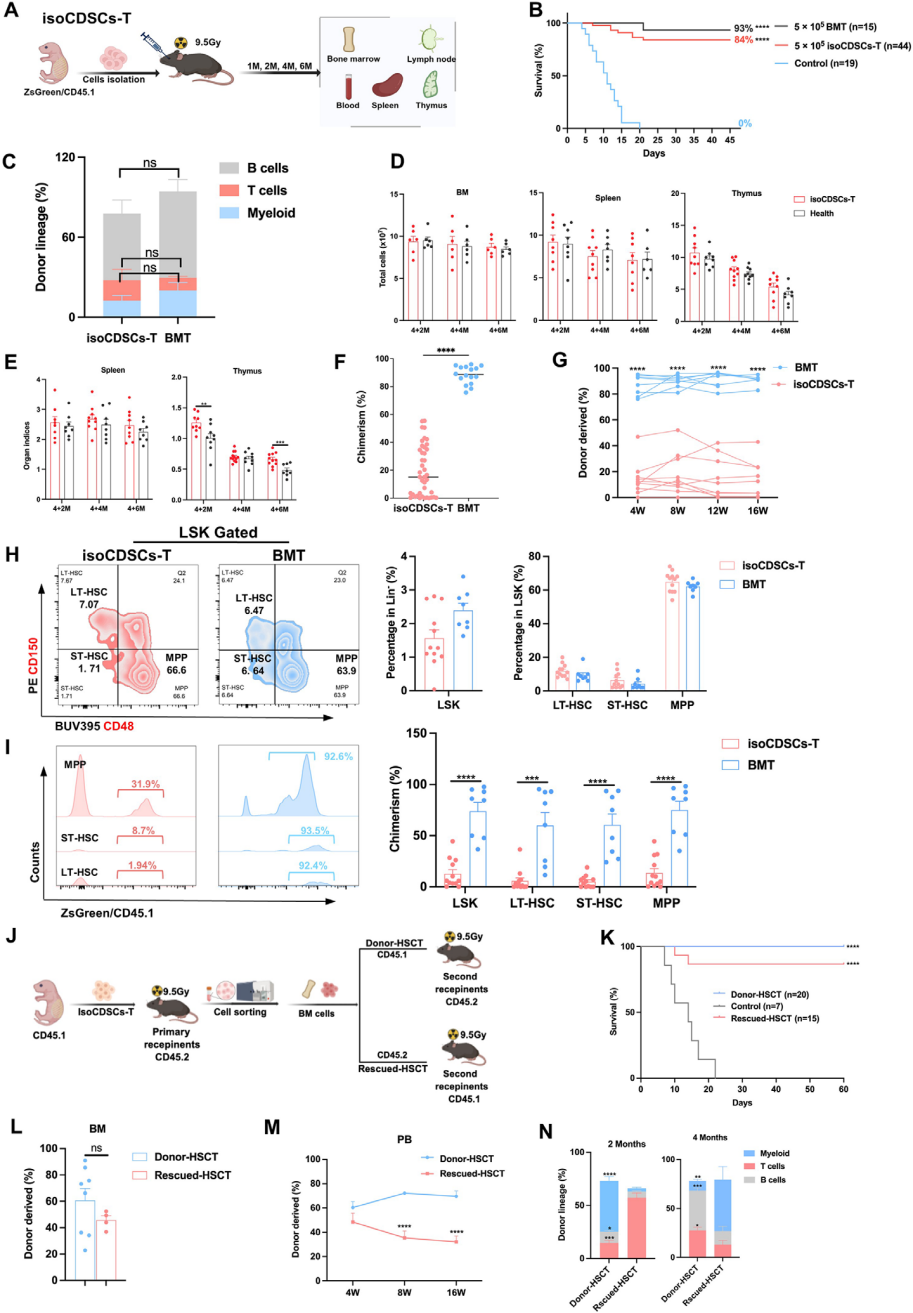
IsoCDSCs rescue lethally irradiated mice and achieve hematopoietic recovery comparable to that of BMT. A) Flowchart illustrating the process of isoCDSCs‐T generation. B) Survival curve of mice following transplantation with isoCDSCs‐T and bone marrow transplantation (BMT). C) Lineage distribution of donor‐derived cells (CD45.1/ZsGreen) in peripheral blood (PB) for isoCDSCs‐T (*n* = 7) and BMT (*n* = 6) at 8 weeks post‐transplantation. D,E) Comparison of total cell counts in BM (harvested from bilateral femurs and tibias), spleen, and thymus, and organ indices of the spleen and thymus between recipient mice (isoCDSCs‐T, *n* = 8) and health group (*n* = 8) at 16 weeks post‐transplantation. F) Comparison of chimerism levels in PB at 8 weeks post‐transplantation between isoCDSCs‐T (*n* = 41) and BMT (*n* = 16). G) Comparison of chimerism levels in PB at the indicated time points post‐transplantation between isoCDSCs‐T (*n* = 12) and BMT (*n* = 8). H,I) Percentage and donor chimerism of HSPCs in BM at 16 weeks post‐transplantation for isoCDSCs‐T (*n* = 12) and BMT (*n* = 8). J) Overview of non‐competitive transplantation of donor‐derived BM cells (Donor‐HSCT/CD45.1) and rescue of irradiated BM cells (Rescued‐HSCT/CD45.2) from primary recipients of isoCDSCs‐T at 16 weeks post‐transplantation. K) Survival rates of non‐competitive transplanted recipients of Donor‐HSCT and Rescued‐HSCT. L) Donor chimerism in BM for non‐competitive secondary transplanted recipients of Donor‐HSCT (*n* = 8) and Rescued‐HSCT (*n* = 4) at 16 weeks post‐transplantation. M) Donor chimerism in PB of non‐competitive transplanted recipients of Donor‐HSCT (*n* = 4) and Rescued‐HSCT (*n* = 5) at the indicated time points post‐transplantation. N) Lineage distribution of donor‐derived cells (CD45.1/CD45.2) in PB of non‐competitive secondary transplanted recipients: Donor‐HSCT (*n* = 4 at 2 months; *n* = 8 at 4 months) versus Rescued‐HSCT (*n* = 4 at 2 months; *n* = 4 at 4 months). Data presented as Mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001, ns, not significant. P values were calculated by the Log‐rank test or two‐tailed Student's *t*‐test.

To evaluate the long‐term multilineage reconstitution capacity, we conducted secondary non‐competitive transplantation experiments (Figure 1J). Both the rescued HSCT and the donor‐derived HSCT from isoCDSCs‐T recipients exhibited survival benefits (Figure 1K). Although the chimerism in peripheral blood was higher for donor‐derived HSCT, no significant difference was observed in BM (Figure 1L,M). The donor‐derived HSCT demonstrated classic multilineage reconstitution, whereas the rescued HSCT showed a T lymphoid‐biased reconstitution at two months and a myeloid‐biased reconstitution at four months post‐transplantation (Figure 1N). Furthermore, at 16 weeks after secondary transplantation, the rescued HSCT and the donor‐derived HSCT displayed comparable levels of chimerism and cell numbers, with the exception of granulocytes (Figure S3A–E, Supporting Information). Detailed flow cytometry clustering strategies are provided in Figure S4A–G (Supporting Information). Collectively, isoCDSCs‐T achieved hematopoietic reconstitution efficacy that is comparable to BMT, despite the significantly lower chimerism rate.

### 2.2 IsoCDSCs‐T Exhibit Superior Efficacy in Re‐Establishing the BM Niche Compared to BMT

To further investigate the mechanisms underlying the effects of isoCDSCs‐T that are comparable to those of BMT, we conducted RNA‐seq analysis on BM samples from BMT and isoCDSCs‐T recipients. 

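RNA-seq reads the transcripts of a sample as the number of sequenced fragments assigned to each gene. BM was collected 2 weeks after transplantation from 3 BMT recipients, 3 isoCDSCs-T recipients and 3 age-matched healthy mice (Health). Recipients had been irradiated with 9.5 Gy and had received 500000 BM cells or isoCDSCs. The paper's methods describe CD45+ and CD45− cells that were separated with magnetic beads, sequenced in equal amounts, brought to the same depth and merged. The sample labels instead describe the cells of the whole marrow, with a single library per mouse. The authors trimmed the reads with trimGalore, aligned them with hisat2, counted them on genes with featureCounts and converted the counts into TPM, which scale each count by gene length and by the total of the sample. The paper's text does not name the genome build or the gene annotation used for these libraries. The deposited table lists 53172 gene names, of which 28221 had a count in at least 1 of the 9 mice. Total counts ranged from 8971467 to 9882081 in the BMT group (median 9810640). They ranged from 8741155 to 10181289 in the isoCDSCs-T group (median 9694185) and from 8938925 to 10121990 in the Health group (median 9335127). At these depths a floor of 3 counts equals 0.295 to 0.343 CPM, a count scaled to the total of its sample, which covers counting error only. Gene expression was compared from the counts with edgeR's quasi-likelihood test, with all 9 mice in a single fit, TMM normalization and the 12572 genes that passed edgeR's filter on low counts. The PCA and the ssGSEA scores were computed from TPM. Genes are reported by the names in the table, and some of these names carry few counts for marrow. Hbb-bs, S100a8 and Camp were listed at 0 counts in all 9 mice, and 48 of 83 ribosomal protein genes had a mean under 10 counts. The most counts were listed under the olfactory receptor gene Olfr648, with a mean of 350395 per mouse. The PCA and the number of genes that differ between groups do not use the names, while gene lists and single genes do. Whether the counts under a name belong to that gene was not settled, so that gene-level and list-level results hold for the names as listed. A fault in how reads were assigned to genes could also change the PCA and the number of genes, and its effect was not tested.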

PCA revealed distinct clustering of the three groups: healthy controls, BMT recipients, and isoCDSCs‐T recipients (**Figure** **2**A). 

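The PCA was computed on TPM, with each of the 28221 genes scaled to unit variance. PC1 held 21.9% of the variance and PC2 held 18.8%. On PC1 the groups did not overlap. The isoCDSCs-T mice had PC1 coordinates of 146.8, 90.6 and 56.9, the BMT mice of -22.2, -39.9 and 13.1, and the healthy mice of -73.9, -73.5 and -97.8. On PC2 the isoCDSCs-T mice were spread from -129.6 to 116.6, a range that contained all mice of both other groups. Separation over all genes was measured as pseudo-F, the ratio of the spread between groups to the spread within them. Pseudo-F was 1.56 for the real groups, the highest of the 280 ways to divide the 9 mice into 3 groups of 3 (exact permutation test, one-sided, p = 0.00357, the smallest p that this design allows). For pairs of groups, pseudo-F was 1.35 for isoCDSCs-T and BMT, 1.81 for isoCDSCs-T and Health, and 1.51 for BMT and Health. Each was the highest of 10 splits, which gives an exact permutation p of 0.1, and 3 mice against 3 cannot go below that. The mean distance between isoCDSCs-T mice was 263, larger than the mean distance of 254 from isoCDSCs-T to BMT mice. The mean distance was 216 within the BMT group and 224 within the Health group. The share of variance on PC1 moved most, to 28.0%, on log2(TPM + 1) without scaling.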

Notably, GO term enrichment analysis demonstrated that genes highly enriched in the isoCDSCs‐T group were associated with extracellular structure organization, matrix remodeling, collagen metabolic processes, and cartilage and bone development processes, primarily linked to BM niche reconstruction. In contrast, the genes highly enriched in the BMT group were predominantly involved in the regulation of B‐cell and lymphocyte activation, as well as B‐cell‐mediated immunity (Figure 2B). 

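Between isoCDSCs-T and BMT, 129 of 12572 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 41 were higher in isoCDSCs-T and 88 were higher in BMT, so that 31.8% were higher in isoCDSCs-T (95% Wilson interval, 24.4% to 40.2%). In all 129 genes the mice of the groups did not overlap, as in 22.4% of all genes tested and 10% by chance. Among the alternatives, the number of genes rose furthest without the filter on low counts, to 1260, and fell lowest when BMT mouse 1 was left out, to 2. Collagen genes were among the 5 genes with the largest rise in isoCDSCs-T. The gene listed as Col19a1 had 138.7 ± 65.6 CPM (SD, n = 3 mice) in isoCDSCs-T and 22.8 ± 1.04 CPM (SD, n = 3) in BMT, a log2 fold change of 2.60 (standard error 0.285, adjusted p = 0.00965 from edgeR's quasi-likelihood test). With BMT mouse 1 left out, its adjusted p in the same edgeR test was 0.0679. Col12a1 had a log2 fold change of 2.78 (standard error 0.553, adjusted p = 0.0494 from the same edgeR test). The log2 fold change was 3.04 for 9330159M07Rik and 2.35 for Cstdc4, and Gm4610, with 2, 1 and 0 counts in the BMT mice, was at least 4.48-fold higher. Among the 5 genes with the largest fall, Calm2 and Mta3 had log2 fold changes of -3.43 and -3.21. Eea1, Gm5150 and Wfdc18, with at most 3 counts in each isoCDSCs-T mouse, were at least 5.94-fold, 5.38-fold and 6.86-fold lower. Over the 6 fits that each left out 1 mouse, Col19a1 and Gm5150 kept an adjusted p-value under 0.05 in 5 fits, Eea1 and Mta3 in 4, Calm2 in 3, Wfdc18 in 2, and Col12a1, 9330159M07Rik, Cstdc4 and Gm4610 in 1.

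Gene lists written in advance stood in for the GO terms, because no GO table was used here. Each list was tested for an excess among the genes higher in isoCDSCs-T and among those higher in BMT, with the 12572 genes as background. None of the 26 one-sided Fisher's exact tests had an adjusted p-value under 0.05, and 2 had an unadjusted p-value under 0.05. The collagen list had 2 of its 29 tested genes among the 41 genes higher in isoCDSCs-T (Fisher's exact test, p = 0.00398, adjusted p = 0.104). Across the list, 22 of the 29 log2 fold changes were above 0, with a median of 0.42 (0.44 with DESeq2's size factors and 0.40 with library size only). Adjusted over the 29 collagen genes alone, 9 were higher in isoCDSCs-T and 1 was lower. With DESeq2, 6 collagen genes were higher in isoCDSCs-T (Fisher's exact test, adjusted p = 0.00214), and with edgeR's likelihood ratio test 5 were higher (adjusted p = 0.0148 from Fisher's exact test). Without the filter on low counts, 9 of 41 collagen genes were higher (Fisher's exact test, adjusted p = 4.09e-06), and limma's camera over all genes gave an adjusted p of 0.000241. Across all alternatives the adjusted p of this list ranged from 4.09e-06 to 1. Only 1 of 28 matrix structural genes, Mmp13, was among the 41 (Fisher's exact test, adjusted p = 0.569). Mmp13 had a log2 fold change of 1.84 (standard error 0.35, adjusted p = 0.0446 from edgeR's quasi-likelihood test), and passed in 1 of the fits with a mouse left out, while Fn1 had a log2 fold change of -1.61 (standard error 0.391, adjusted p = 0.084 from the same edgeR test). Adjusted over the matrix list alone, 3 genes were higher in isoCDSCs-T and 3 were lower. No gene of the 14 cartilage genes or the 10 bone-forming genes differed, whether adjusted over all genes or over the list alone. The table holds 29 cartilage and 30 bone-forming genes, and the others did not pass the filter on low counts. By chance, 0.05 cartilage and 0.03 bone-forming genes would be among the 41, so that no call was likely before the test. Col1a1 had 0 to 21 counts per mouse and did not pass the filter. Col1a2, chosen after its values had been seen, was listed at 140263, 35164 and 8889 counts in isoCDSCs-T mice. In BMT mice it was listed at 4543, 5969 and 17069 counts, so that the groups overlapped. The counts under Col1a1 thus do not show that collagen transcripts were absent. Among 641 Reactome pathways, none of 1282 tests had an adjusted p-value under 0.05 and 29 had an unadjusted p-value under 0.05. Collagen degradation had 2 of 34 genes higher in isoCDSCs-T (Fisher's exact test, p = 0.00527, adjusted p = 1). When genes were called without the filter on low counts, 8 Reactome tests had an adjusted p-value under 0.05. These tests still used only pathway genes that had passed the filter.

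**Figure D1:**
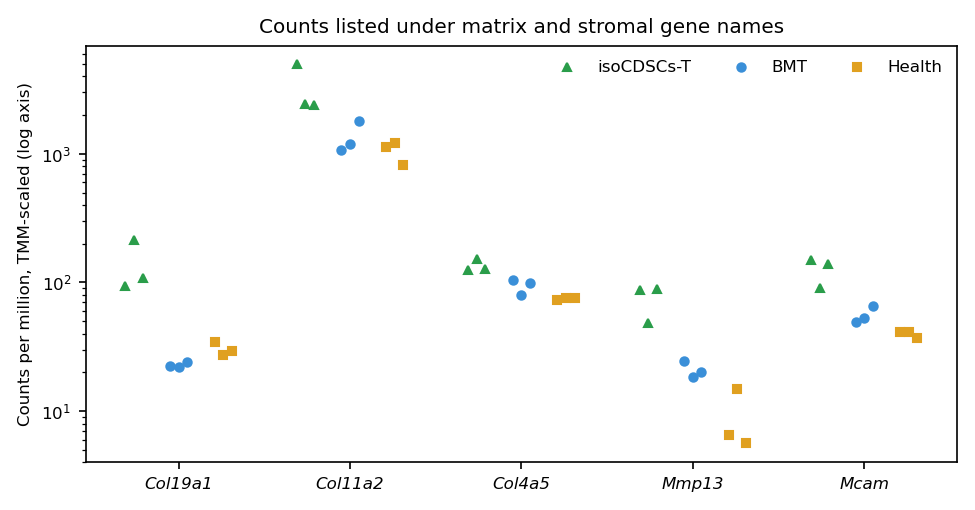
TMM-scaled CPM (log axis) listed under 5 gene names in each mouse, with triangles for isoCDSCs-T, circles for BMT and squares for Health, 3 mice each. Under Col19a1, Col11a2, Col4a5, Mmp13 and Mcam all isoCDSCs-T mice lie above all BMT mice, with adjusted p-values from edgeR's quasi-likelihood test of 0.00965, 0.0894, 0.0964, 0.0446 and 0.0295. Healthy mice had 7701 to 11550 counts under Col11a2, while Col2a1 and Acan had means of 14.2 and 1.7 counts over the 9 mice. Whether the counts under these names belong to these genes was not settled.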

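None of the 18 B-cell genes and none of the 22 immunoglobulin segments tested were among the 88 genes higher in BMT (Fisher's exact test, one-sided, p = 1 for both lists). By chance, 0.13 B-cell genes and 0.15 immunoglobulin segments would be among the 88. The median log2 fold change of isoCDSCs-T over BMT was -0.67 for the immunoglobulin segments (-0.65 with DESeq2's size factors and -0.70 with library size only) and 0.18 for the B-cell genes. Adjusted over each list alone, 6 immunoglobulin segments and 3 B-cell genes were lower in isoCDSCs-T than in BMT, and none were higher. Igkc, the constant segment of the kappa light chain, had 29.2 ± 24.2 CPM (SD, n = 3 mice) in BMT and 4.10 ± 0.948 CPM (SD, n = 3) in isoCDSCs-T. Its log2 fold change was -2.83 (standard error 0.578, adjusted p = 0.0539 from edgeR's quasi-likelihood test). The log2 fold change was -2.24 for Ighv10-3, -2.06 for Igkv2-107 and -3.12 for Ighg1, with adjusted p-values of 0.0603, 0.0629 and 0.0811 from the same edgeR test. Immunoglobulin segments resemble each other, and the authors' counting could have split reads between them. Among the B-cell genes, Cd79a had 6.60 ± 1.38 CPM (SD, n = 3) in BMT and 3.06 ± 0.810 CPM (SD, n = 3) in isoCDSCs-T (log2 fold change -1.11, standard error 0.29, adjusted p = 0.0957 from the same edgeR test). Fcer2a, with 13 to 41 counts in BMT mice and 1 to 7 in isoCDSCs-T mice, had the lowest adjusted p of this list. Its log2 fold change was -2.69 (standard error 0.583, adjusted p = 0.0603 from the same edgeR test). Of the 18 B-cell genes, 10 had a log2 fold change above 0. The call for the immunoglobulin list changed with the test. With DESeq2, 6 of the 22 segments were higher in BMT (Fisher's exact test, adjusted p = 0.000479), and with edgeR's likelihood ratio test 5 were (adjusted p = 0.0107 from Fisher's exact test). Without the filter on low counts, 12 of 164 segments were higher in BMT (Fisher's exact test, adjusted p = 0.00442). With BMT mouse 2 left out the adjusted p was 0.0102 in Fisher's exact test, and limma's camera gave an adjusted p of 0.044. The range over all alternatives was 0.000479 to 1. For the B-cell genes higher in BMT, the adjusted p stayed between 0.136 and 1 over all alternatives. Without the filter on low counts, 6 of 30 B-cell genes were instead higher in isoCDSCs-T (Fisher's exact test, adjusted p = 0.000446).

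**Figure D2:**
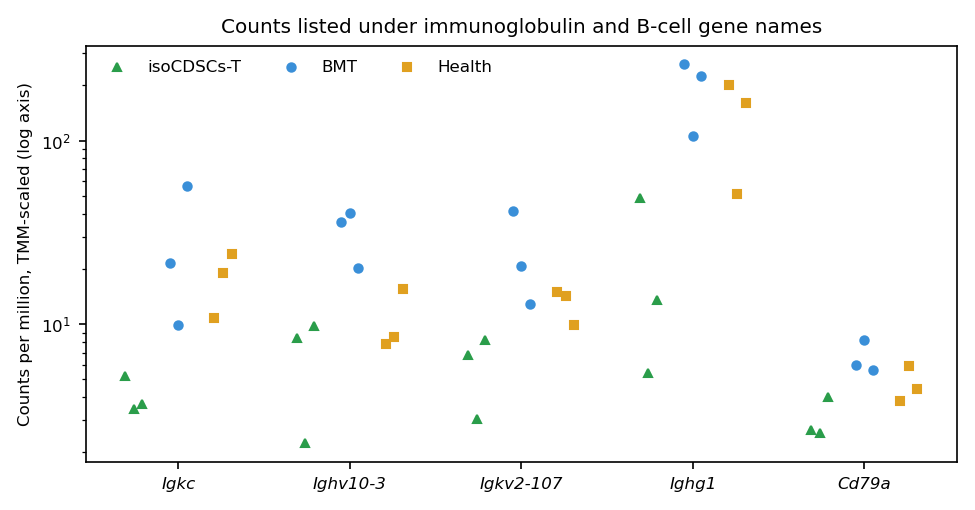
TMM-scaled CPM (log axis) listed under Igkc, Ighv10-3, Igkv2-107, Ighg1 and Cd79a in each mouse, with triangles for isoCDSCs-T, circles for BMT and squares for Health, 3 mice each. In all 5 the BMT mice lie above the isoCDSCs-T mice, and the adjusted p-values from edgeR's quasi-likelihood test lie between 0.0539 and 0.0957.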

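Of 11 tested genes of BM stromal niche cells, 1 was higher in isoCDSCs-T than in BMT (Fisher's exact test, one-sided, p = 0.0353, adjusted p = 0.459 over 26 tests). This was Mcam, which encodes an adhesion molecule of the cell surface. Mcam had 126.2 ± 31.1 CPM (SD, n = 3 mice) in isoCDSCs-T and 55.8 ± 8.41 CPM (SD, n = 3) in BMT (log2 fold change 1.18, standard error 0.192, adjusted p = 0.0295 from edgeR's quasi-likelihood test). When BMT mouse 1 or BMT mouse 2 was left out, the adjusted p of Mcam was 0.158 or 0.133 in the same edgeR test. Adjusted over the stromal niche list alone, 2 genes were higher in isoCDSCs-T and none were lower. With isoCDSCs-T mouse 2 left out, the list itself had an adjusted p of 0.00152 in Fisher's exact test, and over all alternatives this value ranged up to 1. Nes had a log2 fold change of 0.09 (standard error 0.112, adjusted p = 0.704 from edgeR's quasi-likelihood test), so that no difference was detectable. None of the 13 tested genes of vascular endothelial cells were among the genes that differed, and adjusted over the list alone 1 was lower in isoCDSCs-T. Pecam1, with 9 to 15 counts in isoCDSCs-T mice and 27 to 30 counts in BMT mice, had a log2 fold change of -1.16 (standard error 0.286, adjusted p = 0.0886 from the same edgeR test). In edgeR's likelihood ratio test the adjusted p of Pecam1 was 0.0187, and over all alternatives it ranged from 0.0187 to 0.275.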

Collectively, these GO analyses suggest that the isoCDSCs‐T group may exhibit a greater propensity for repairing the irradiation‐damaged BM niche compared to the BMT group.

**Figure 2:**
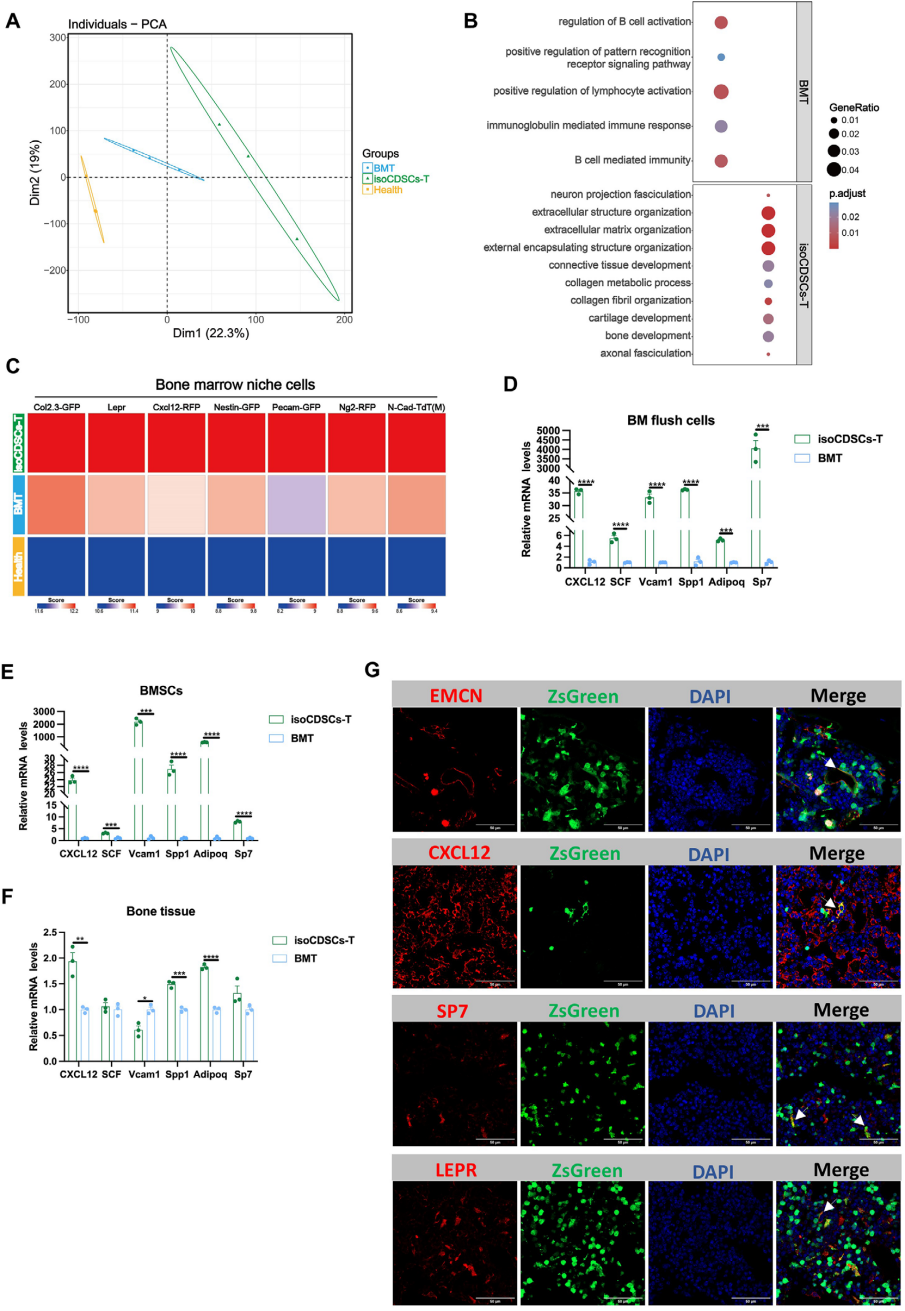
IsoCDSCs‐T exhibit the characteristic features of BMSCs. A) Principal component analysis (PCA) clustering of the healthy, BMT, and CDSCs transplantation groups. B) GO enrichment analysis of differentially expressed genes (DEGs) in the BMT and CDSCs transplantation groups. C) Abundance of infiltrating BM niche cells in the BMT and CDSCs transplantation groups. D–F) qRT‐PCR analysis of stroma‐derived factors in BM flush cells, BMSCs, and bone tissue at 2 weeks post‐transplantation in recipient mice from the BMT and CDSCs transplantation groups. G) Immunofluorescence imaging of BM tissues at 8 weeks post‐transplantation in recipient mice from the CDSCs transplantation group. Data presented as Mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001. *p*‐values were calculated by the two‐tailed Student's *t*‐test.

Subsequently, based on a previous study,^[^ ^14^ ^]^ we examined the correlation between the gene profiles of our three groups and the top 800 genes (Table S2, Supporting Information) associated with various BMSCs, osteoblasts, and vascular endothelial cells. 

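The 7 lists of Table S2 hold 800 genes each, for cells sorted by the reporters Col2.3-GFP, Ng2-RFP, N-Cad-TdT(M), Lepr, Cxcl12-RFP, Nestin-GFP and Pecam-GFP. Between 746 and 776 genes of each list were matched to the count table by symbol or synonym. The lists overlap, with 1375 different gene names in all, of which 440 are in all 7 lists and 369 are in a single list. The Pecam-GFP list holds 134 names found in no other list, and the Nestin-GFP list holds 11. Each list includes 53 to 73 ribosomal protein genes and 27 to 31 mitochondrial genes. Between 59.7% and 62.4% of the matched genes of each list had a mean under 10 counts per mouse.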

Our analysis revealed that the isoCDSCs‐T group exhibited a higher correlation with these BM niche‐related cell types compared to the other two groups (Figure 2C). 

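ssGSEA ranks the genes within each sample and scores how far a list lies toward the top of that ranking. Scores were computed for all lists together, with ranks of TPM over all genes and a weight exponent of 0.25, and were divided by the range over lists and samples. The mean score was highest in isoCDSCs-T and lowest in Health for all 7 lists. For the Pecam-GFP list the score was 5.85 ± 0.0532 (SD, n = 3 mice) in isoCDSCs-T, 5.55 ± 0.0726 (SD, n = 3) in BMT and 5.40 ± 0.138 (SD, n = 3) in Health. For the Cxcl12-RFP list it was 5.82 ± 0.0417, 5.63 ± 0.157 and 5.40 ± 0.0988 (SD, n = 3 each), and for the Nestin-GFP list 5.89 ± 0.039, 5.74 ± 0.137 and 5.45 ± 0.0726. In these 3 lists every isoCDSCs-T mouse scored above every BMT mouse (exact permutation test, two-sided, p = 0.1 for each list, the smallest p that 3 mice against 3 allow). In the other lists the groups overlapped. The isoCDSCs-T and BMT scores were 5.74 ± 0.0515 and 5.61 ± 0.153 for Lepr, and 6.09 ± 0.0351 and 5.94 ± 0.164 for N-Cad-TdT(M) (exact permutation p = 0.2 for both, n = 3 per group). They were 5.96 ± 0.155 and 5.82 ± 0.0387 for Ng2-RFP (exact permutation p = 0.3, n = 3 per group), and 6.15 ± 0.107 and 6.10 ± 0.0576 for Col2.3-GFP (exact permutation p = 0.6, n = 3 per group). Every isoCDSCs-T mouse scored above every healthy mouse in 7 lists, and every BMT mouse scored above every healthy mouse in 5 lists. Divided by the range of the 9 mice in each list, the difference between isoCDSCs-T and BMT averaged 0.275 over the lists, against a spread between mice of 0.14 (pooled SD). The direction of this mean changed with the genes ranked, to -0.114 when only genes with a mean TPM of at least 1 were ranked. It also changed to -0.046 with the genes found in all 7 lists, and to -0.056 when a list was scored by its mean log2(TPM + 1). In comparison with 1000 random lists of the same size and similar expression, the difference lay between percentile 33.0 (Col2.3-GFP) and percentile 95.6 (Pecam-GFP). From the GO terms of Figure 2B, the paper proposes that isoCDSCs-T favours repair of the irradiated niche over BMT. From the group means of these scores (Figure 2C), the paper states that the isoCDSCs-T group correlated more strongly with the BM niche cell types than the other groups did.

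**Figure D3:**
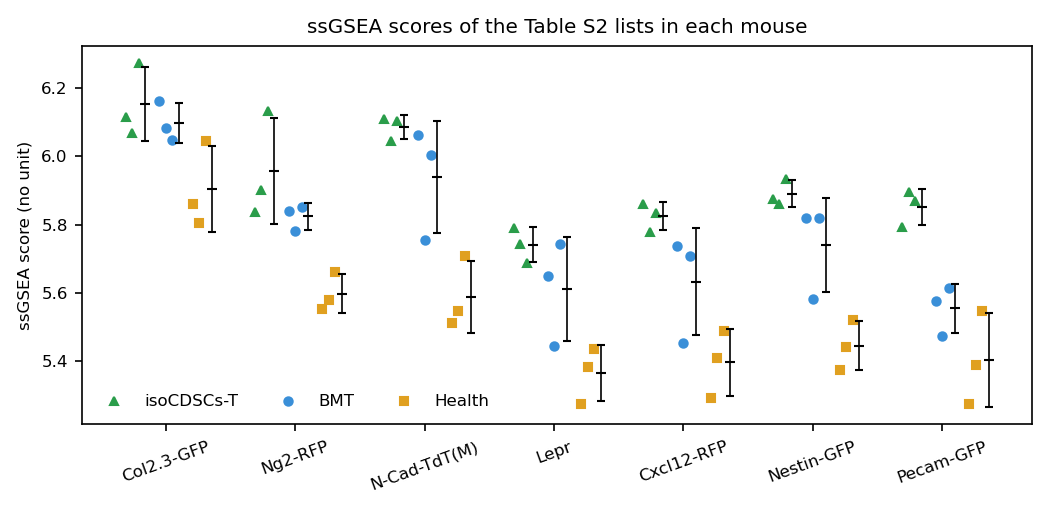
ssGSEA score (no unit) of the 7 lists of Table S2 in each mouse, with triangles for isoCDSCs-T, circles for BMT and squares for Health, and bars for the mean ± SD of 3 mice. The isoCDSCs-T mice lie above all BMT mice for Cxcl12-RFP, Nestin-GFP and Pecam-GFP, and above all healthy mice for the 7 lists.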

Additionally, the isoCDSCs‐T group demonstrated significantly higher expression levels of multiple pro‐hematopoietic factors, such as CXCL12, Kitl (SCF), Vcam1, Spp1, Adipoq, and Sp7, which have been previously reported to promote hematopoiesis^[^ ^9^ ^]^ (Figure 2D–F). Immunofluorescence staining further confirmed that isoCDSCs‐T expressed markers characteristic of endothelial cells (endomucin), perivascular cells (CXCL12 and Lepr), and osteoblasts (Sp7) (Figure 2G). However, BMT‐derived cells exhibited minimal co‐expression of BMSC markers (Figure S5, Supporting Information). Collectively, these findings suggest that isoCDSCs‐T may be involved in hematopoietic reconstitution by facilitating the re‐establishment of the irradiation‐damaged BM niche.

### 2.3 CDSCs Co‐transplantation Promotes Hematopoietic Reconstitution through Enhancement of the Bone Marrow Niche

To investigate the cellular mechanisms underlying the effects of isoCDSCs‐T on hematopoietic reconstitution, we conducted a comprehensive analysis of the cellular composition of isoCDSCs. Flow cytometric analysis demonstrated that the isoCDSCs population was predominantly composed of CD45^−^CD51^+^ cells (namely CDSCs), accounting for ≈98%, with only a minimal presence of HSPCs, including HSCs and MPPs (**Figure** **3**A). Specifically, among 5 × 10^5^ isoCDSCs, only 5.65 HSCs and 24.35 MPPs were identified (Figure 3A). To evaluate the potential of CDSCs to rejuvenate the BM niche during hematopoietic reconstitution following irradiation injury, we transplanted 5 × 10^5^ FACS‐sorted CDSCs in combination with either 50 purified HSCs or 1000 MPPs into lethally irradiated mice (Figure 3B). The results demonstrated that neither CDSCs nor MPPs alone could rescue lethally irradiated mice, whereas the specified number of HSCs alone rescued 60% of irradiated mice (Figure 3C,D). Notably, the combination of CDSCs with HSCs rescued 88% of irradiated mice (Figure 3C). Interestingly, co‐transplantation of CDSCs and MPPs also rescued 70% of irradiated mice (Figure 3D), suggesting that CDSCs may possess the capacity to rejuvenate the damaged BM niche, thereby providing an optimal hematopoietic microenvironment for MPPs. This is consistent with the established knowledge that MPPs lack long‐term hematopoietic reconstitution potential.^[^ ^15^ ^]^ Given that MSCs have been reported to facilitate the recovery of the damaged BM niche,^[^ ^15^ ^]^ we further examined the co‐transplantation of MSCs and MPPs. However, this approach failed to rescue any experimental mice (Figure 3D), indicating that CDSCs exhibit superior BM niche maintenance capabilities compared to MSCs.

**Figure 3:**
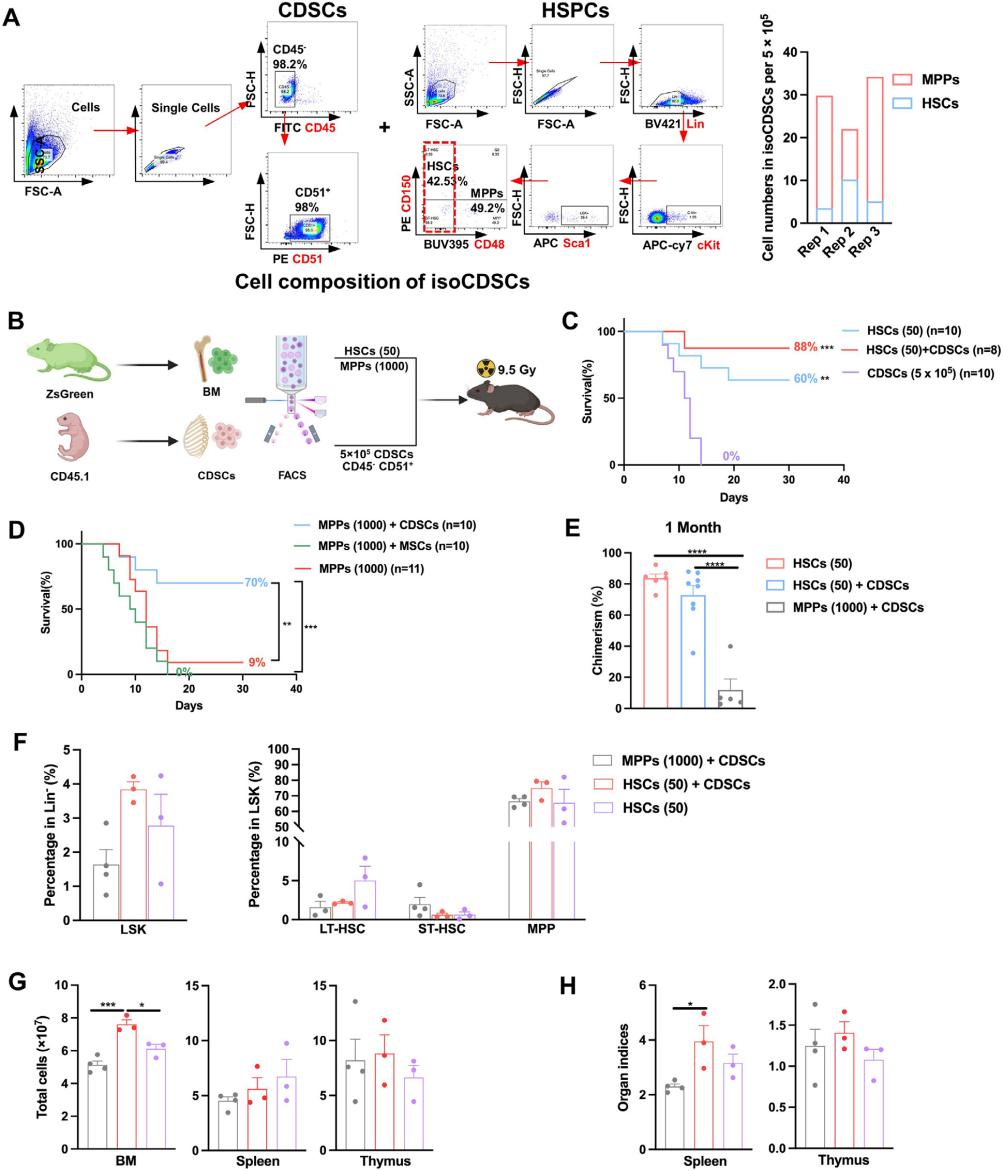
Co‐transplantation of CDSCs with HSPCs successfully rescues lethally irradiated mice. A) Compositional analysis of isoCDSCs revealed a predominant population of CD45^−^ CD51^+^ CDSCs (left panel) and minor fractions of HSCs/MPPs (middle panel). Quantification showed HSC/MPP numbers per transplanted mouse (5 × 10^5^ cells). B) Overview of HSCs and MPPs transplanted either alone or in combination with CDSCs. C) Survival rates following transplantation of HSCs and CDSCs, either alone or co‐transplanted. Cells were transplanted into lethally irradiated mice via intraorbital vein injection. D) Survival rates following transplantation of MPPs either alone or in combination with CDSCs or MSCs. E) Donor chimerism levels in PB at 4 weeks post‐transplantation for HSCs alone (*n* = 6), HSCs + CDSCs (*n* = 8), and MPPs + CDSCs (*n* = 5). F) Percentage of HSPCs in BM at 8 weeks post‐transplantation for HSCs alone (*n* = 3), HSCs + CDSCs (*n* = 3), and MPPs + CDSCs (*n* = 4). G,H) Analysis of total cell counts in BM (harvested from bilateral femurs and tibias), spleen, and thymus, and organ indices of the spleen and thymus at 8 weeks post‐transplantation for HSCs and MPPs transplanted either alone or in combination with CDSCs. Data presented as Mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001. *p*‐values were calculated by the Log‐rank test or one‐way ANOVA test.

Peripheral blood chimerism analysis demonstrated that transplantation of CDSCs + MPPs resulted in a similarly low level of chimerism as observed in the isoCDSCs‐T group (Figure 3E). Furthermore, the analysis of HSPC proportions revealed that CDSCs + MPPs exhibit hematopoietic reconstitution efficacy comparable to that of HSCs (Figure 3F). Similarly, CDSCs + MPPs showed consistency with HSCs in terms of organ indices and total cell counts in the BM, thymus, and spleen (Figure 3G,H). Collectively, these findings suggest that CDSCs likely facilitate hematopoietic reconstitution by enhancing the bone marrow microenvironment.

### 2.4 CDSCs Rejuvenate the Damaged BM Niche to Facilitate Hematopoiesis

The irradiation permanently damages the BM stromal niche, which is difficult to repair through circulation.^[^ ^9^ ^]^ To investigate the effects of CDSCs on the irradiated BM niche and the restoration of hematopoietic function, we performed colony‐forming unit fibroblast (CFU‐F) assays and demonstrated that CDSCs transplantation significantly enhanced total BMSCs proliferation compared to controls and BMT (**Figure** **4**A–C). This enhanced CFU‐F activity promoted HSC function, as evidenced by increased large clone formation and reduced failed clones in single HSC CFU assays (Figure 4D,E). Additionally, CDSCs increased the percentage and number of Lin^−^ Sca1^+^ cKit^+^ cells (LSKs) and long‐term hematopoietic stem cells (LT‐HSCs) compared to controls (Figure 4F,G; Figure S6A,B, Supporting Information), as well as the percentage of MPPs relative to controls (Figure 4H). However, no significant differences were observed in the percentage and number of short‐term hematopoietic stem cells (ST‐HSCs) or the number of MPPs (Figure 4I; Figure S6C,D, Supporting Information). Collectively, these findings suggest that CDSCs play a critical role in rejuvenating the irradiated BM niche, thereby promoting hematopoietic reconstitution.

**Figure 4:**
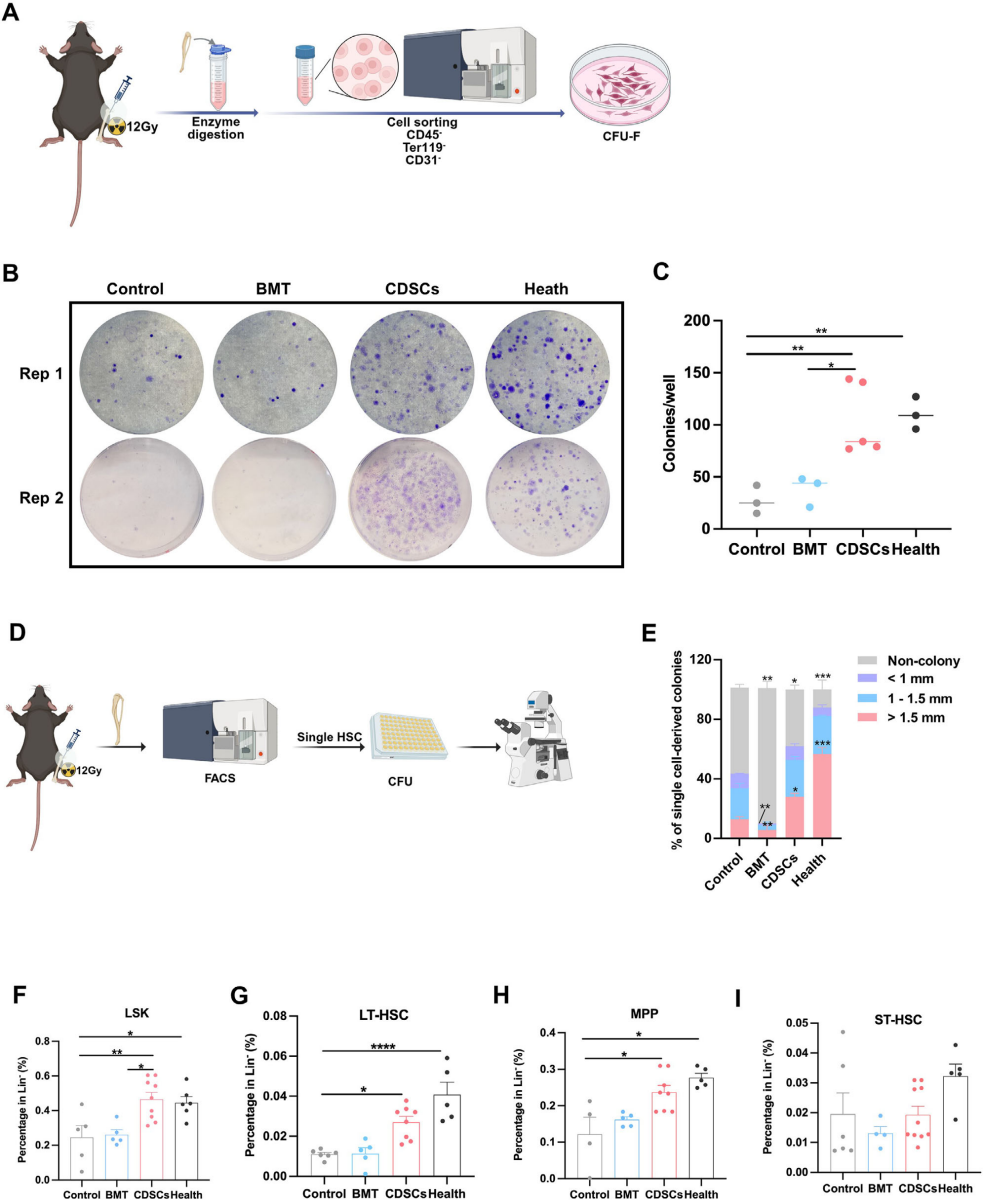
CDSCs rejuvenate the damaged BM niche to enhance hematopoietic recovery. A) Overview of the sorting of BMSCs from irradiated tibiae at 3 weeks post‐transplantation. B,C) Colony‐forming unit fibroblast (CFU‐F) assays in BMSCs for CDSCs, BMT, control, and healthy groups at 3–6 weeks post‐transplantation. D) Overview of the sorting of single HSCs from CDSCs, BMT (2‐3 weeks post‐transplantation), control, and health groups. E) Colony size of 100 sorted single HSCs after 14 days of methylcellulose culture. F–I) Percentage of HSPCs, including LSKs, LT‐HSCs, MPPs, and ST‐HSCs, in the CDSCs (*n* = 8), BMT (*n* = 5), control (*n* = 5), and health (*n* = 6) groups. Data presented as Mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001. P values were calculated by the one‐way ANOVA test.

### 2.5 CDSCs Regenerated BM Endothelial and Stromal Cells in the Impaired BM Niche

To further investigate the mechanisms by which CDSCs rejuvenate the irradiated BM niche, we established a mouse model involving localized irradiation of a single tibia followed by orthotopic injection of purified CDSCs and BM cells (**Figure** **5**A). After 3–6 weeks, flow cytometry analysis revealed that CDSCs differentiated into CD45^−^ Ter119^−^ CD31^−^ triple‐negative cells (namely total BMSCs), CD51^+^ BMSCs, endothelial cells, and perivascular cells (Nestin^+^ and Lepr^+^ cells) (Figure 5B). Compared to BMT, CDSCs exhibited enhanced differentiation into endothelial cells and BMSCs (Figure 5C). The morphology of BMSCs derived from CDSCs was consistent with that of healthy BMSCs (Figure S6E, Supporting Information), and they demonstrated a higher proliferation capacity than irradiated BMSCs in vitro (Figure S6F,G, Supporting Information). CDSCs transplantation significantly increased the number of vascular endothelial cells in the BM compared to BMT and control groups, even surpassing levels observed in healthy mice (Figure 5D). Additionally, the total numbers of BMSCs, CD51^+^ BMSCs, and Nestin^+^ BMSCs were significantly higher in CDSCs recipients than in controls (Figure 5E–G), although no significant difference was observed for Lepr^+^ BMSCs (Figure 5H). Collectively, these findings indicate that CDSCs can differentiate into endothelial cells and BMSCs within the damaged BM niche, thereby enhancing the recovery of irradiated endothelial cells and BMSCs.

**Figure 5:**
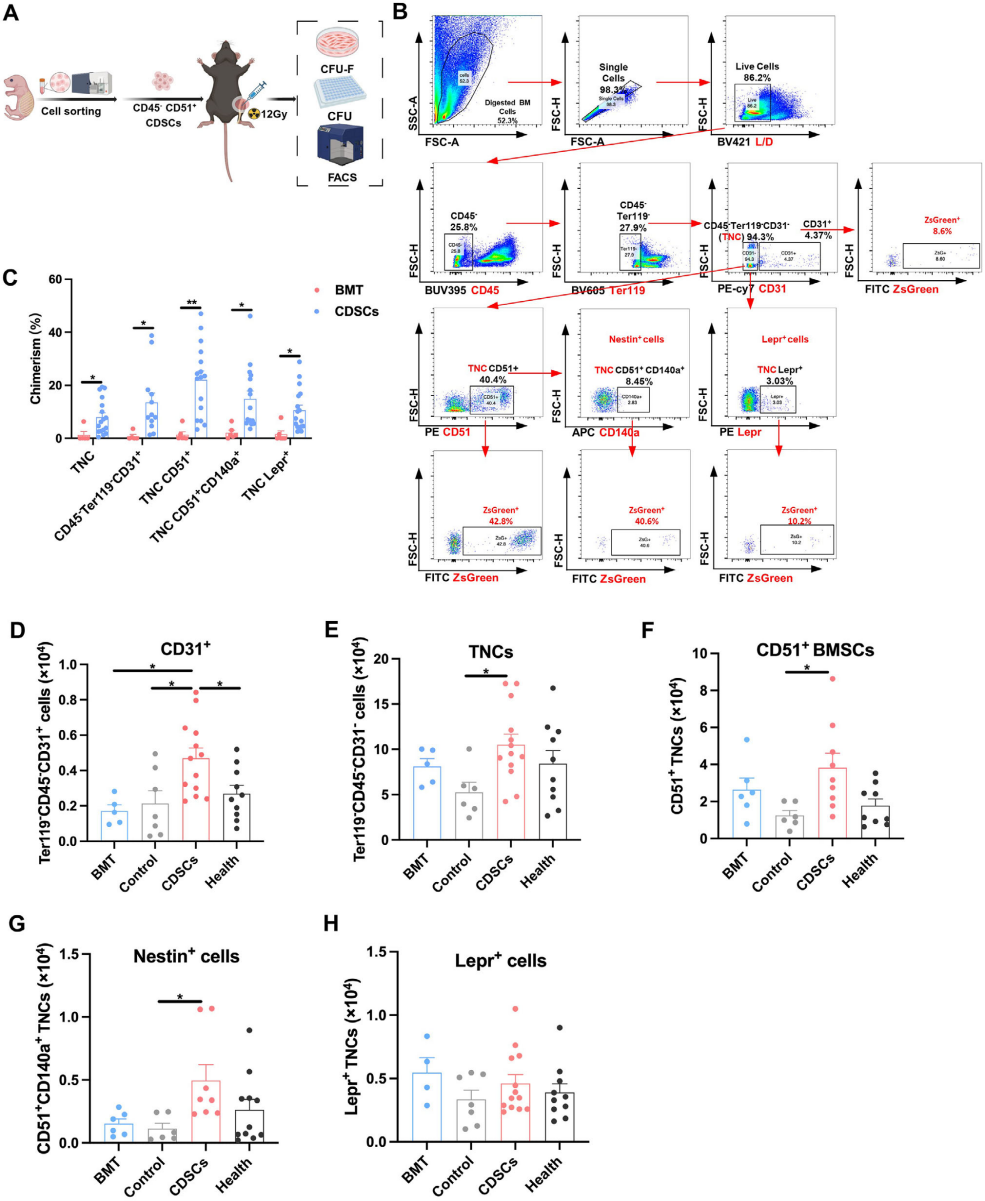
CDSCs differentiate into multiple types of BM niche cells within the irradiated BM niche. A) Summary of the transplantation of purified CDSCs and BM into the irradiated mouse tibiae. B) Flow cytometry plots illustrating BMSCs differentiated from CDSCs. C) Donor chimerism in BMSCs of irradiated tibiae following transplantation of purified CDSCs (*n* = 17) and BMT (*n* = 6) within 3–6 weeks post‐transplantation. D–H) Quantification of differentiated BMSCs in irradiated tibiae for the purified CDSCs (*n* = 13), BMT (*n* = 6), control (*n* = 7), and health (*n* = 11) groups. Data presented as Mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01. *p*‐values were calculated by the two‐tailed Student's *t*‐test or one‐way ANOVA test.

### 2.6 Cultured CDSCs Exhibit BM Stromal Phenotype and Enhance Hematopoietic Recovery

To evaluate the therapeutic potential of CDSCs, we cultured and expanded FCM‐sorted CDSCs in vitro and subsequently treated sub‐lethally irradiated mice with either the cultured CDSCs or BM cells (Figure S7A, Supporting Information). Results showed that the cultured CDSCs significantly accelerated recovery of red blood cells (RBCs), platelets (PLTs), and white blood cells (WBCs) in peripheral blood compared to controls (**Figure** **6**A–C). Notably, in the femoral transplantation experiment involving lethally irradiated mice, co‐transplantation of cultured CDSCs with MPPs effectively rescued the mice (Figure 6D). In contrast, mice in the group receiving co‐transplantation of MSCs and those in the group receiving MPPs alone did not survive (Figure 6D). For co‐transplantation with HSCs, the survival rates and chimerism levels were comparable to those of HSC alone (Figure 6D,E). The co‐transplantation results of primary and cultured CDSCs, respectively with HSCs or MPPs demonstrated that cultured CDSCs exhibited a comparable survival rate and chimerism level. Mechanistically, cultured CDSCs inhibited apoptosis of Lin^−^ BM cells one week after irradiation injury (Figure 6F,G) and suppressed DNA damage in cKit^+^ cells and MPPs at three weeks post‐irradiation (Figure 6H,I; Figure S7B, Supporting Information). Previous studies suggested that irradiation could trigger the senescence of HSC, and the higher expression of CD150 signified the senescence of LT‐HSC.^[^ ^16^, ^17^ ^]^ In our study, by four weeks, the cultured CDSCs inhibited the senescence of LT‐HSCs and maintained normal proportions, as well as increased MPPs, CMPs, and GMPs (Figure S7C,D, Supporting Information).

**Figure 6:**
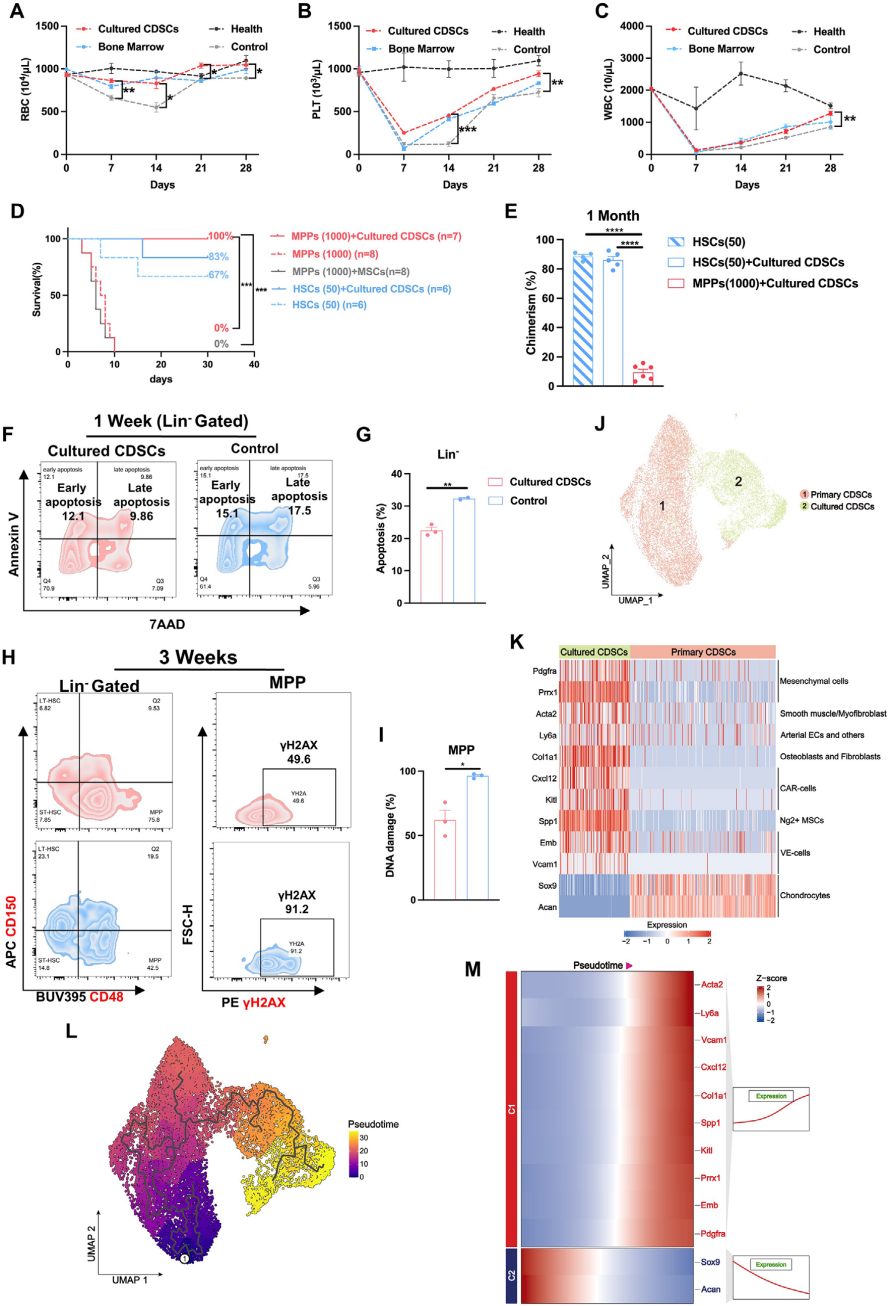
Cultured CDSCs exhibit the characteristic features of BMSCs and promote hematopoietic recovery. A–C) Hematological parameters (RBC, PLT, WBC) at 1–4 weeks post‐transplantation in the cultured CDSCs (*n* = 9), BMT (*n* = 5), control (*n* = 9), and healthy (*n* = 5) groups. D) Survival rates following transplantation of various amounts of HSCs (50) or MPPs (1000), either alone or co‐transplanted with cultured CDSCs (5 × 10^5^), as well as MPPs (1000) co‐transplanted with MSCs (5 × 10^5^), into lethally irradiated 8–12 weeks old mice. HSCs and MPPs were transplanted via intraorbital vein injection, while cultured CDSCs and MSCs were transplanted through bilateral intramedullary injection. E) Donor chimerism of HSCs (50) or MPPs (1000), either alone or co‐transplanted with cultured CDSCs, in the PB of recipient mice at 4 weeks post‐transplantation. Groups included: HSCs (50) alone (*n* = 4), HSCs (50) + cultured CDSCs (*n* = 5), and MPPs (1000) + cultured CDSCs (*n* = 7). F,G) Levels of apoptosis in BM Lin^−^ cells at 1 week post‐transplantation of cultured CDSCs. H,I) DNA damage levels in BM MPPs at 3 weeks post‐transplantation of cultured CDSCs. J) UMAP clustering analysis of primary and cultured CDSCs. K) Expression of genes associated with BMSCs, endothelial cells, and chondrocytes in primary and cultured CDSCs. L) Developmental and differentiation trajectories of primary and cultured CDSCs. M) Pseudotime trajectory analysis of genes related to BMSCs, endothelial cells, and chondrocytes between primary and cultivated CDSCs. Data presented as Mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001. P values were calculated by the one‐way ANOVA test, the Log‐rank test or the two‐tailed Student's *t*‐test.

To determine whether there were any differences between the cultured CDSCs and the primary CDSCs, we performed single‐cell RNA sequencing on these two groups of cells. Based on the UMAP analysis, primary and cultured CDSCs were classified into two population of cells (Figure 6J). Analysis of gene expression in BMSCs, vascular endothelial cells, and chondrocytes between primary and cultured CDSCs indicated that cultured CDSCs highly expressed BMSC markers, such as CXCL12, Pdgfra, Prrx1, Kitl, Spp1, Acta2, as well as endothelial cells markers, such as Ly6a, Vcam1, and Emb, and osteoblast markers, such as Col1a1, but the expression of chondrocyte markers, such as Sox9 and Acan, was decreased (Figure 6K; Figure S8A, Supporting Information). Pseudotime trajectory revealed that the cultured CDSCs had the potential developmental trajectory of BM niche‐related genes, while the developmental trajectory of chondrocyte decreased (Figure 6L,M). Flow cytometry confirmed that primary CDSCs lacked expression of BMSC markers except for Sca1 (Figure S8B, Supporting Information). In contrast, the cultured CDSCs expressed several BMSC markers. Specifically, ≈50% of cultured CDSCs expressed markers of CXCL12‐abundant reticular (CAR) cells, 60% expressed Nestin+ cell markers, and 40% expressed Sca1, a marker of endothelial cells (Figure S8C, Supporting Information). The expression of BM stromal markers increased with passage number of CDSCs (Figure S8D, Supporting Information). These indicated that cultured CDSCs arise BM stromal characteristic accompanying the decreased of the feature of cartilage compared to primary CDSCs.

Collectively, cultured CDSCs not only repair the BM niche, but also inhibit the apoptosis and DNA damage of injury HSPCs, thereby facilitating hematopoietic recovery.

### 2.7 Cultured CDSCs Mitigate BM Failure in an Aplastic Anemia Model

Aplastic anemia is a disease characterized by BM microenvironment failure, which manifests as pancytopenia and BM hypoplasia.^[^ ^18^ ^]^ Consequently, the cultured CDSCs may serve as a potential therapeutic option for aplastic anemia treatment. We established an aplastic anemia mouse model and treated mice with cultured CDSCs or primary CDSCs combined with CsA (**Figure** **7**A; Figure S9A, Supporting Information). While cultured or primary CDSCs alone slightly prolonged survival, combining them with CsA significantly improved survival compared to CsA alone (Figure 7B; Figure S9B, Supporting Information). Co‐treatment with CsA enhanced RBC and PLT recovery compared to CsA alone or untreated aplastic anemia mice (Figure 7C,D), though no significant differences were observed in WBCs, neutrophils (NEUT), or reticulocytes (RET) (Figure S9C–F, Supporting Information). Co‐treatment also increased total BM cells, LSKs, and MPPs (Figure 7E; Figure S9F,G, Supporting Information), inhibited BM CD4^+^ and CD8^+^ T cell infiltration (Figure 7F,G), and reduced BM cell apoptosis (except for BM CD4^+^ and CD8^+^ T cells) (Figure 7H). Similar effects were observed in the peripheral blood and spleen (Figure 7I,J). These results suggest that cultured CDSCs hold therapeutic potential for aplastic anemia.

**Figure 7:**
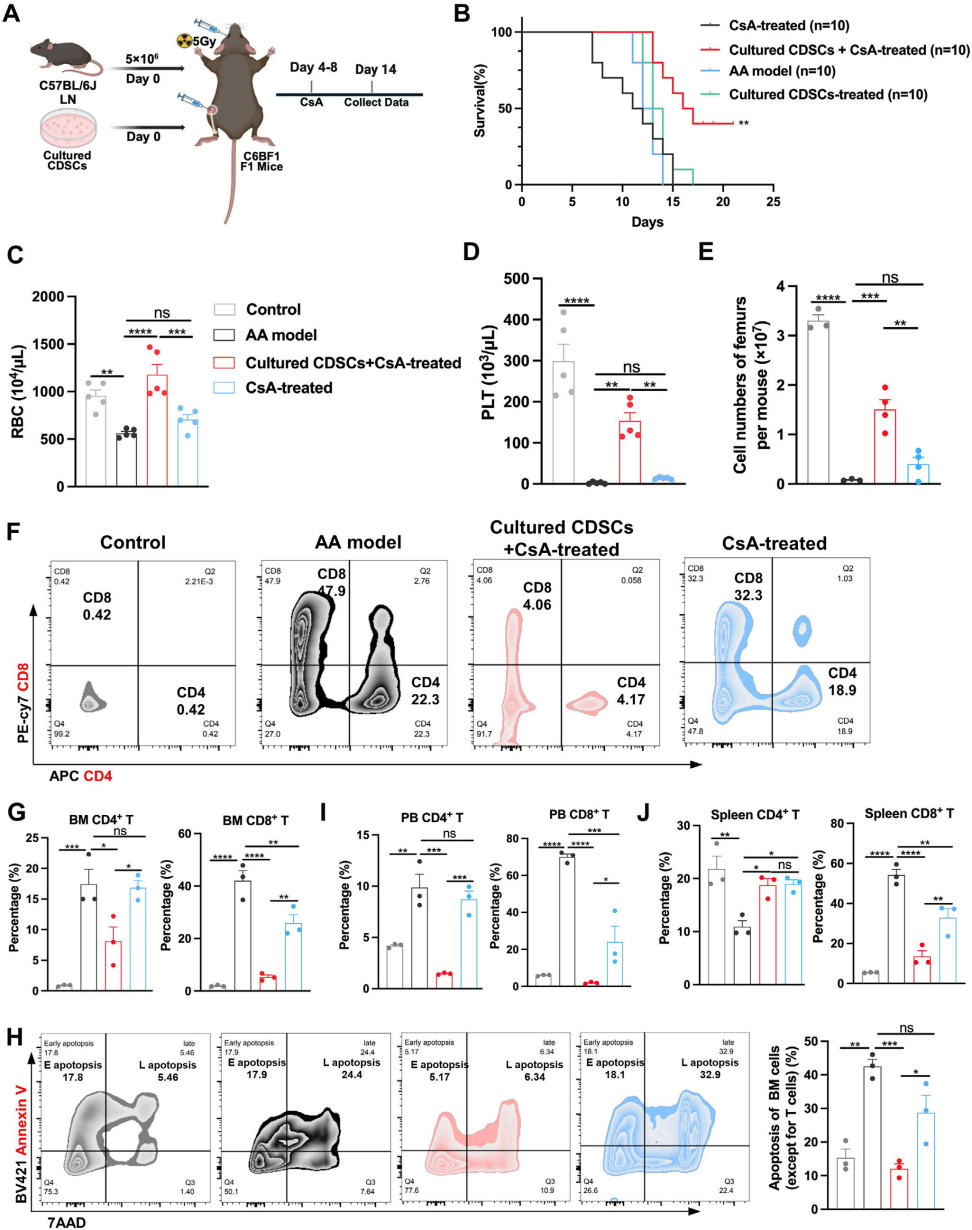
Cultured CDSCs in combination with CsA enhance survival in mice with aplastic anemia. A) Summary of the treatment using cultured CDSCs in combination with CsA in aplastic anemia (AA) mice. B) Survival rates in the AA model, control, CsA‐treated, and Cultured CDSCs + CsA‐treated groups. C–E) Hematological parameters (RBC, PLT) and total BM cell counts at 12–16 days post‐AA induction. Gray, black, red, and blue represent the Control group (*n* = 5), AA model group (*n* = 5), Cultured CDSCs + CsA‐treated group (*n* = 5), and CsA‐treated group (*n* = 5), respectively. F,G) Percentage of CD4^+^ and CD8^+^ T cells in BM for the AA model, control, CsA‐treated, and Cultured CDSCs + CsA‐treated groups at 12–16 days post‐transplantation. H) Flow cytometry plots and the percentage of apoptosis of BM cells (excluding CD4^+^ and CD8^+^ T cells) in the AA model (*n* = 3), control (*n* = 3), CsA‐treated (*n* = 3), and Cultured CDSCs + CsA‐treated groups (*n* = 3) at 12–16 days after the establishment of the AA mouse model. I,J) Percentage of CD4^+^ and CD8^+^ T cells in PB and spleen for the AA model, control, CsA‐treated, and Cultured CDSCs + CsA‐treated groups at 12–16 days post‐transplantation. Data presented as Mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001, ns, not significant. *p*‐values were calculated by the Log‐rank test or the one‐way ANOVA test.

## 3 Discussion

Although CDSCs have predominantly been investigated for applications in skeletal tissue engineering,^[^ ^19^, ^20^ ^]^ in this study, we reveal their innovative potential to reconstruct the hematopoietic microenvironment (**Figure** **8**). CDSCs not only differentiated into essential niche components, such as perivascular cells, endothelial cells, and osteoblasts, but also secreted critical hematopoietic cytokines and safeguarded HSPCs from radiation‐induced damage. This dual mechanism of structural and functional niche restoration constitutes a substantial advancement in strategies for hematopoietic recovery. Furthermore, CDSCs hold considerable promise as a therapeutic approach for aplastic anemia.

**Figure 8:**
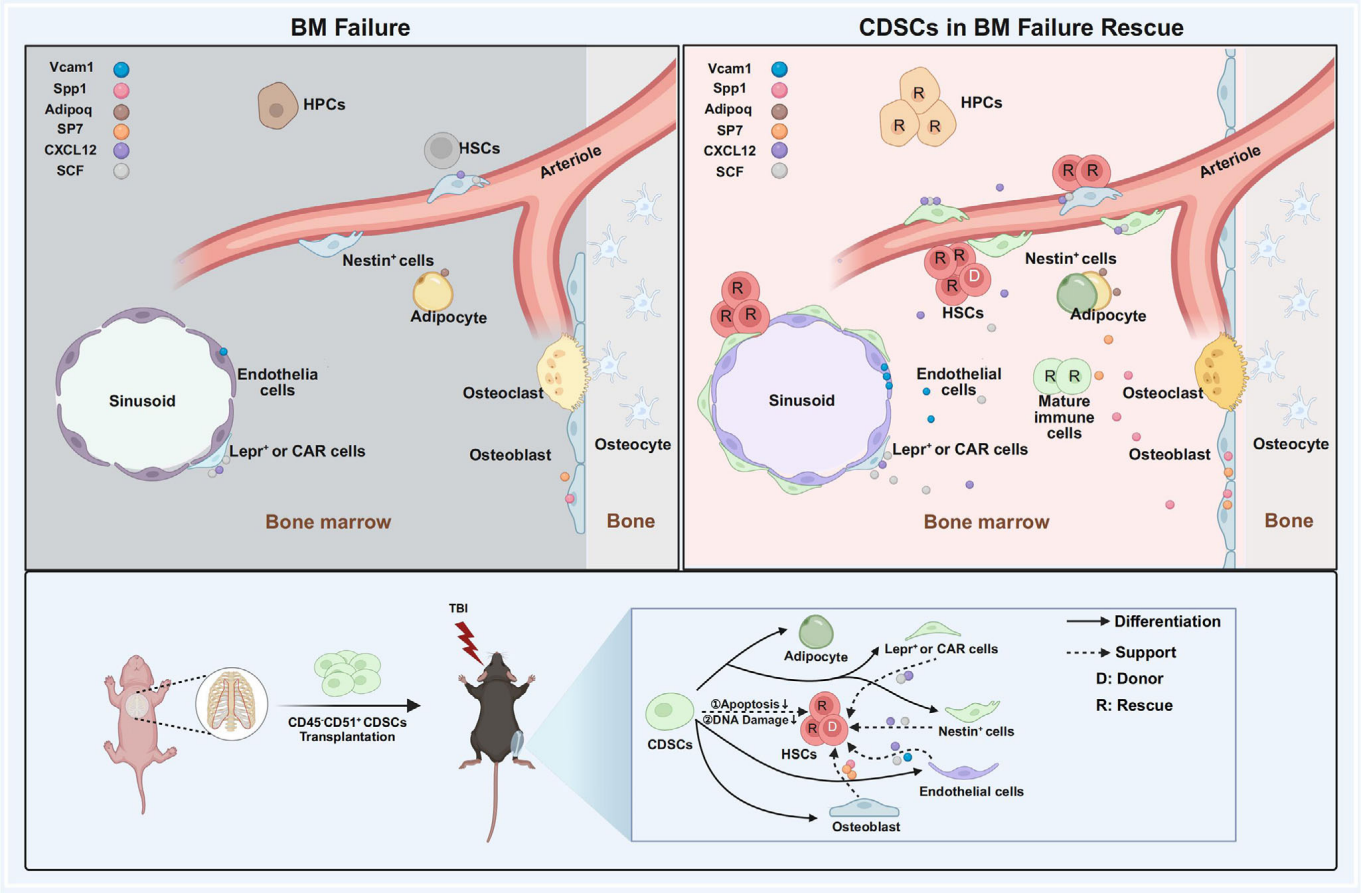
A schematic diagram illustrating the mechanism by which costal cartilage‐derived stem cells (CDSCs) regenerate damaged BM niche to facilitate hematopoietic reconstitution. BM failure involves damage to both hematopoietic and non‐hematopoietic cells within the BM microenvironment. CDSCs possess the potential to differentiate into endothelial cells, vascular pericytes (including Nestin^+^ cells, CAR cells, and Lepr^+^ cells), as well as osteoblasts. These differentiated cells are capable of secreting additional pro‐hematopoietic cytokines. Furthermore, CDSCs can inhibit apoptosis in injured HSPCs (including rescued HPCs and HSCs, referred to as RHPCs and RHSCs) and enhance their proliferation (including donor‐derived HSPCs, DHSPCs and RHSPCs). In summary, CDSCs effectively restore the function of BM failure.

Our findings demonstrate the exceptional capacity of CDSCs to facilitate hematopoietic reconstitution with minimal support from HSPCs. Although MPPs alone are incapable of sustaining long‐term engraftment due to their limited self‐renewal ability,^[^ ^21^ ^]^ their combination with CDSCs resulted in a significant improvement in survival rates. Conventionally, at least 5 × 10^5^ BM cells containing ≈300 HSCs are required for transplantation to ensure adequate hematopoietic reconstitution.^[^ ^22^, ^23^ ^]^ In stark contrast, our CDSCs‐based approach achieved comparable hematopoietic functionality with fewer than 10 HSCs, representing a dramatic reduction in the required number of HSPCs. A comprehensive analysis of hematopoietic progenitor populations, mature immune cell reconstitution, and organ recovery confirmed that CDSCs‐supported transplants performed equivalently to BMT.

We observed that the chimerism levels in our isoCDSCs‐T group were significantly lower than those in the BMT group. A previous study demonstrated that moderate to high doses of whole‐body radiation can impair the function of HSCs, leading to acute or prolonged myelosuppression.^[^ ^16^ ^]^ Despite administering a fully myeloablative radiation dose (9.5 Gy), which typically eradicates endogenous HSPCs, recipients of CDSCs maintained functional hematopoiesis with minimal contribution from donor cells. This suggests that CDSCs may protect residual host HSPCs from radiation‐induced damage, as supported by our findings of reduced apoptosis and DNA damage in Lin^−^ cells and MPPs.^[^ ^24^, ^25^, ^26^, ^27^ ^]^ Furthermore, these protected HSPCs retained their full functional potential, as evidenced by their capacity for long‐term engraftment in secondary transplants and competitive repopulation assays.

The BM niche plays a pivotal role in the maintenance and expansion of HSCs.^[^ ^28^ ^]^ However, the irradiation or chemotherapy administered prior to HSCT to eradicate host HSPCs also inflicts substantial damage on the BM niche, affecting both hematopoietic and non‐hematopoietic cells.^[^ ^9^, ^29^ ^]^ CDSCs exhibit remarkable plasticity, differentiating into multiple niche cell types, including BMSCs (Nestin^+^, CAR cells, and Lepr^+^), endothelial cells, and osteoblasts. These regenerated cells likely contribute to niche function through the production of essential factors such as CXCL12 and SCF.^[^ ^30^, ^31^, ^32^, ^33^, ^34^, ^35^ ^]^ Importantly, CDSCs enhance CFU‐F activity and increase the production of multiple pro‐hematopoietic cytokines, including CXCL12, Kitl, Vcam1, Spp1, Adipoq, and Sp7. Our findings demonstrate that CDSCs can effectively regenerate the damaged microenvironment via two key mechanisms: differentiation into functional niche cells and secretion of critical hematopoietic cytokines.

CDSCs demonstrated significantly enhanced niche‐restorative capacity compared to MSCs. MSCs are recognized for their ability to facilitate hematopoietic recovery by repairing the damaged BM niche and secreting pro‐hematopoietic cytokines.^[^ ^15^, ^36^ ^]^ In our study, we observed that co‐transplantation of CDSCs and MPPs markedly improved survival, whereas co‐transplantation of MSCs and MPPs failed to rescue the mice. These findings suggest that CDSCs may possess a more robust capacity for BM niche repair than MSCs. Additionally, a previous study revealed that co‐transplantation of CD73^+^CD105^−^Sca1^+^ BMSCs with HSCs can increase the number of HSCs and enhance B lymphopoiesis.^[^ ^9^, ^37^, ^38^, ^39^ ^]^ Similarly, co‐transplantation of endothelial cells with HSCs also promotes regenerative hematopoiesis.^[^ ^9^, ^37^, ^38^, ^39^ ^]^ However, the application of these cell types is limited due to their extremely low cell counts, difficulty in in vitro expansion, or loss of function. Therefore, CDSCs exhibit greater potential as seed cells for repairing the BM niche.

Aplastic anemia represents a clinically challenging BM failure syndrome characterized by pancytopenia and marrow hypoplasia, which arises from both HSC depletion and microenvironmental dysfunction.^[^ ^39^ ^]^ Current treatment options, including HSCT and immunosuppressive therapies, are limited by patient age, physical condition, and potential side effects.^[^ ^40^, ^41^ ^]^ Although CsA is often combined with anti‐thymocyte globulin (ATG) for aplastic anemia treatment, CsA monotherapy exhibits limited efficacy and is associated with significant adverse effects.^[^ ^42^ ^]^ BMSCs derived from aplastic anemia patients are severely impaired in their function.^[^ ^43^ ^]^ CDSCs can be readily cultured and expanded in vitro while expressing BMSC markers, making them a promising alternative for therapeutic applications. While cultured CDSCs alone only modestly prolonged survival in aplastic anemia mice, their combination with CsA significantly improved outcomes compared to CsA monotherapy. This combination enhanced BM cell counts, reduced apoptosis rates, inhibited infiltration of CD4^+^ and CD8^+^ T cells in the BM, peripheral blood, and spleen, and accelerated blood cell recovery. Thus, the combination of CDSCs and CsA demonstrates therapeutic potential comparable to other established aplastic anemia treatments.^[^ ^43^, ^44^, ^45^, ^46^ ^]^

In conclusion, our findings position CDSCs as a versatile therapeutic platform for BM niche restoration. By concurrently reconstructing the stromal microenvironment and safeguarding hematopoietic progenitors, CDSCs address several critical limitations inherent in current transplantation strategies. While the molecular mechanisms underlying CDSC differentiation within the BM niche merit further investigation, their facile expansion and multimodal mechanisms of action render them particularly promising for treating radiation injury, aplastic anemia, and potentially other hematologic disorders associated with niche dysfunction.

A schematic diagram illustrating the mechanism by which CDSCs regenerate the damaged BM niche to facilitate hematopoietic reconstitution. BM failure involves damage to both hematopoietic and non‐hematopoietic cells within the BM microenvironment. CDSCs exhibit the potential to differentiate into endothelial cells, vascular pericytes (including Nestin^+^ cells, CAR cells, and Lepr^+^ cells), as well as osteoblasts. These differentiated cells are capable of secreting additional pro‐hematopoietic cytokines. Furthermore, CDSCs can inhibit apoptosis and reduce DNA damage in injured hematopoietic stem and progenitor cells (HSPCs), referred to as rescued HSPCs including RHSCs and RHPCs, while enhancing the hematopoietic function of donor‐derived HSPCs including DHSCs and DHSPCs. In summary, CDSCs effectively restore the functionality of the impaired BM niche.

## 4 Experimental Section

### Mice

All mouse experiments were approved by the Animal Ethics Committee of the Army Medical University (AMUWEC20212144, Chongqing, China). In this study, CByB6F1 and three types of C57BL/6J mice, namely, CD45.1, ZsGreen, and CD45.2, were utilized. The CD45.1 and ZsGreen mice were purchased from Cyagen (Guangzhou, China), whereas the CD45.2 mice were sourced from Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China) and Chongqing Tengxin Biotechnology Co., Ltd. (Chongqing, China). All mice were specifically housed in the laboratory animal center affiliated with the Army Medical University and the Chongqing International Institute for Immunology. They were provided with ad libitum access to appropriate food and water. The housing environment was strictly controlled, maintaining optimal temperature, humidity, and lighting conditions under a 12 h light‐dark cycle.

### Preparation of isoCDSCs and CDSCs

The costal cartilages were obtained from neonatal CD45.1 or ZsGreen C57BL/6J mice within one week after birth. The cartilage tissues were digested in an enzyme solution containing 0.2% type II collagenase (C6885‐1G, Sigma–Aldrich, USA), dissolved in DMEM/F12 medium (SH30023.01, Cytiva, USA), at 37 °C for 20 min with agitation at 90 rpm. Following digestion, the samples were washed with PBS (C10010500BT, Gibco, USA) to remove surrounding muscle tissue. Subsequently, a second enzymatic digestion was performed under the same conditions for 35 min at 37 °C and 90 rpm. After digestion, the tissues were pipetted up and down repeatedly to obtain a single‐cell suspension in PBS supplemented with 2% fetal bovine serum (FBS, FBSSR‐01021‐500, Cyagen, China). These isolated cells were designated as isoCDSCs in this study. CD45^−^CD51^+^ cells were further fluorescence‐activated cell sorter (FACS)‐sorted from the isoCDSC population and referred to as CDSCs.

### Irradiation and Transplantation Assay

For all lethal irradiations, mice were subjected to 9.5 Gy irradiation (split‐dose of 5 and 4.5 Gy administered 4 h apart using Co‐60 γ‐rays) one day prior to transplantation. In this isoCDSCs transplantation (isoCDSCs‐T) assay, 5 × 10^5^ isolated CDSCs (CD45.1/ZsGreen) from neonatal mice were transplanted via intraorbital vein injection into lethally irradiated 16 weeks old WT recipient mice (CD45.2). For BMT, 5 × 10^5^ BM cells (CD45.1/ZsGreen) isolated from neonatal or 8–12 weeks old donor mice were transplanted via intraorbital vein injection into lethally irradiated 16 weeks old WT recipient mice (CD45.2). For the transplantation assay involving HSCs or MPPs alone or in combination with purified CDSCs, HSCs (ZsGreen), MPPs (ZsGreen), and CDSCs (CD45.1) were sorted separately. Subsequently, 50 HSCs, 1000 MPPs alone or in combination with 5 × 10^5^ purified CDSCs (CD45^−^CD51^+^) were transplanted via intraorbital vein injection into lethally irradiated 8–12 weeks old WT recipient mice (CD45.2).

For the noncompetitive repopulation assay of isoCDSCs‐T, 5 × 10^5^ rescued BM cells (Rescued‐HSCT/CD45.2) were transplanted via intraorbital vein injection into lethally irradiated 8–12 weeks old CD45.1 recipient mice, while 5 × 10^5^ donor‐derived BM cells (Donor‐HSCT/CD45.1) were transplanted via intraorbital vein injection into lethally irradiated 8–12 weeks old CD45.2 recipient mice.

For the sub‐lethal irradiation and transplantation assay, cultured CDSCs passaged at P2 or P3 were transplanted via bilateral intramedullary injection into sub‐lethally irradiated (5 Gy, Co‐60 γ‐rays) 8–12 weeks old WT recipient mice (CD45.2). For the single irradiation tibia assay, the tibias of mice were irradiated at 12 Gy one day prior to transplantation. Purified CDSCs (ZsGreen) were then transplanted via intramedullary injection into the irradiated tibias of 8–12 weeks old WT recipient mice (CD45.2).

### Cells Culture

Purified CDSCs were seeded into a 6‐cm cell culture dish containing culture medium composed of minimum essential medium (SH30024.01B, HyClone, USA), supplemented with 10% FBS and 1% penicillin/streptomycin (15 070 063, Thermo Scientific, USA). The cells were cultured at 37 °C in a 5% CO2 incubator (Thermo Scientific, USA). The culture medium was refreshed 2–3 times per week, and the cells were passaged every 5 days. The MSCs used in this study were BM‐derived MSCs obtained from Oricell (MUBMX‐01001, Cyagen, China). These cells were characterized by flow cytometry and demonstrated high expression levels (>70%) of CD29, CD44, and sca‐1. In contrast, they exhibited negligible expression of CD117 and CD31. MSCs were maintained in a specialized culture medium (MUXMX‐90011, Cyagen, China) at 37 °C in a 5% CO_2_ incubator.

### Cells Preparation and Flow Cytometry

All cells used for flow cytometry and obtained from BM, peripheral blood, spleen, and lymph node samples were prepared as described in the previous study.^[^ ^47^ ^]^ The phenotypic analysis of HSPCs and BMSCs was conducted based on classical descriptions.^[^ ^1^, ^48^, ^49^, ^50^ ^]^ The cell surface markers utilized in this study are listed below: c‐Kit (2B8, eBioscience, USA; 2B8, BioLegend, USA), Sca‐1 (D7, eBioscience, USA; D7, BioLegend, USA), Lin (eBioscience, USA; A20, BioLegend, USA), CD150 (TC15‐12F12.2, BioLegend, USA; TC15‐12F12.2, eBioscience, USA), CD48 (HM48‐1, BD, USA), CD45 (30‐F11, BD, USA), CD34 (RAM34, eBioscience, USA), CD16/CD32 (93, eBioscience, USA), CD127 (A7R34, eBioscience, USA), Live/Dead staining reagent (eBioscience, USA), CD45.1 (M1/70, BioLegend, USA; A20, BioLegend, USA), CD4 (RM4‐5, BioLegend, USA), CD8 (53‐6.7, BioLegend, USA), B220 (RA3‐6B2, BioLegend, USA), CD3 (145‐2C11, BD, USA), CD19 (6D5, BioLegend, USA), Gr‐1 (RB6‐8C5, BioLegend, USA), CD115 (AFS98, BioLegend, USA), NK1.1 (PK136, BioLegend, USA), Ter‐119 (Ter119, BioLegend, USA), CD51 (RMV, BioLegend, USA; RMV, eBioscience, USA), γH2A.X (2F3, BioLegend, USA), PDGFRα (APA5, BioLegend, USA), CD31 (390, BioLegend, USA), F4/80 (BM8, BioLegend, USA), CD11b (M1/70, BioLegend, USA), Lepr (AF497, R&D Systems, France), and Apoptosis Detection Kit (88‐8006‐72, eBioscience, USA). Flow cytometry assays and data analysis were performed using LSRFortessaTM X‐20 (BD, USA) and FlowJo v10.0 software (TreeStar, USA).

### CFU Assay

The U‐bottom 96‐well plates were coated with 100 µL of methylcellulose media (M3434, STEMCELL, Canada), supplemented with 1% penicillin/streptomycin, and incubated at 4 °C for subsequent experiments. Subsequently, single HSCs were sorted from the donor‐derived HSCs and rescued HSCs of isoCDSCs‐T recipients into the pre‐coated 96‐well plates and cultured at 37 °C in a 5% CO_2_ incubator. After 14 days of culture, cell colonies were quantified and measured using an inverted fluorescence microscope (Zeiss Axio Observer.3, Zeiss, Germany).

### BMSCs Isolation

This experiment was performed as previously described.^[^ ^49^ ^]^ Briefly, the flushed BM cells, predominantly consisting of hematopoietic cells, were removed from mice with irradiated single tibias. The remaining tibia was then subjected to continuous enzymatic digestion for 30 min at 110 rpm. The enzyme solution consisted of 1 mg mL^−1^ type IV collagenase (17 104 019, Sigma–Aldrich, USA) and 0.5 mg mL^−1^ Dispase (D4693‐1G, GIBCO, USA), dissolved in DMEM. Following digestion, the cells were harvested through repeated pipetting and rinsing, and subsequently resuspended in PBS buffer containing 2% FBS. Finally, CD45^−^CD31^−^ Ter119^−^ cells (BMSCs) were sorted and depleted from the digested cell suspension using a fluorescence‐activated cell sorter (FACS AriaTM Fusion, BD, USA).

### CFU‐F Assay

The sorted 20 000 BMSCs were seeded into 6‐well plates, and 60 000 BMSCs were seeded into 6‐cm cell culture dishes. The cell culture medium alternately consisted of MesenCult Expansion Kit (05513, STEMCELL, Canada) and essential medium (supplemented with 10% FBS and 1% penicillin/streptomycin), and the medium was refreshed every 5 days. After 10 days of culture, the wells were washed twice with PBS and stained with crystal violet staining solution (C0121, Beyotime, China) for 10 min at room temperature, followed by three additional washes with PBS. Finally, the stained cell colonies were quantified and imaged.

### Hematological Parameter Test

The hematological parameter analysis was performed as described in the previous study^[^ ^51^ ^]^ using an automated animal blood cell analyzer (ProCyte Dx^*^, IDEXX BioResearch, USA).

### RNA Extraction and qRT‐PCR

Total RNA was extracted from the collected cells derived from BM flush, BMSCs, and bone tissues in both the BMT group and the isoCDSCs‐T group using the RNA Fast Extract 200 Mini Kit (220010, Fastagen, China), following the manufacturer's instructions. Subsequently, the extracted RNA was reverse‐transcribed into cDNA using the PrimeScript RT Reagent Kit with gDNA Eraser (RR047A, TAKARA, Japan). The transcription levels of RNA were quantified using TB Green Premix Ex Taq II (RR820A, TAKARA, Japan) on a Real‐Time PCR Detection System (LightCycler 96, Roche, Switzerland). The data were calculated using the 2^−ΔΔCt^ method with normalization to β‐actin. All primers used in this experiment are listed in Table S1 (Supporting Information).

### Immunofluorescence

BM cells were collected from the isoCDSCs transplantation group, the control group, and the healthy control group. The cKit^+^ cells were subsequently isolated from these samples using a cKit positive selection kit (18 757, STEMCELL, Canada). The purified cells were uniformly applied onto glass slides at an appropriate density and air‐dried in a biosafety cabinet. The subsequent immunofluorescence staining procedure was performed in accordance with the protocol used for tissue sections. BM tissues were harvested from euthanized mice and fixed overnight at 4 °C in paraformaldehyde (PFA, P1110, Solarbio, China). Subsequently, the fixed tissues underwent decalcification using an EDTA‐based decalcification solution (BL616B, BioSharp, China) for 3 days. Tissue dehydration was performed by incubation in a 30% sucrose solution for 5 h, followed by embedding in OCT compound (4583, Sakura, Japan) and freezing. Frozen sections (7 µm thick) were prepared using a Leica cryostat (Leica, CM1900). The staining procedure was as follows: sections were equilibrated at room temperature for 1 h, washed three times with PBS (5 min per wash), permeabilized with 0.3% Triton X‐100 (P1081, Solarbio, China) at 37 °C for 10 min, and blocked with 5% donkey serum (BB‐71020, BestBio, China) at room temperature for 1 h. Sections were then incubated with primary antibodies overnight at 4 °C, followed by incubation with secondary antibodies at room temperature for 2 h. Nuclei were stained with DAPI (D9542‐1MG, Sigma–Aldrich, USA). Each incubation step was preceded by three 5‐min washes with PBS. All antibodies used in this study are listed below: CXCL12 (ER1902, HuABIO, China), CD31 (AF3628, R&D Systems, France), Lepr (AF497, R&D Systems, France), Sp7 (ab22552, Abcam, UK), Endomucin (SC‐65495, Santa Cruz Biotechnology, USA), donkey anti‐goat IgG 555 (A21432, Invitrogen, USA), and donkey anti‐rabbit IgG 555 (A21208, Invitrogen, USA).

### Aplastic Anemia Mice Model and Treatment

The mouse model of aplastic anemia was established as described in a previous study.^[^ ^52^ ^]^ Briefly, 8 weeks old CByB6F1 mice (BALB/cBy × C57BL/6J F1) were obtained from Vital River Laboratory Animal Technology Co., Ltd. Within 4–6 h after pre‐irradiation (5 Gy), 5 × 10^6^ lymph node (LN) cells were transplanted into the mice via intraorbital vein injection. For the treatment of aplastic anemia using cultured CDSCs, P2‐P3 passage CDSCs were bilaterally intramedullary injected into aplastic anemia mice on day 0. For the treatment using purified primary CDSCs, purified CDSCs were intraorbitally injected into aplastic anemia mice on day 1. For the combined treatment of aplastic anemia with cultured CDSCs or purified primary CDSCs and cyclosporine A (CsA), or CsA alone, CsA (HY‐B0579, MCE, China) was dissolved in DMSO (ST038, Solarbio, China) and corn oil and administered intraperitoneally to aplastic anemia mice at a dose of 50 µg g^−1^ day^−1^ from days 4–8. All data were collected at 12–16 days post‐treatment based on the survival status of the aplastic anemia mice.

### RNA Sequencing and Analysis

This experiment was divided into three groups: BMT, isoCDSCs‐T, and age‐matched normal mice (Health). At two weeks post‐transplantation, CD45^+^ and CD45^−^ cells were isolated from BM using a CD45‐positive magnetic bead sorting kit (18945, STEMCELL, Canada), and the same amount of both cell types were subjected to RNA‐seq analysis. The resulting datasets were normalized to equivalent sequencing depths, followed by merging the normalized datasets for further analysis. The analyses consisted of two parts: upstream and downstream. For the upstream analysis, raw FASTQ files were assessed for quality control using FastQC and MultiQC. Reads were preprocessed with trimGalore to remove adapters and low‐quality bases, and sequences were aligned to the reference genome using hisat2. The number of reads mapped to each transcript or gene was quantified using featureCounts to generate an expression matrix. For the downstream analysis, the raw count matrix was normalized into a TPM (Transcripts Per Million) matrix. Principal component analysis (PCA) was performed using R software packages factoextra (1.0.7) and FactoMineR (2.9). To evaluate the relative enrichment of gene sets, the ssgsea algorithm was applied to compare sample gene expression data with BM‐related gene sets and calculate enrichment scores. Subsequently, mean enrichment scores were computed for each group. Differential gene expression analysis was conducted using edgeR (3.38.4), followed by Gene Ontology (GO) enrichment analysis using clusterProfiler (4.4.4). Heatmap visualization was generated using Adobe Photoshop (1.0.12). Both raw and processed RNA‐seq data have been deposited in the Genomics Expression Omnibus (GEO) database under accession number GSE289080.

### 10 × Genomics scRNA‐seq and Data Analysis

Primary and cultured CDSCs at passages P2‐P3 were subjected to single‐cell RNA sequencing (scRNA‐seq) using the MobiDrop platform (MobiDrop, China). Briefly, cell viability was assessed by Trypan blue staining (C360I‐2, Beyotime, China) under a microscope. A total of 20 000 viable cells were prepared for library construction on the Chromium Controller (10 × Genomics, USA), utilizing the Chromium Single Cell 3′ v3.1 Library & Gel Bead Kit (1 000 121, 10 × Genomics, USA) to generate oligo (dT)‐primed cDNA libraries. The quality of these libraries was evaluated using an Agilent TapeStation High Sensitivity D5000 ScreenTape system, followed by sequencing on the NovaSeq 6000 platform (Illumina, USA) with a data output of 200 Gb. The scRNA‐seq analysis was primarily conducted based on a previously described method.^[^ ^11^ ^]^ Samples were processed using Cell Ranger v7.0.0 for demultiplexing, barcoding, and single‐cell 3′ gene counting, with cDNA inserts aligned to the mm10/GRCm38 reference genome. Quality control (QC), hypervariable gene identification, dimensionality reduction, and unsupervised clustering were performed using Seurat v4.2.0. Low‐quality cells were excluded based on UMI counts, gene detection numbers, and mitochondrial gene proportions. The analysis pipeline included normalization and log transformation via NormalizeData; identification of the top 2000 variable genes using FindVariableFeatures; scaling of the expression matrix through ScaleData; retention of the top 10 principal components by RunPCA; and visualization of cell embeddings using RunUMAP. Batch effects were mitigated using Canonical Correlation Analysis (CCA) for feature combination and shared structure identification, with results visualized using pheatmap. For trajectory analysis, monocle3 v1.3.4 was employed for object construction, normalization, principal component analysis (PCA), trajectory building, and uniform manifold approximation and projection (UMAP) integration. Final visualizations were generated using Adobe Photoshop v1.0.12 and ClusterGVis v0.1.1. Both raw and processed scRNA‐seq data have been deposited in the GEO database under accession number GSE289526.

### Statistics and Data Availability

All data were analyzed using GraphPad Prism version 10.0. All experiments in this study were independently repeated at least three times. One‐way analysis of variance (ANOVA) or two‐tailed Student's *t*‐tests were performed to analyze the results of multiple groups or pairwise comparisons, respectively. The Kaplan–Meier method was used to analyze the overall survival, and the log‐rank test was used to determine the difference. Data presented as Mean ± SEM. Significance levels are indicated as follows: ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001, and ns denotes non‐significant findings.

### Ethical Approval

All mouse experiments were approved by the Animal Ethics Committee of the Army Medical University (AMUWEC20212144), Chongqing, China.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

R.D., Z.L., P.F., and D.L. contributed equally to this work. Conceptualization, Y.Z., B.N., Y.W., C.Z., and R.D.; methodology, R.D., Z.L., and P.F.; software, X.S., S.W., and R.C.; wet laboratory experiments: R.D., Z.L., and P.F.; assisted by R.Z., W.S., Y.T., L.X., Y.R., and J.W.; data analysis, R.D., Z.L., P.F., and D.L.; writing‐original draft preparation, R.D.; writing‐review and editing, Y.Z., B.N. All authors have read and agreed to the published version of the manuscript.

## Supporting information

Supporting Information

Supplementary Table 1

## Data Availability

RNA‐seq data and scRNA‐seq data have been deposited in the GEO database under accession number GSE289080 and GSE289526.

# Supplementary material for: A Novel Therapeutic Strategy for Bone Marrow Failure: Niche Rejuvenation Using Costal Cartilage‐Derived Stem Cells
**Source:** Adv Sci (Weinh). 2025 Aug 27;12(44):e07794. doi: 10.1002/advs.202507794
**Supplement:** Supplementary file 1 — Supporting Information

**Supporting information**

**A Novel Therapeutic Strategy for Bone Marrow Failure: Niche Rejuvenation Using Costal Cartilage-Derived Stem Cells**

Rui Dong^1,2,3†^, Zhiguo Ling^2, 3†^, Pengyuan Fan^3,5†^, Debao Li ^3†^, Jinsong Wang^2^, Wenjiong Shi ^3^, Rui Zuo^4^, Runfeng Chen^3^, Xuemin Sun^2^, Lang Xiao^2^, Yushi Ran^2^, Shucheng Huang^3,5^, Yi Tian^2^, Chao Zhang^4^*, Yuzhang Wu^2,3^*, Bing Ni^1^*, Yi Zhang^3,5^*

†These authors have contributed equally to this work.

**1. Supplementary Figures and Figure Legends**

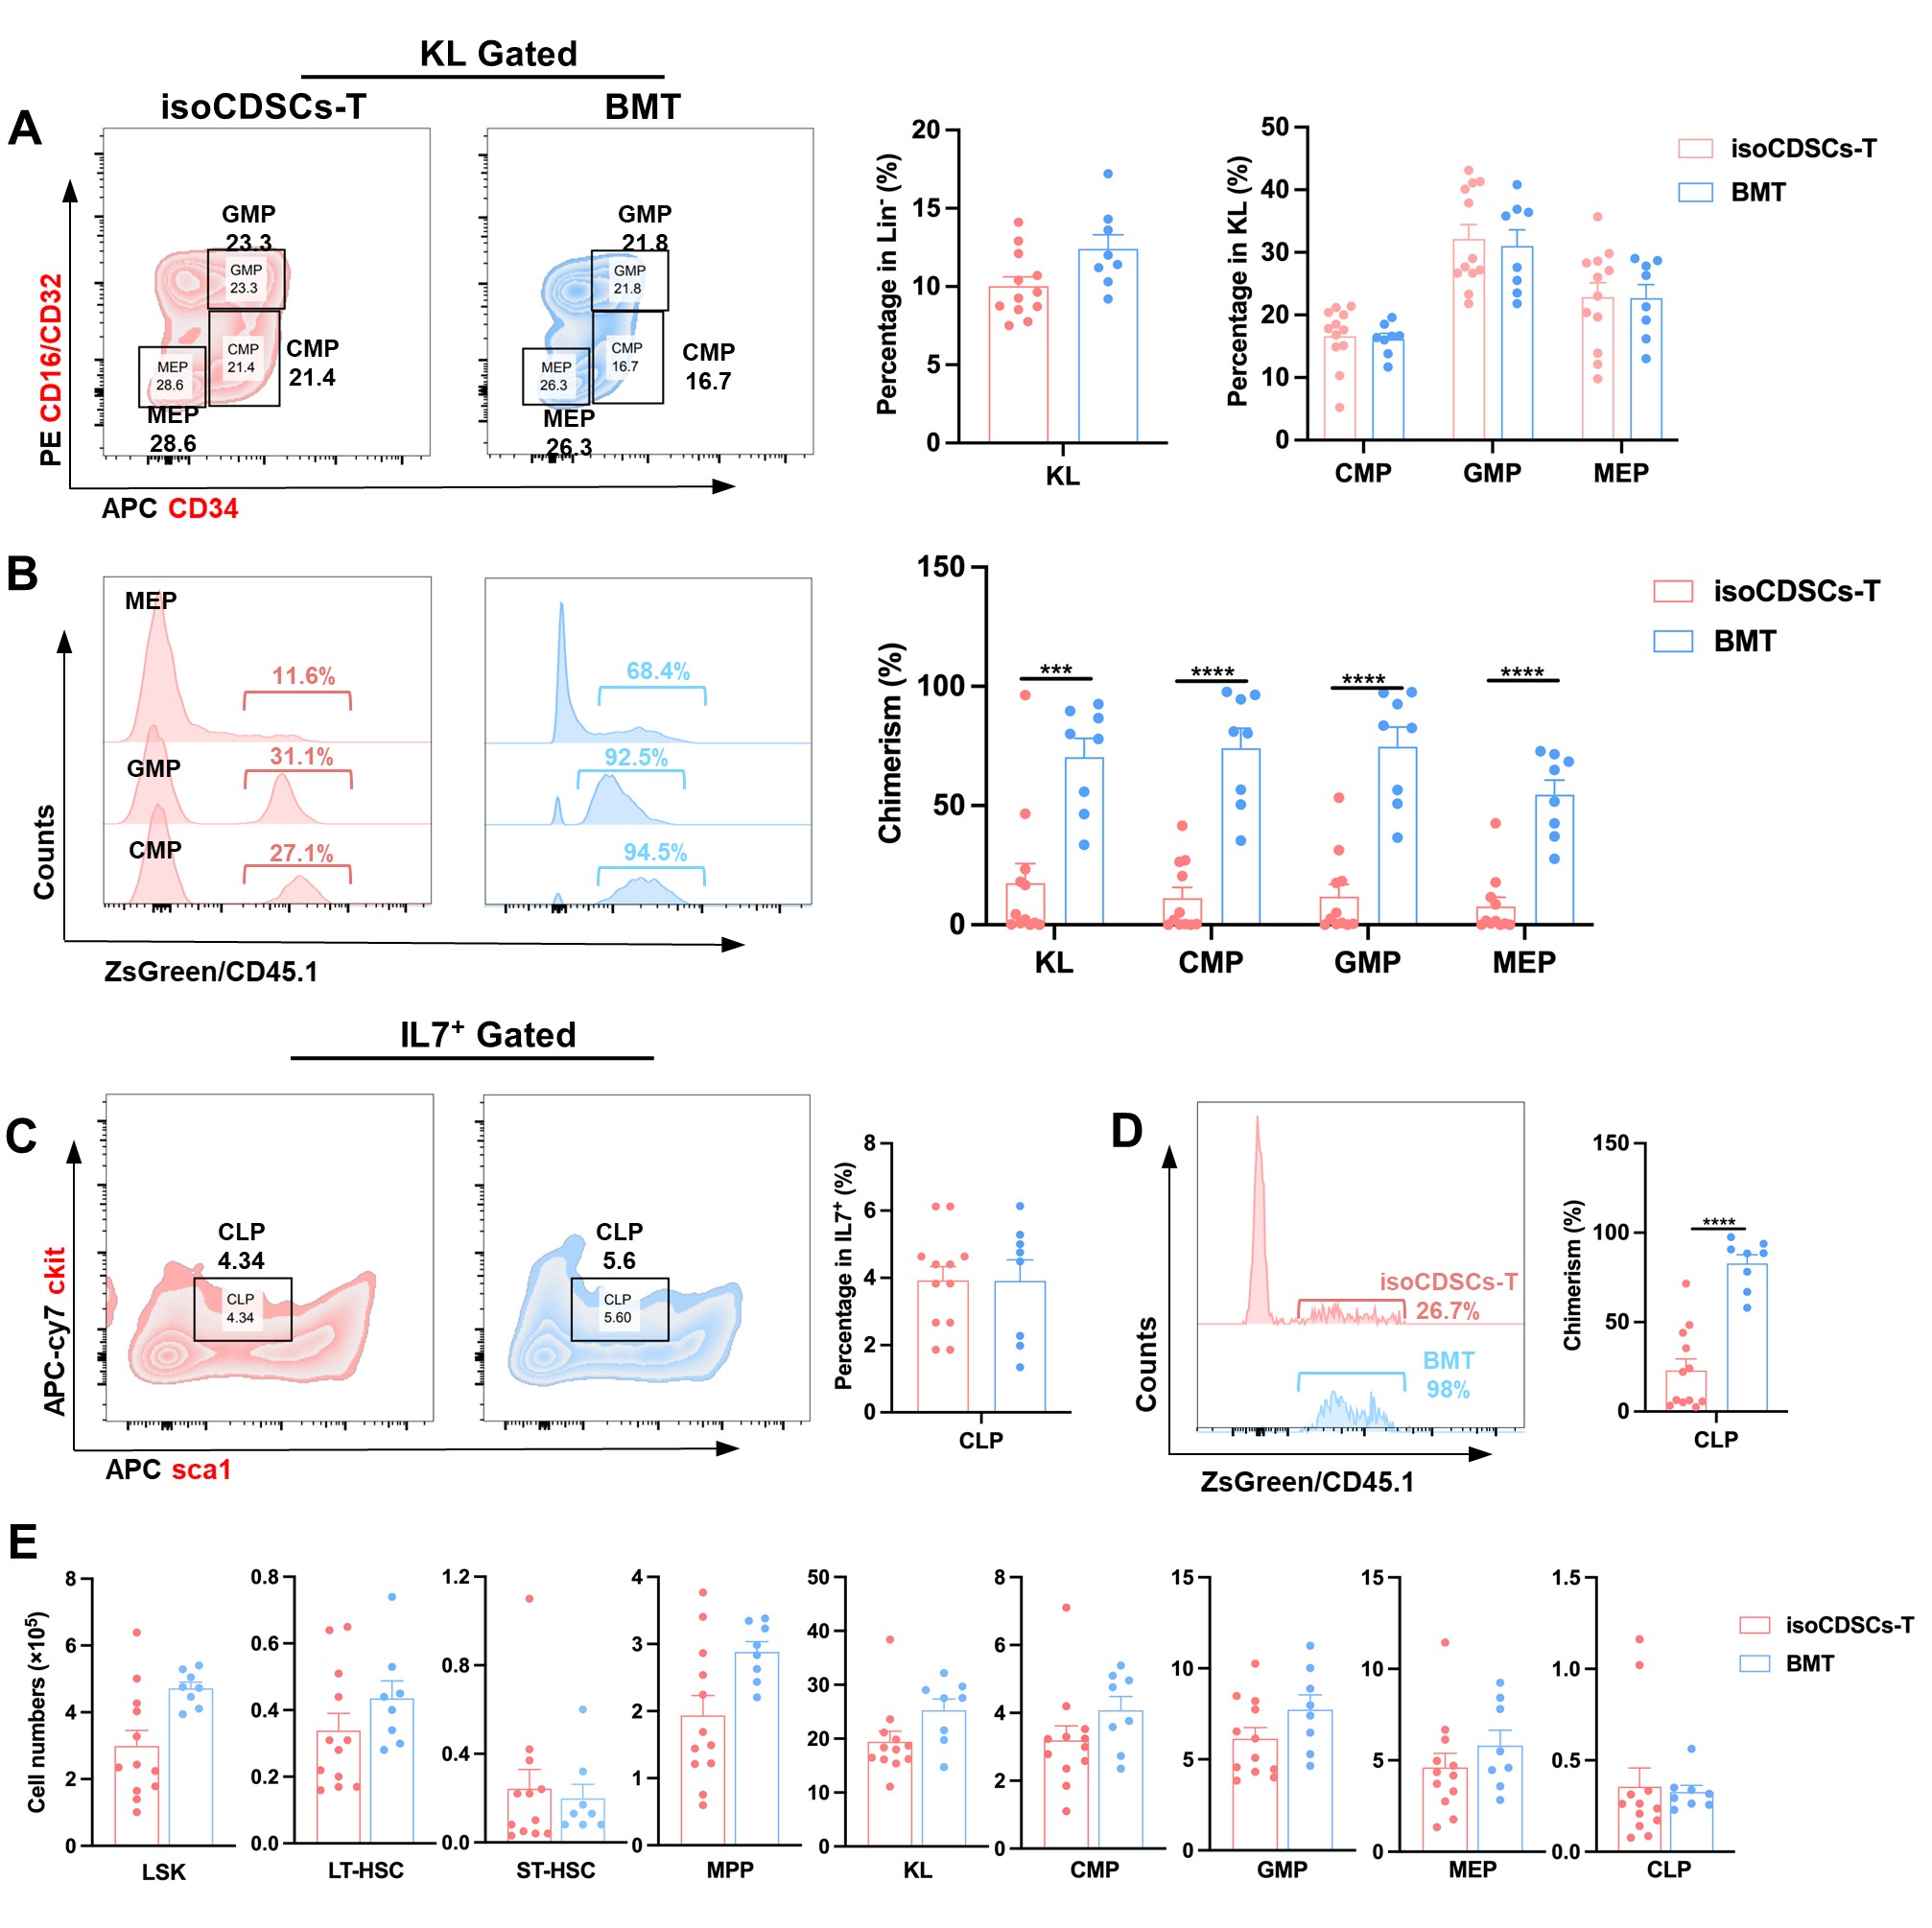

**Figure S1. IsoCDSCs-T achieve a comparable recovery of HSPCs in BM to that achieved by BMT.**

A-D. Percentage and donor chimerism of HPCs and CLPs in BM at 16 weeks post-transplantation for the isoCDSCs-T group (n = 12), and the BMT group (n = 8).

E. Number of HSPCs in the BM (harvested from bilateral femurs and tibias) of recipient mice at 16 weeks post-transplantation for the isoCDSCs-T group (n = 12), and the BMT group (n = 8).

Data presented as Mean ± SEM. ****P* < 0.001, *****P* < 0.0001. P values were calculated by the two-tailed Student’s *t*-test.

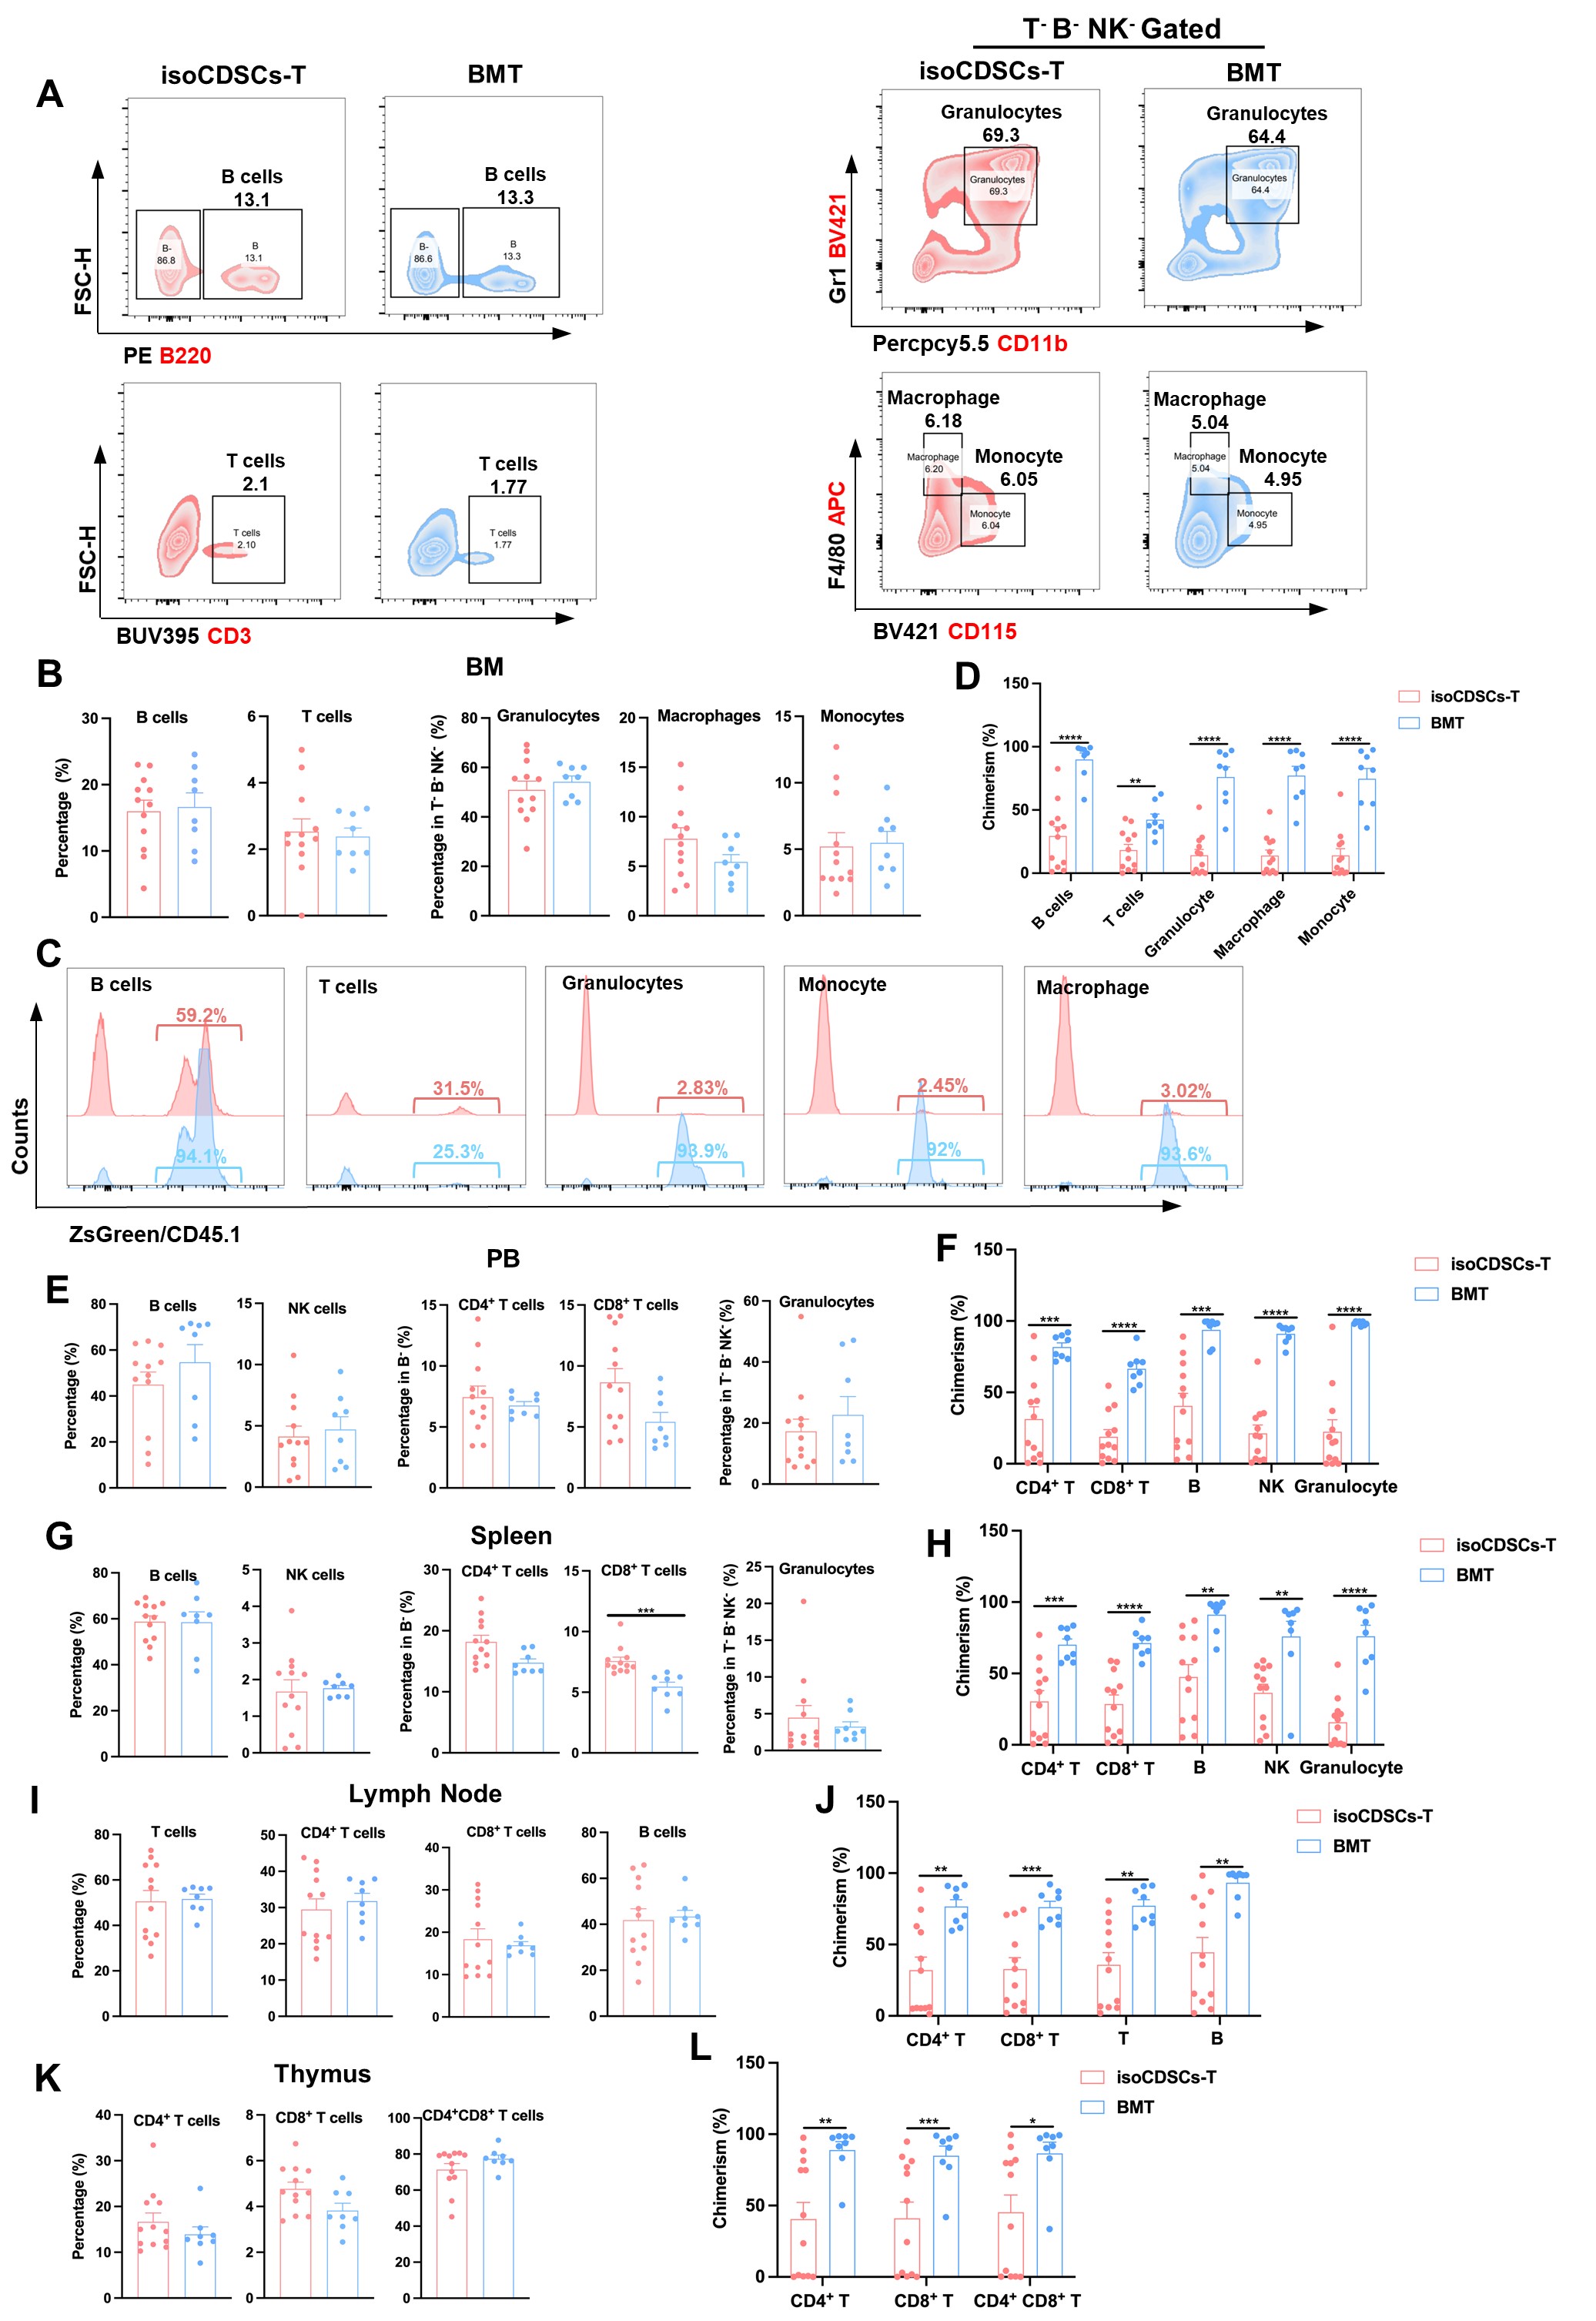

**Figure S2. IsoCDSCs-T achieve a comparable recovery of mature immune cells to that achieved by BMT.**

A-L. Percentage and donor chimerism of mature immune cells in the BM, peripheral blood (PB), spleen, lymph nodes, and thymus of isoCDSCs-T and BMT recipient mice at 16 weeks post-transplantation.

Data presented as Mean ± SEM. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001. P values were calculated by the two-tailed Student’s *t*-test.

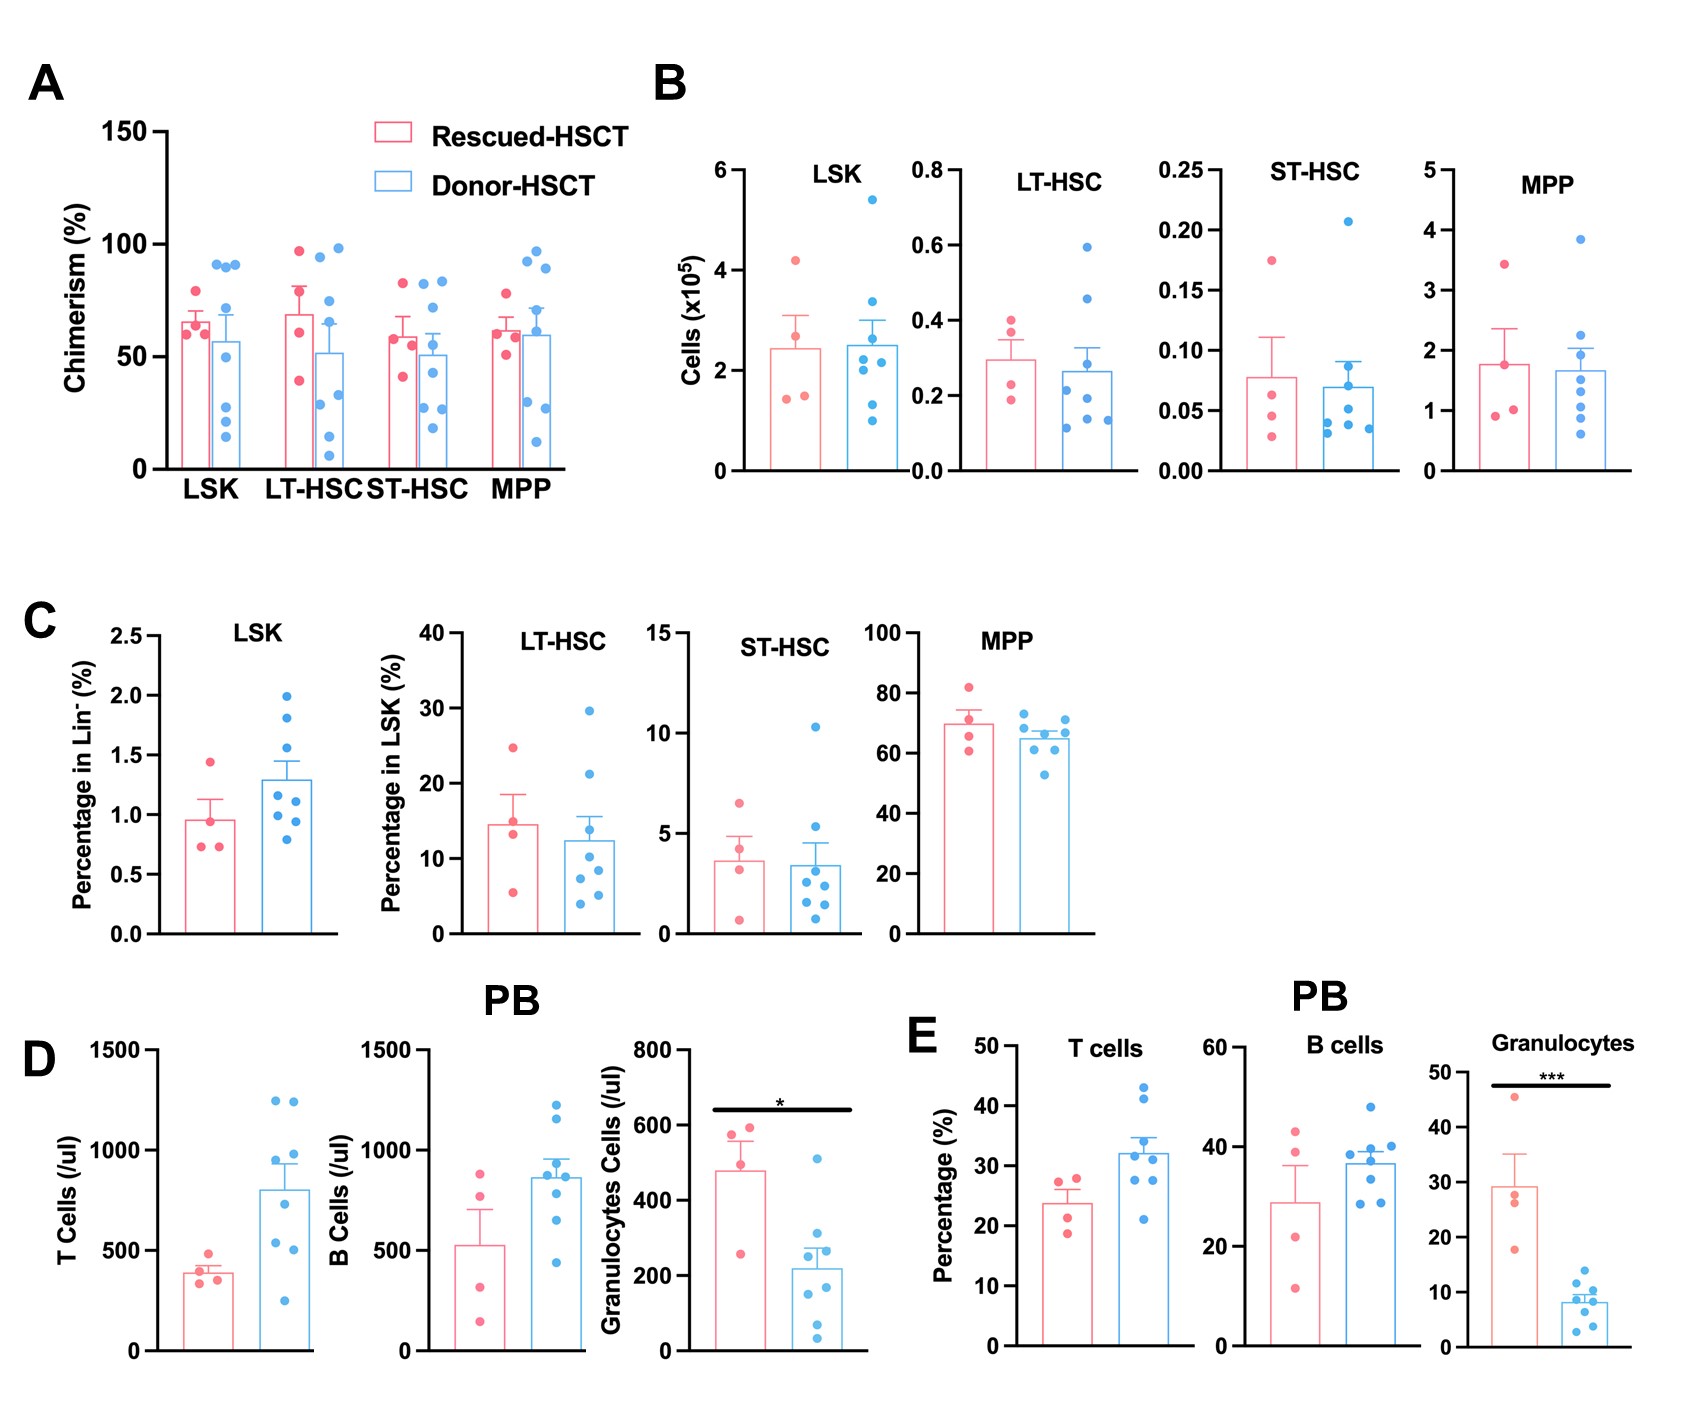

**Figure S3. Rescued irradiated HSCs exhibit robust long-term hematopoietic reconstitution capability.**

A-E. Donor chimerism and quantity of HSPCs in BM (harvested from bilateral femurs and tibias) and quantity of immune cells in PB of non-competitive secondary recipient mice at 16 weeks post-transplantation (Rescued-HSCT, n=4; Donor-HSCT, n=8).

Data presented as Mean ± SEM. **P* < 0.05, ****P* < 0.001. P values were calculated by the two-tailed Student’s *t*-test.

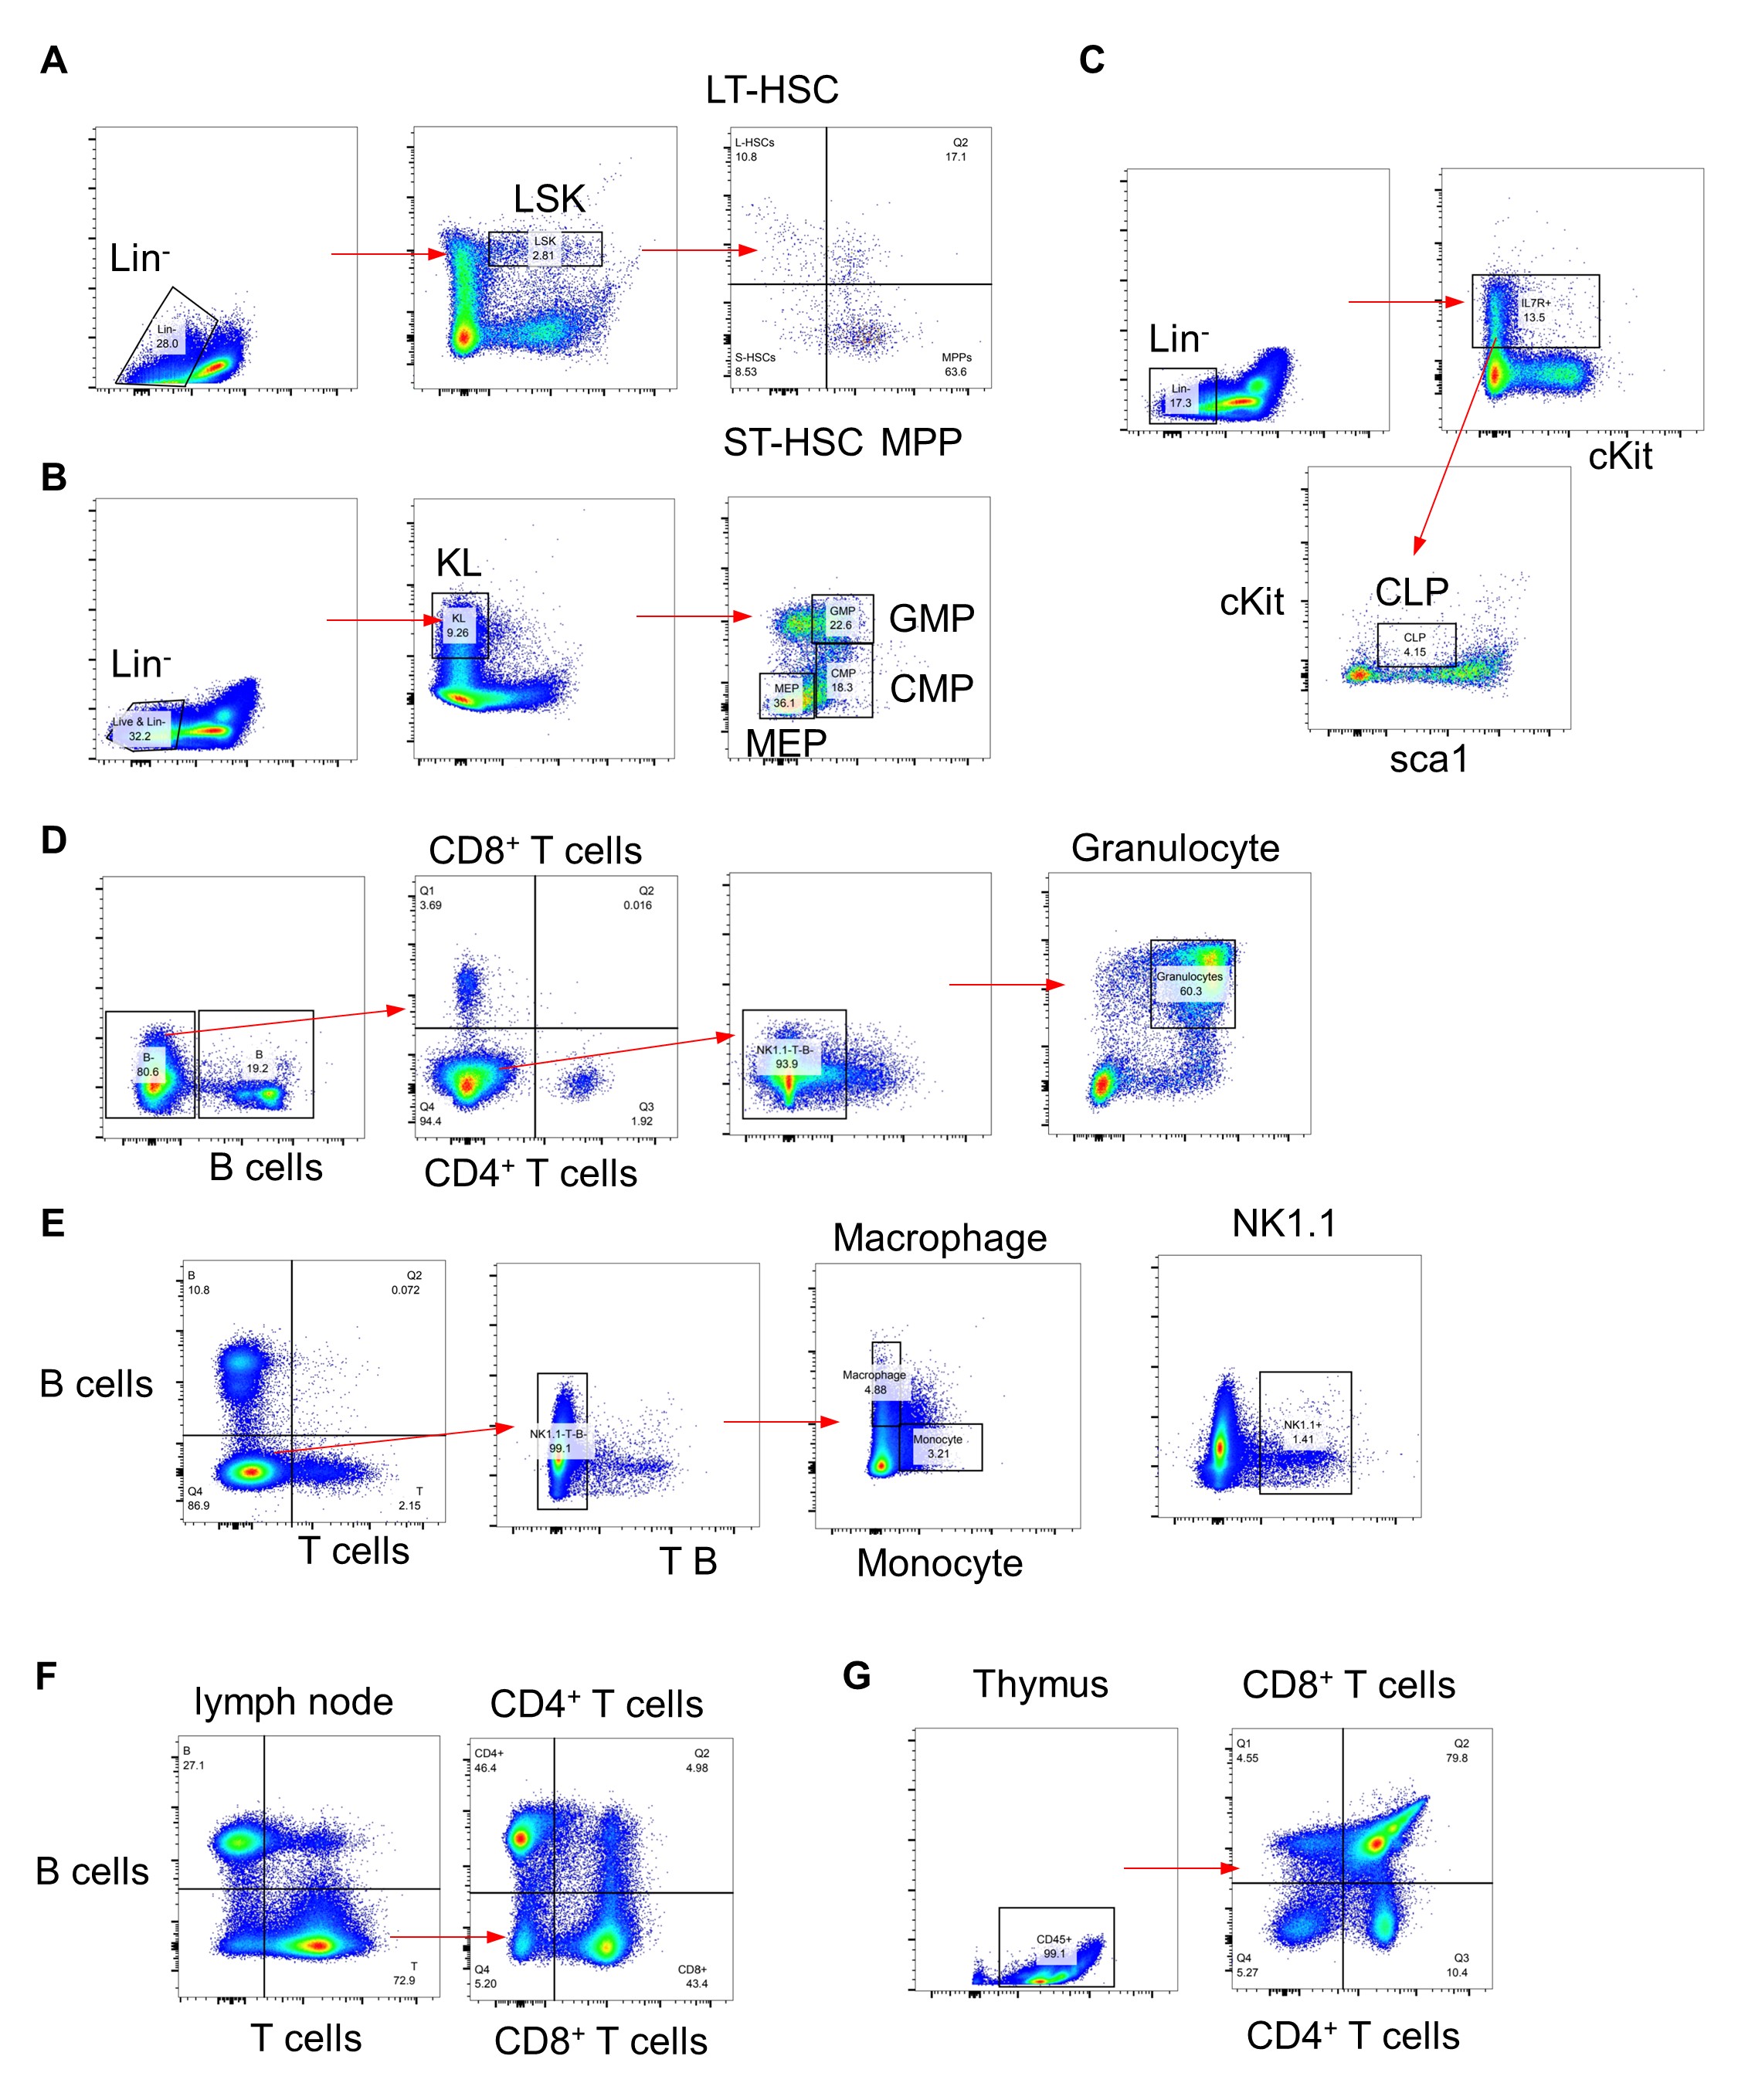

**Figure S4. Flow cytometry plots showing the distribution of HSPCs and mature immune cells as related to Figure 2.**

A-E. Flow cytometry plots showing the distribution of HSPCs (LT-HSCs, ST-HSCs, MPPs), HPCs (CMPs, GMPs, MEPs), CLPs, and mature immune cells (granulocytes, B cells, T cells, macrophages, monocytes, NK cells) in the BM.

F. Flow cytometry plots illustrating the distribution of B cells, T cells, CD4^+^ T cells, and CD8^+^ T cells in the lymph nodes.

G. Flow cytometry plots illustrating the distribution of CD4^+^ T cells, CD8^+^ T cells, and CD4^+^ CD8^+^ T cells in the thymus.

**
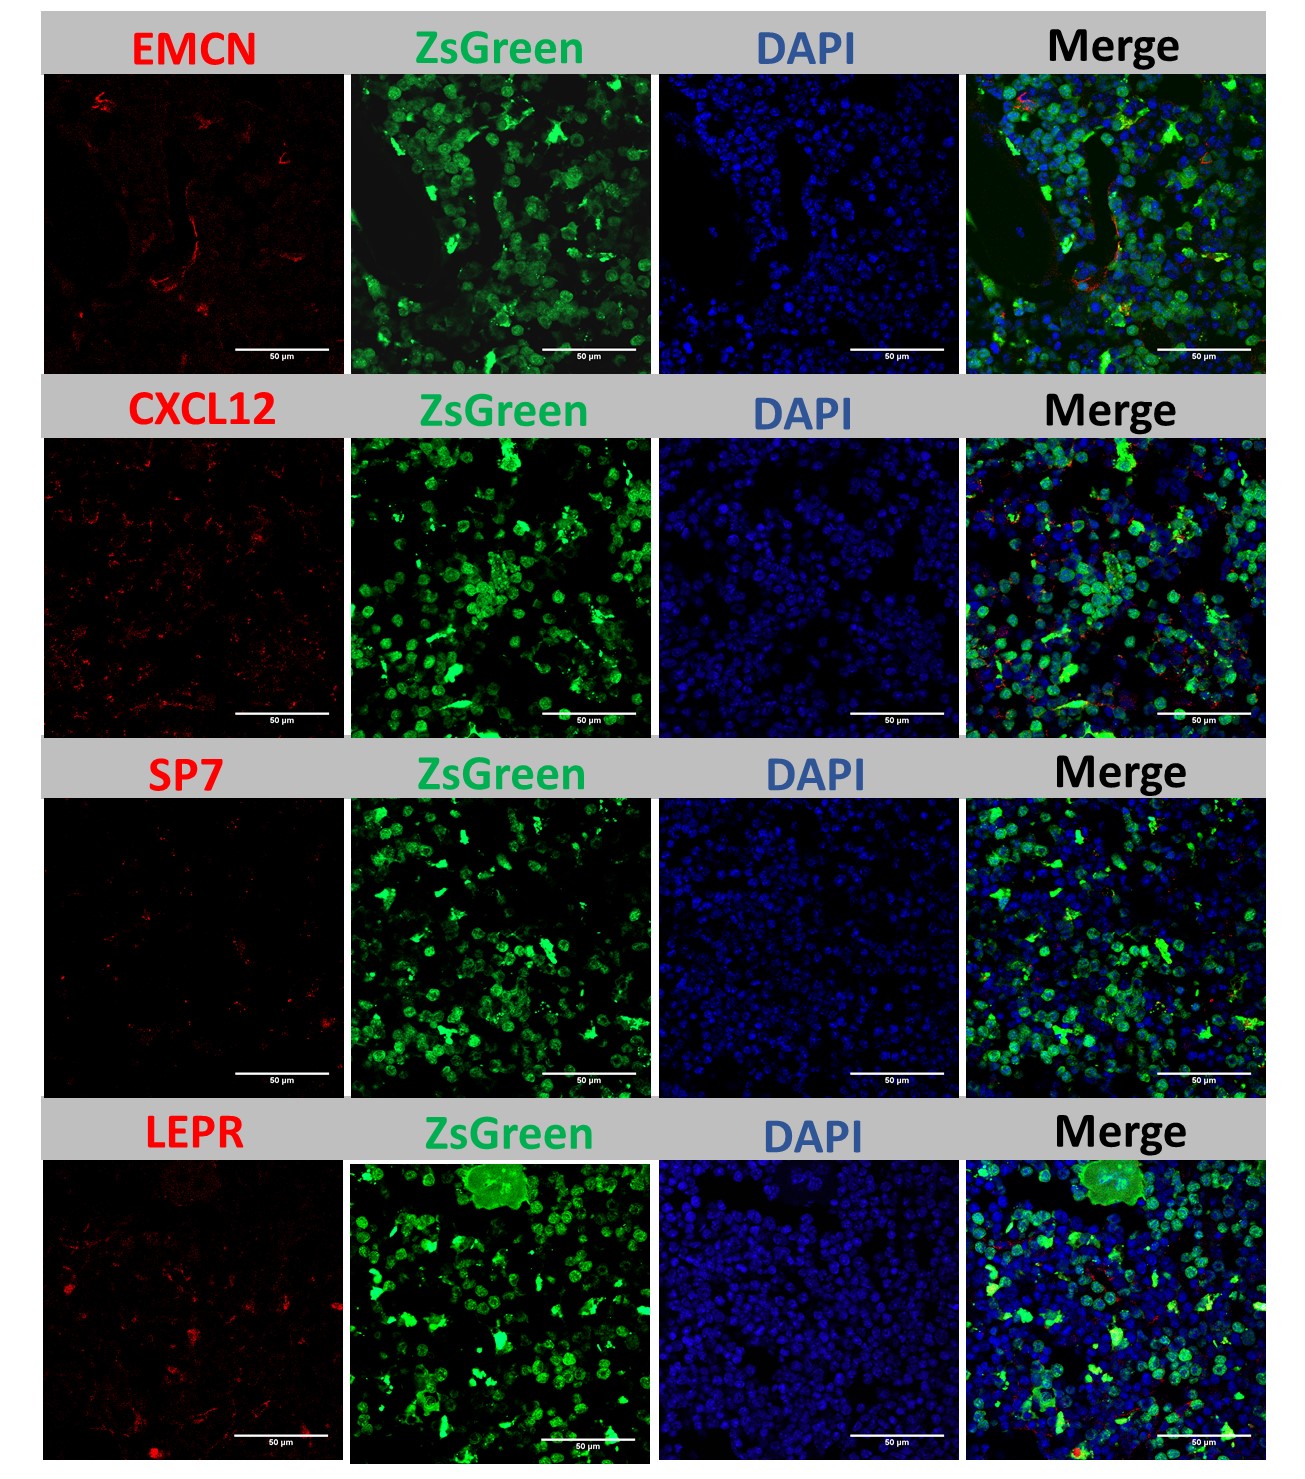
**

**Figure S5. Immunofluorescence imaging showing the expression of BMSCs markers in BMT.**

Immunofluorescence imaging of BM tissues at 8 weeks post-transplantation in BMT recipient mice.

**
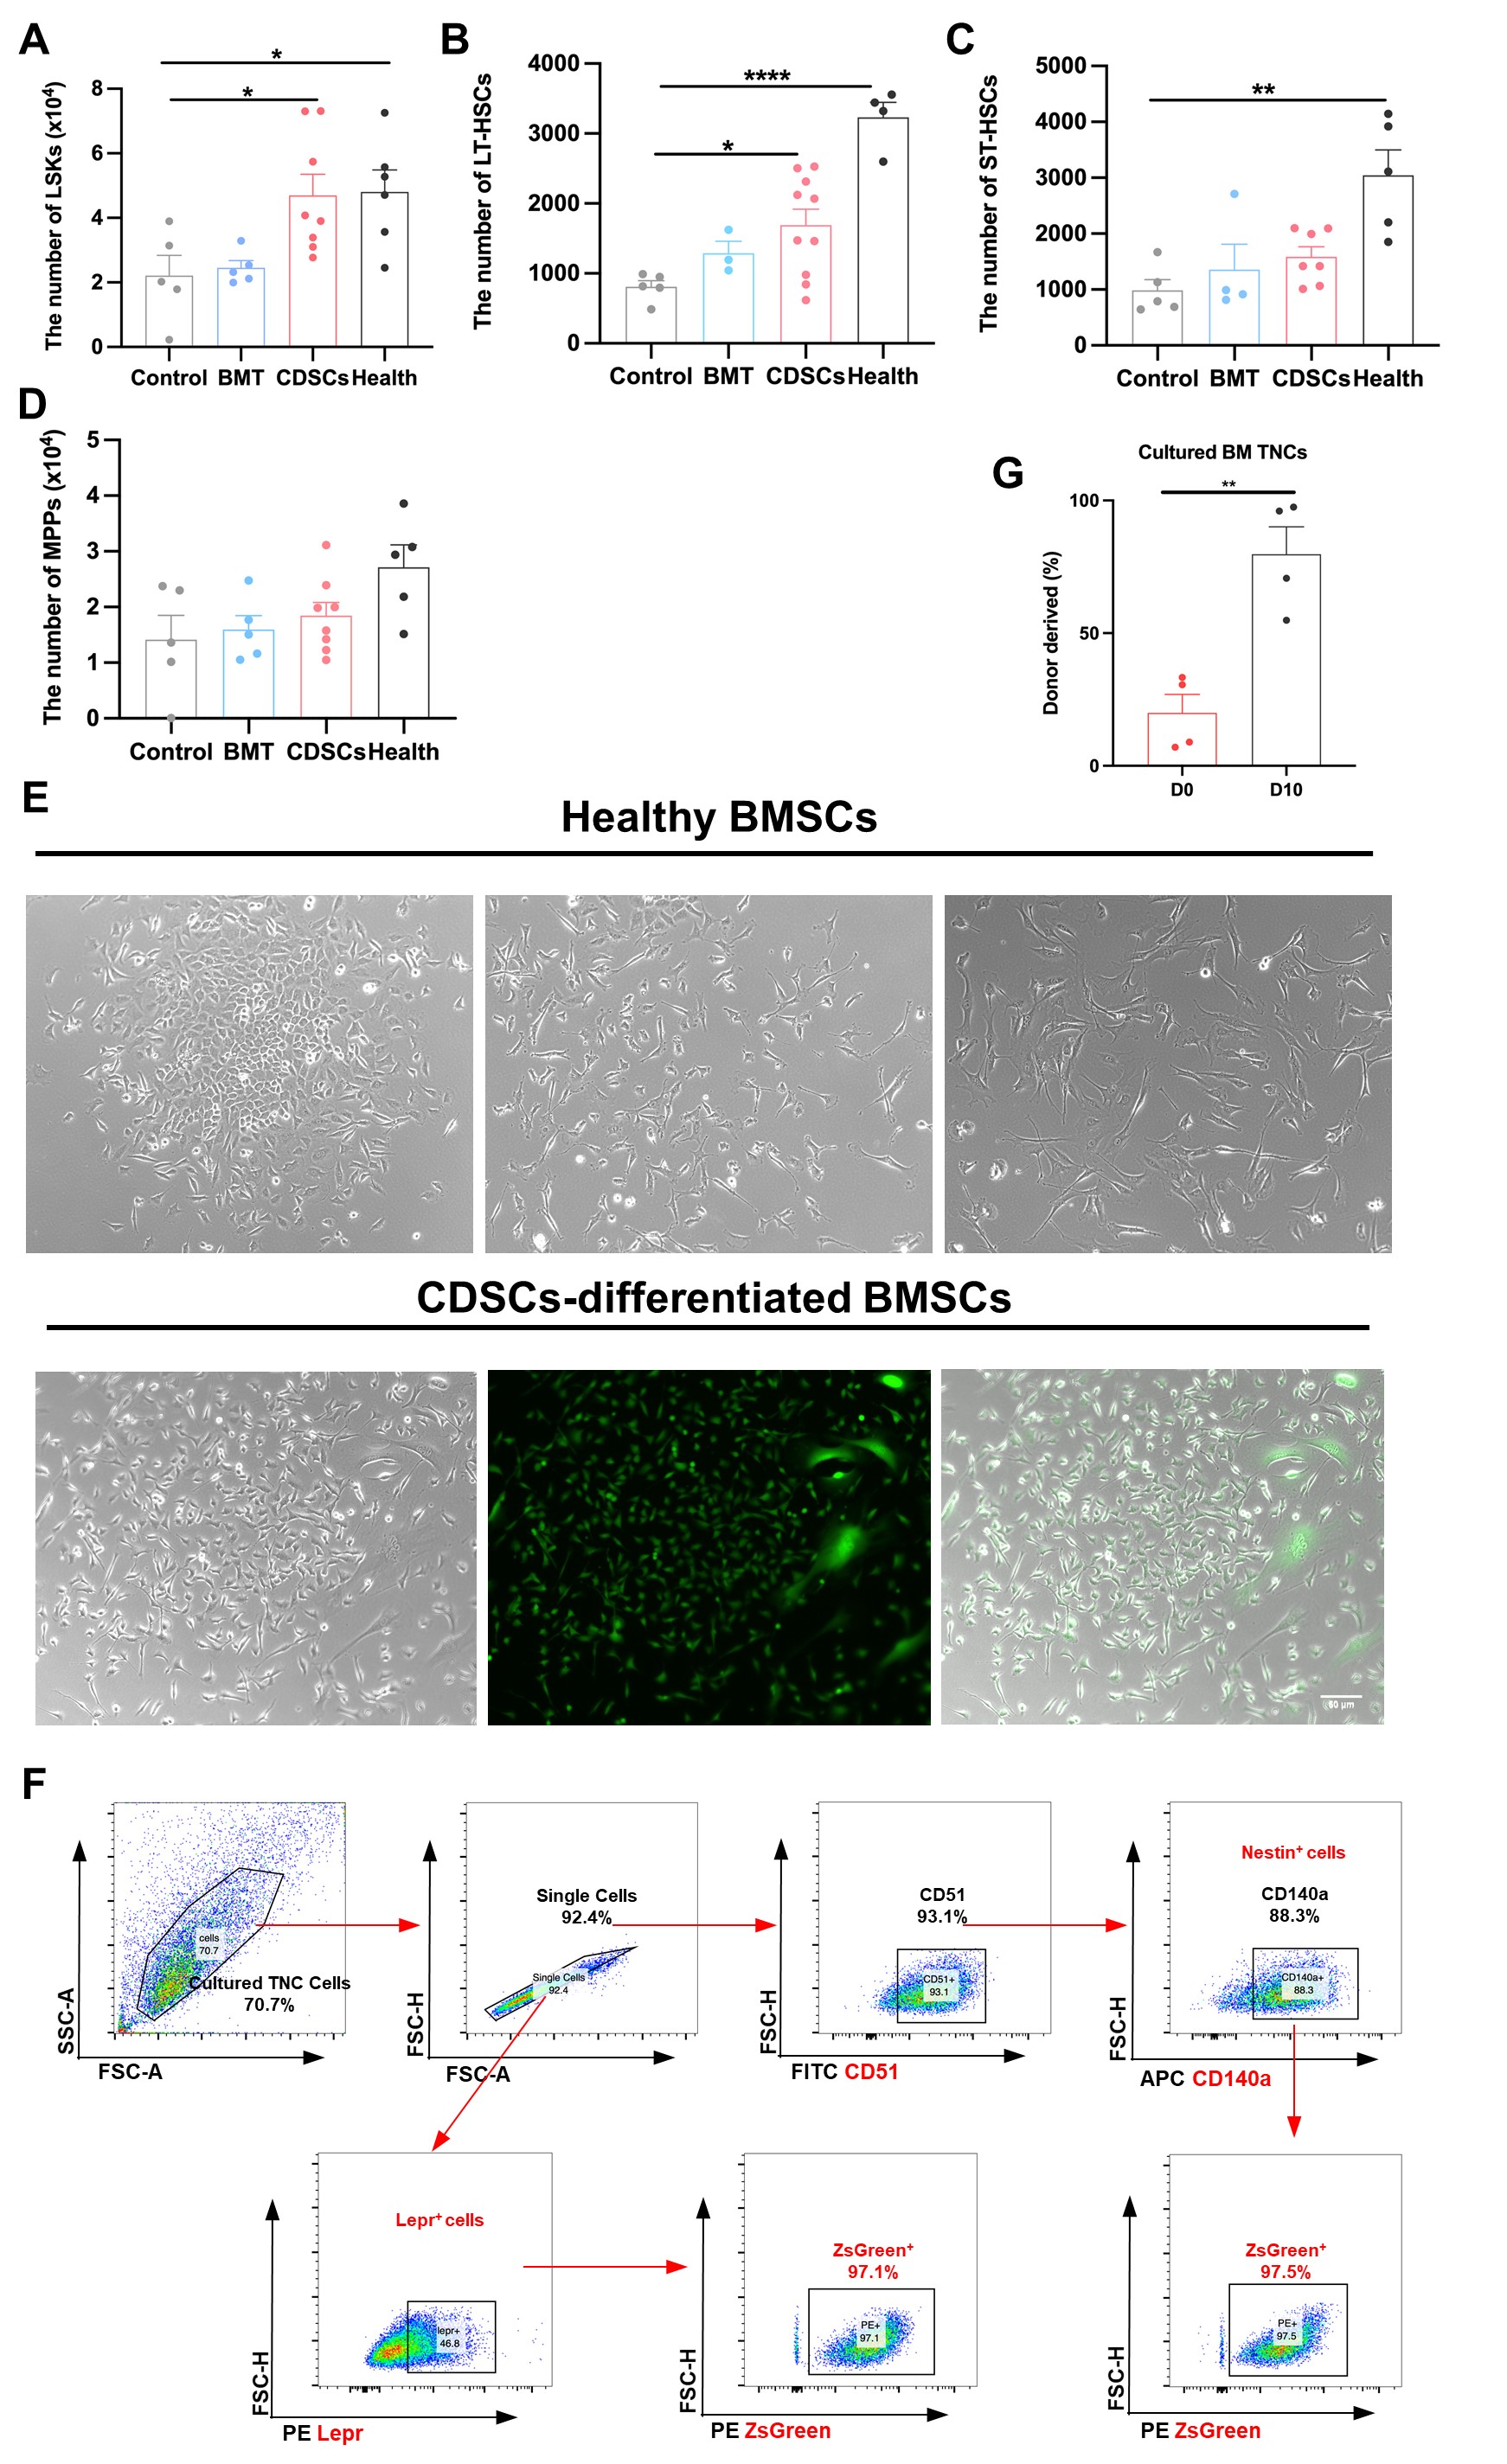
**

**Figure S6. CDSCs-differentiated BMSCs exhibit enhanced proliferative capacity and maintain a healthy morphology.**

A-D. Quantification of BM HSPCs (LSKs, LT-HSCs ST-HSCs, MPPs, harvested from unilateral tibias) in CDSCs, BM transplantation (2-3 weeks post-transplantation), control and health groups.

E. The morphology of BMSCs *in vitro* derived from irradiated single tibia, transplanted recipient mice at 3 weeks post-transplantation, and healthy BMSCs.

F. Flow cytometry plots for the expressed BMSC markers of CDSCs differentiated BMSCs after 10 days of *in vitro* culture.

G. Comparison of chimerism of BMSCs (derived from irradiated tibia and cultured CDSCs transplanted recipient mice at 3 weeks post-transplantation) before and after 10 days *in vitro* culture.

Data presented as Mean ± SEM. **P* < 0.05, ***P* < 0.01, *****P* < 0.0001. P values were calculated by the one-way ANOVA test or the two-tailed Student’s *t*-test.

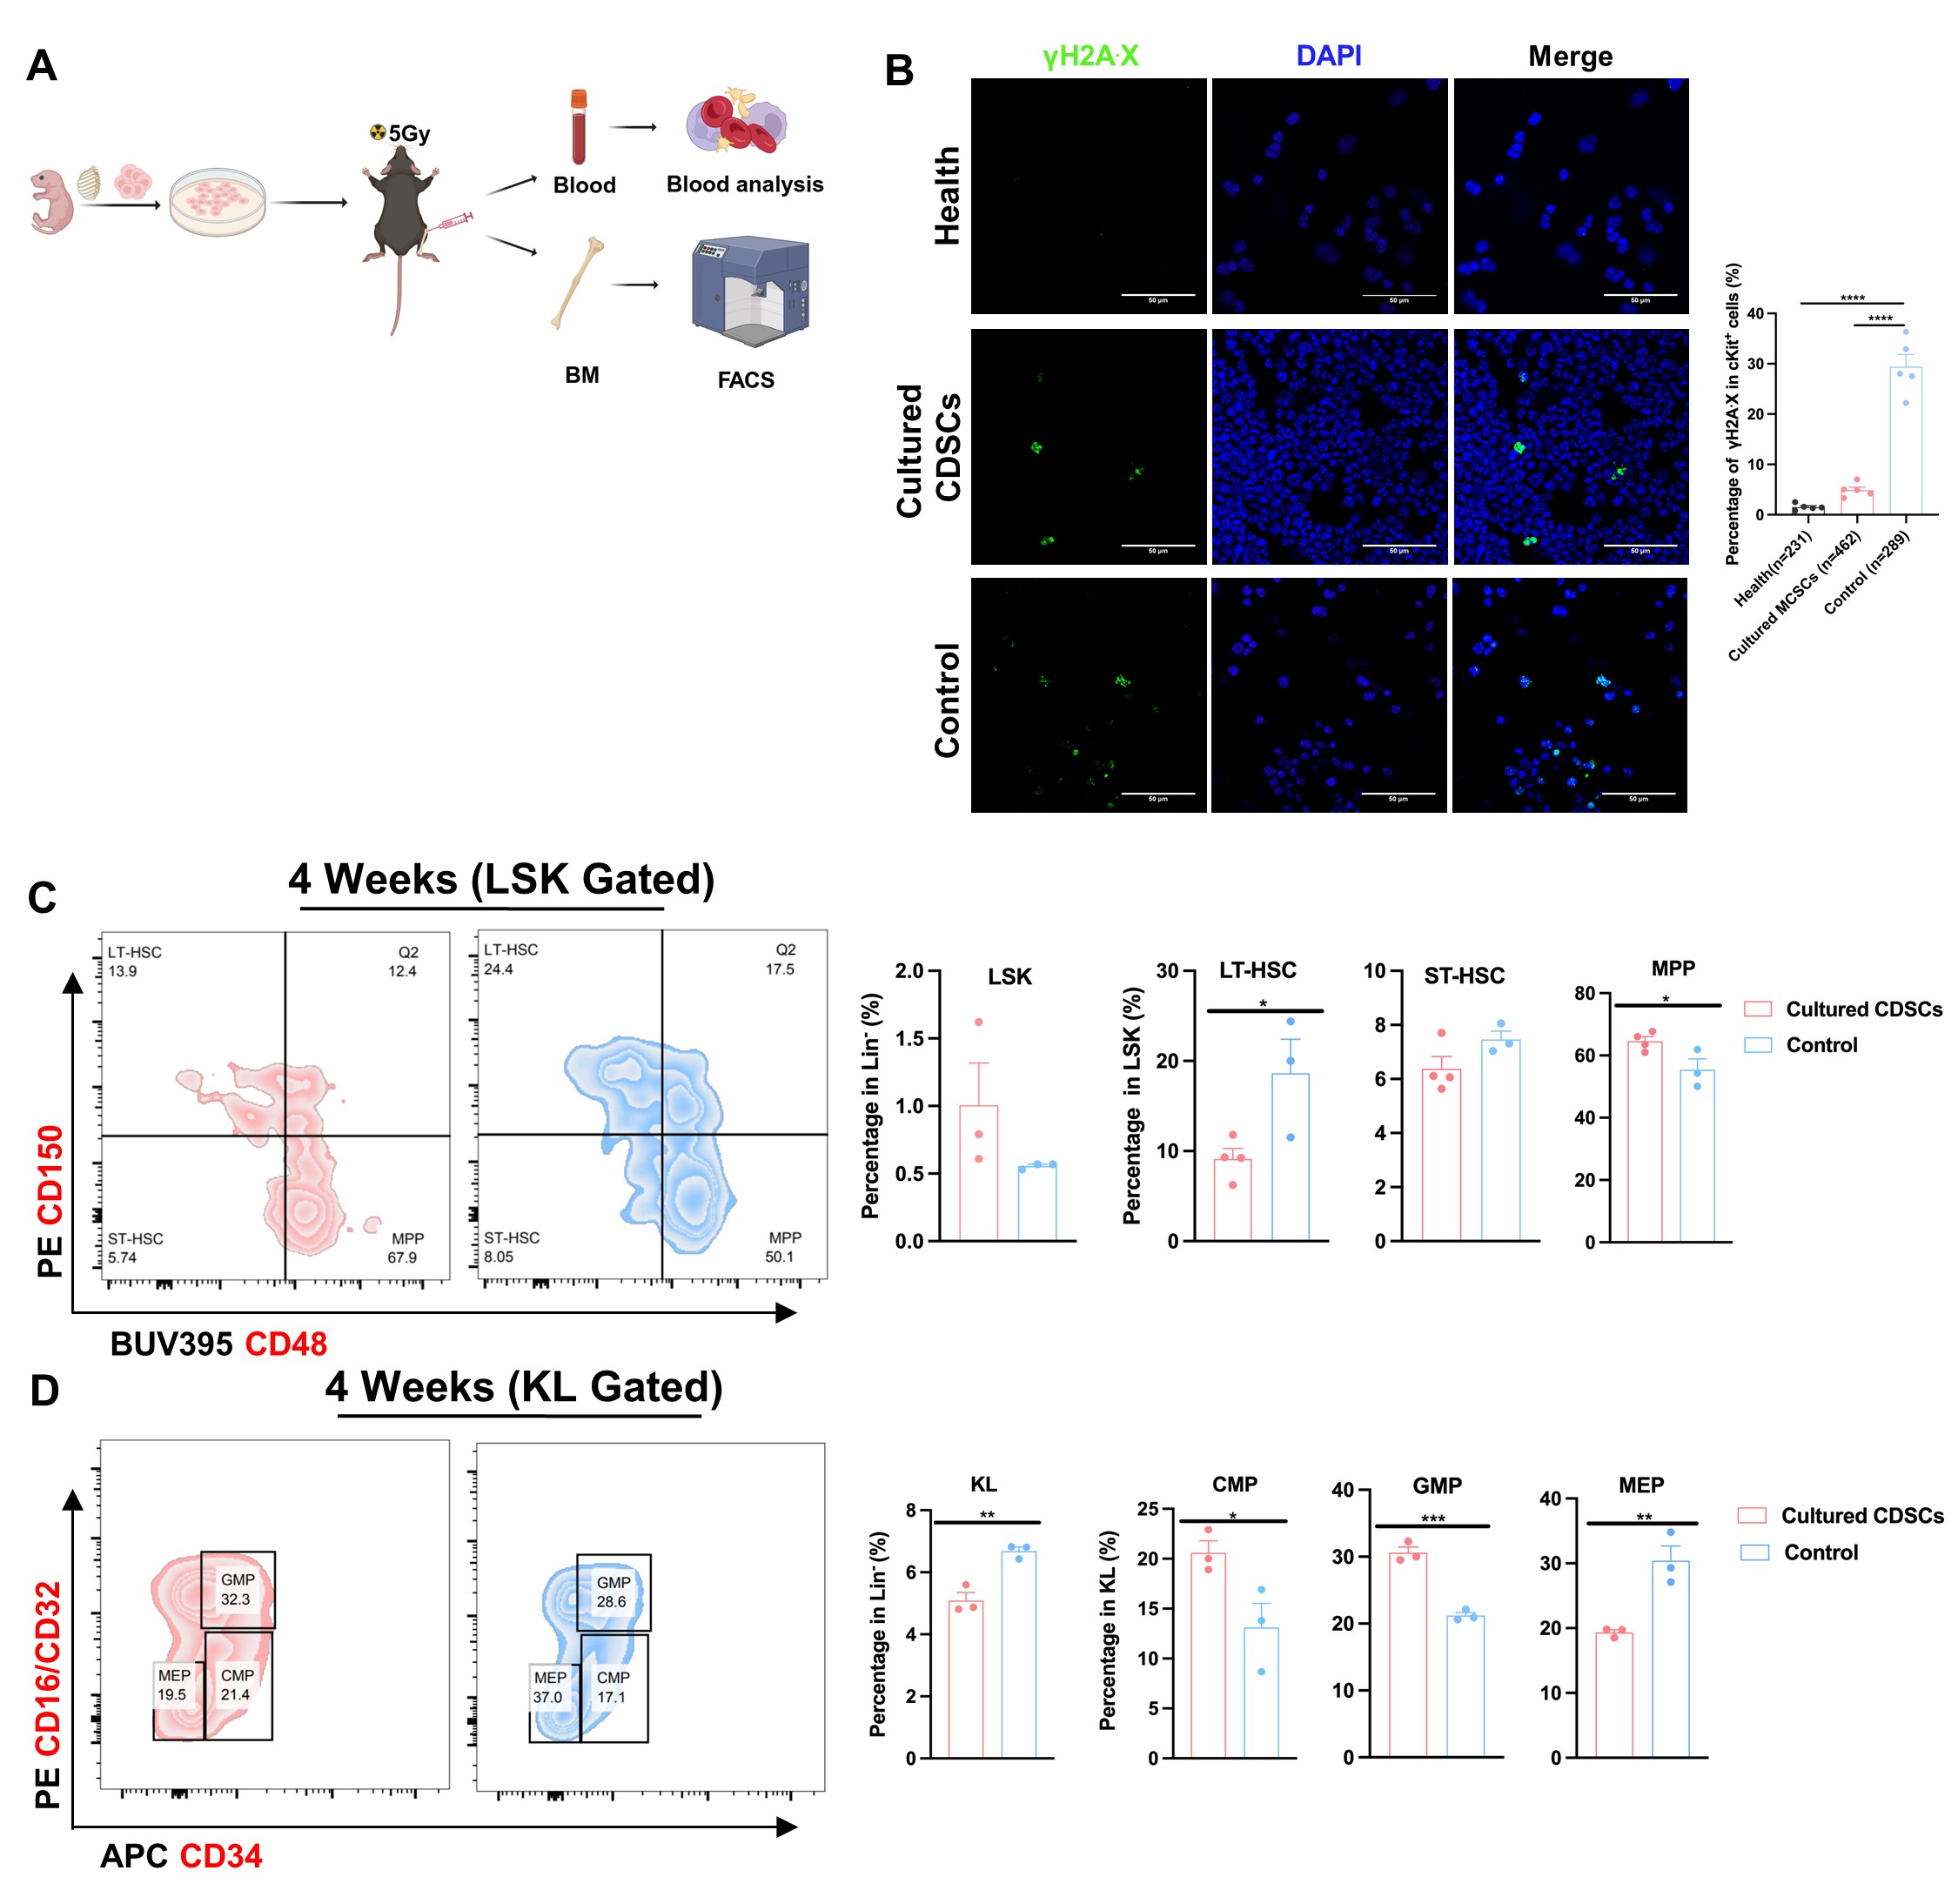

**Figure S7. Cultured CDSCs express suppress the senescence of LT-HSCs.**

A. Summary of the transplantation of cultured CDSCs into sub-lethally irradiated mice via bilateral intramedullary injection.

B. Immunofluorescence imaging of cKit^+^ cells at 3 weeks post-transplantation with cultured CDSCs (cKit^+^ cell numbers, n=462), Health (cKit^+^ cell numbers, n=231) and Control (cKit^+^ cell numbers, n=289) group.

C and D. Percentage of HSPCs and HPCs at 4 weeks post-transplantation with cultured CDSCs (n = 4) compared to the control group (n = 3).

Data presented as Mean ± SEM. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001. P values were calculated by the one-way ANOVA test or the two-tailed Student’s *t*-test.

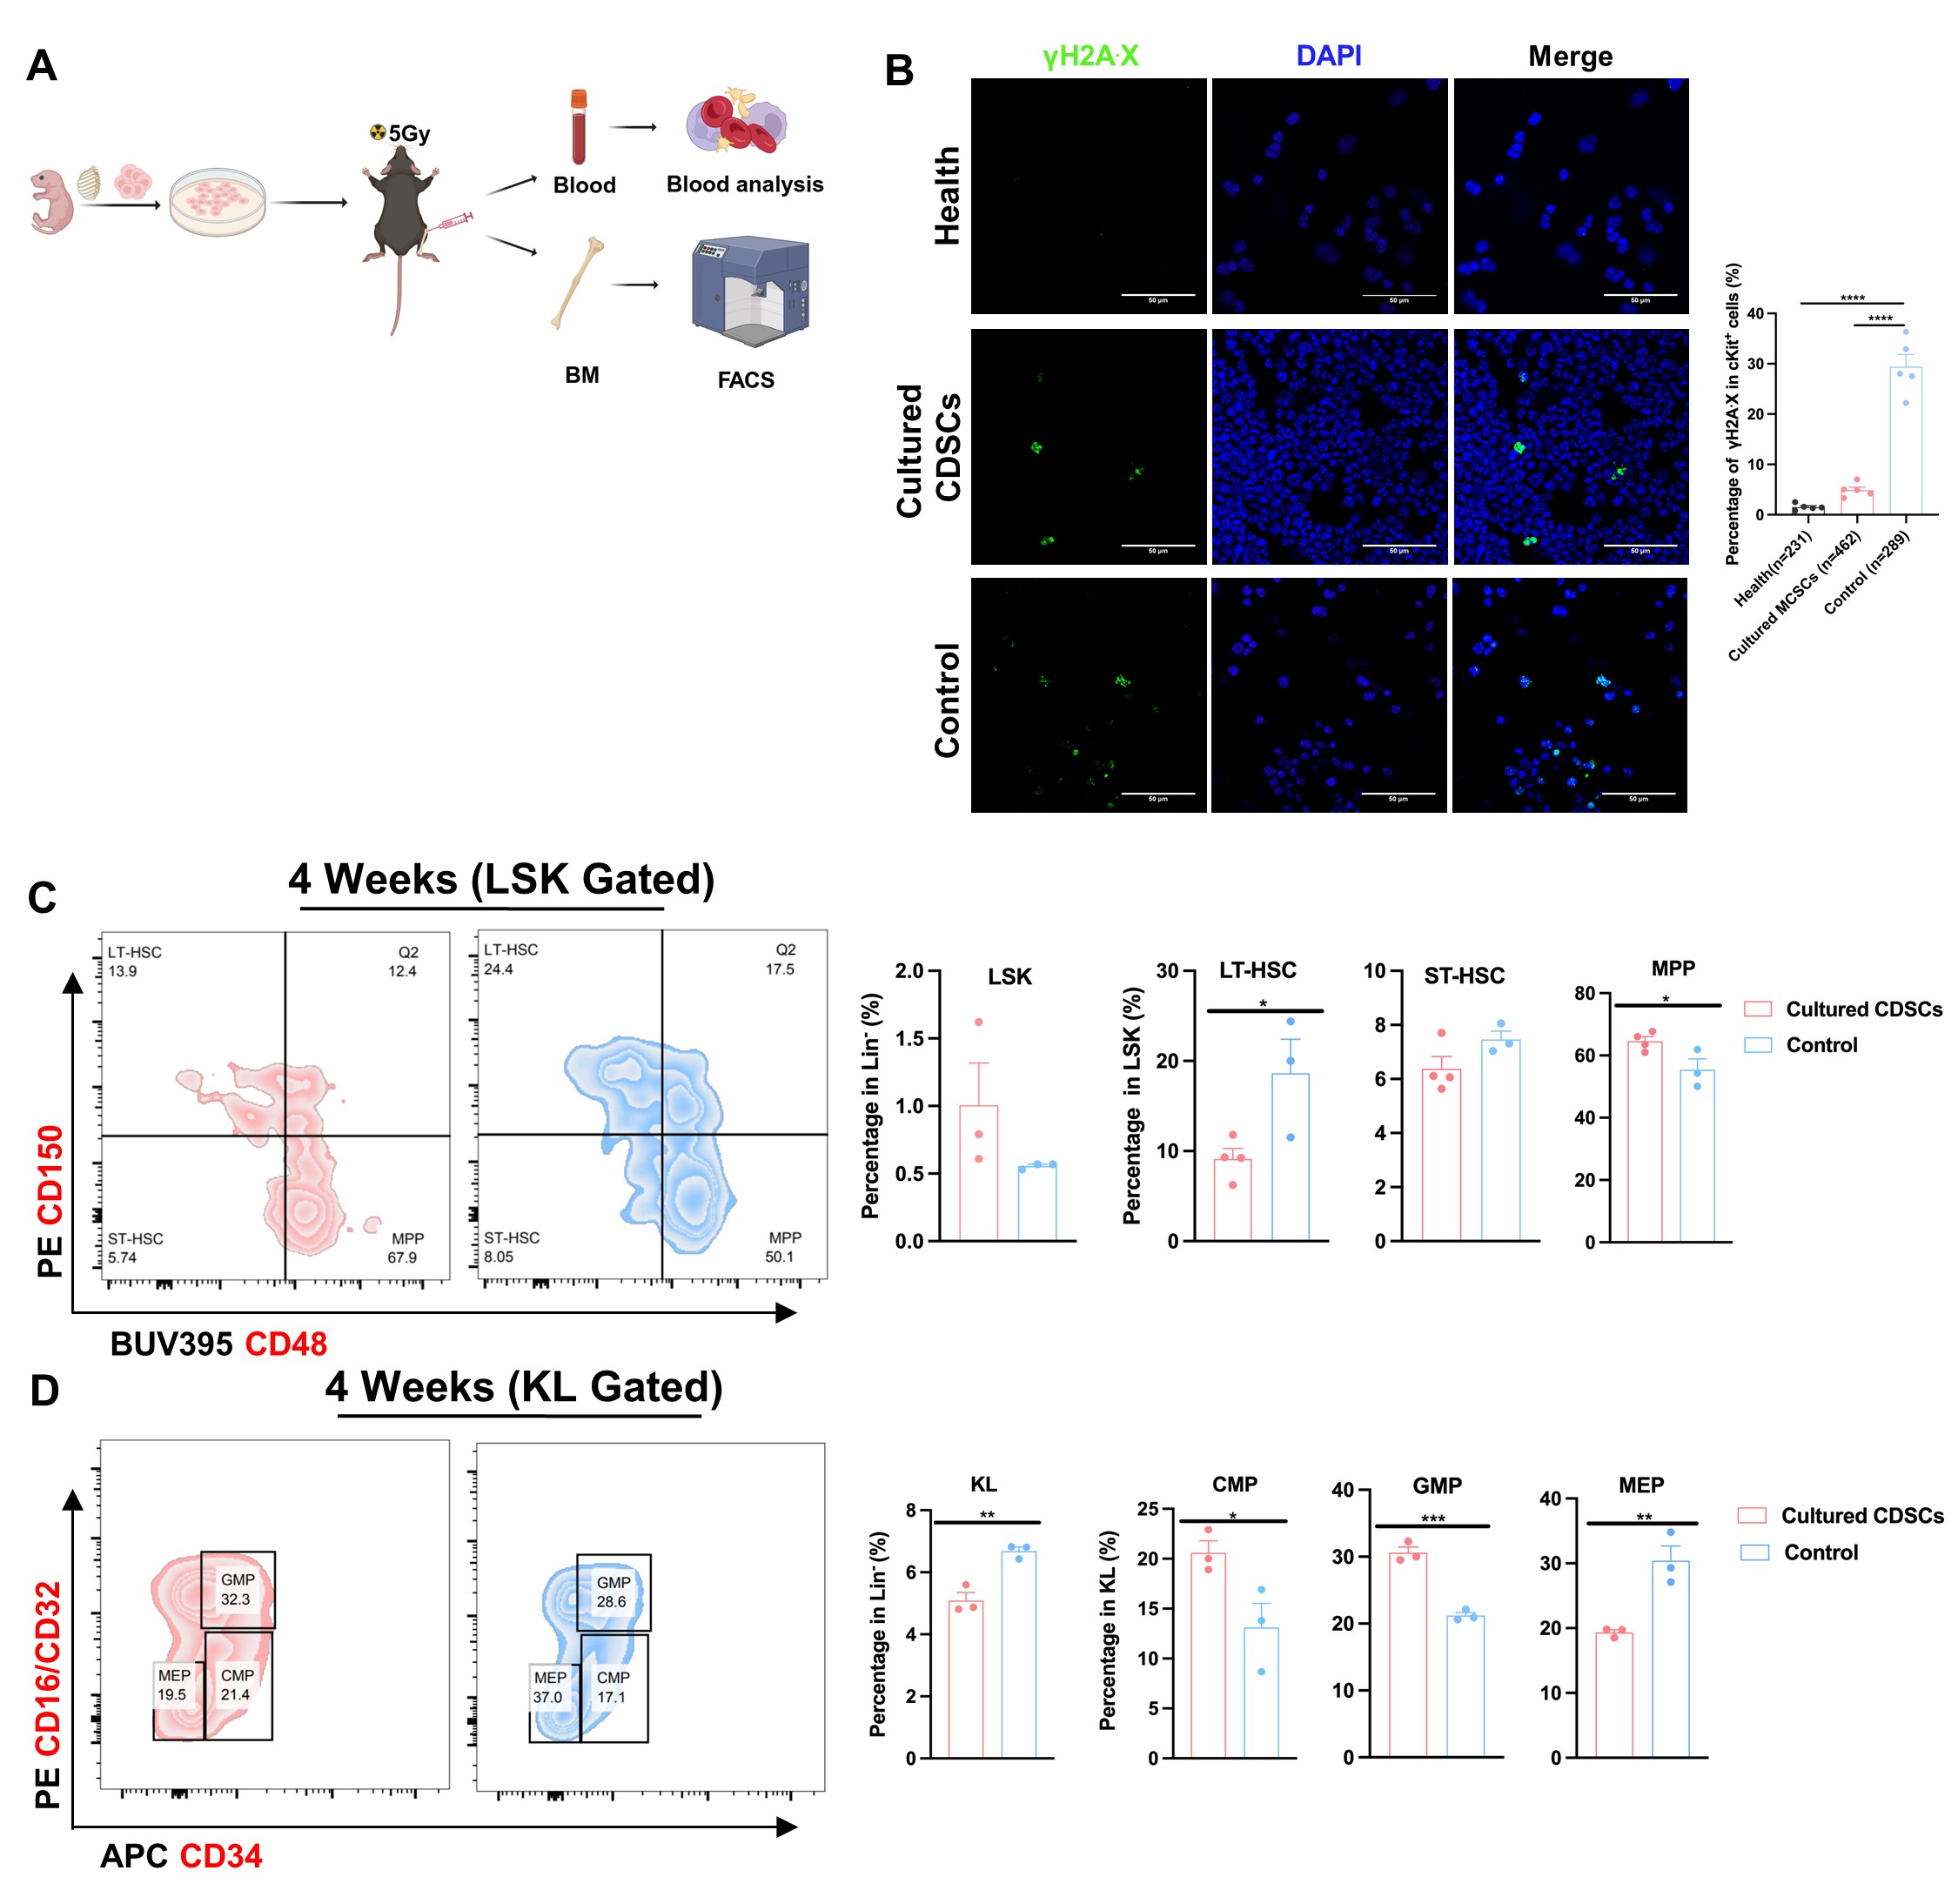

**Figure S8. Cultured CDSCs express BMSC markers.**

A. scRNA-seq analysis reveals the expression of markers associated with BM mesenchymal cells (Pdgfra and Prrx1), smooth muscle/myofibroblasts (Acta2), arterial endothelial cells, other cell types (Ly6a/Sca1), osteoblasts (Col1a1), Ng2^+^ MSCs (Spp1), Cxcl12-abundant reticular (CAR) cells (Cxcl12 and Kitl/Scf), vascular endothelial cells (Cdh5 and Vcam1), and chondrocytes (SOX9 and Acan).

B. Flow cytometry plots showing BMSC markers’ expression in primary CDSCs.

C. Flow cytometry plots showing BMSC marker expression in cultured CDSCs.

D. Expression levels of BMSC markers in cultured CDSCs at passages 0-3 and 6.

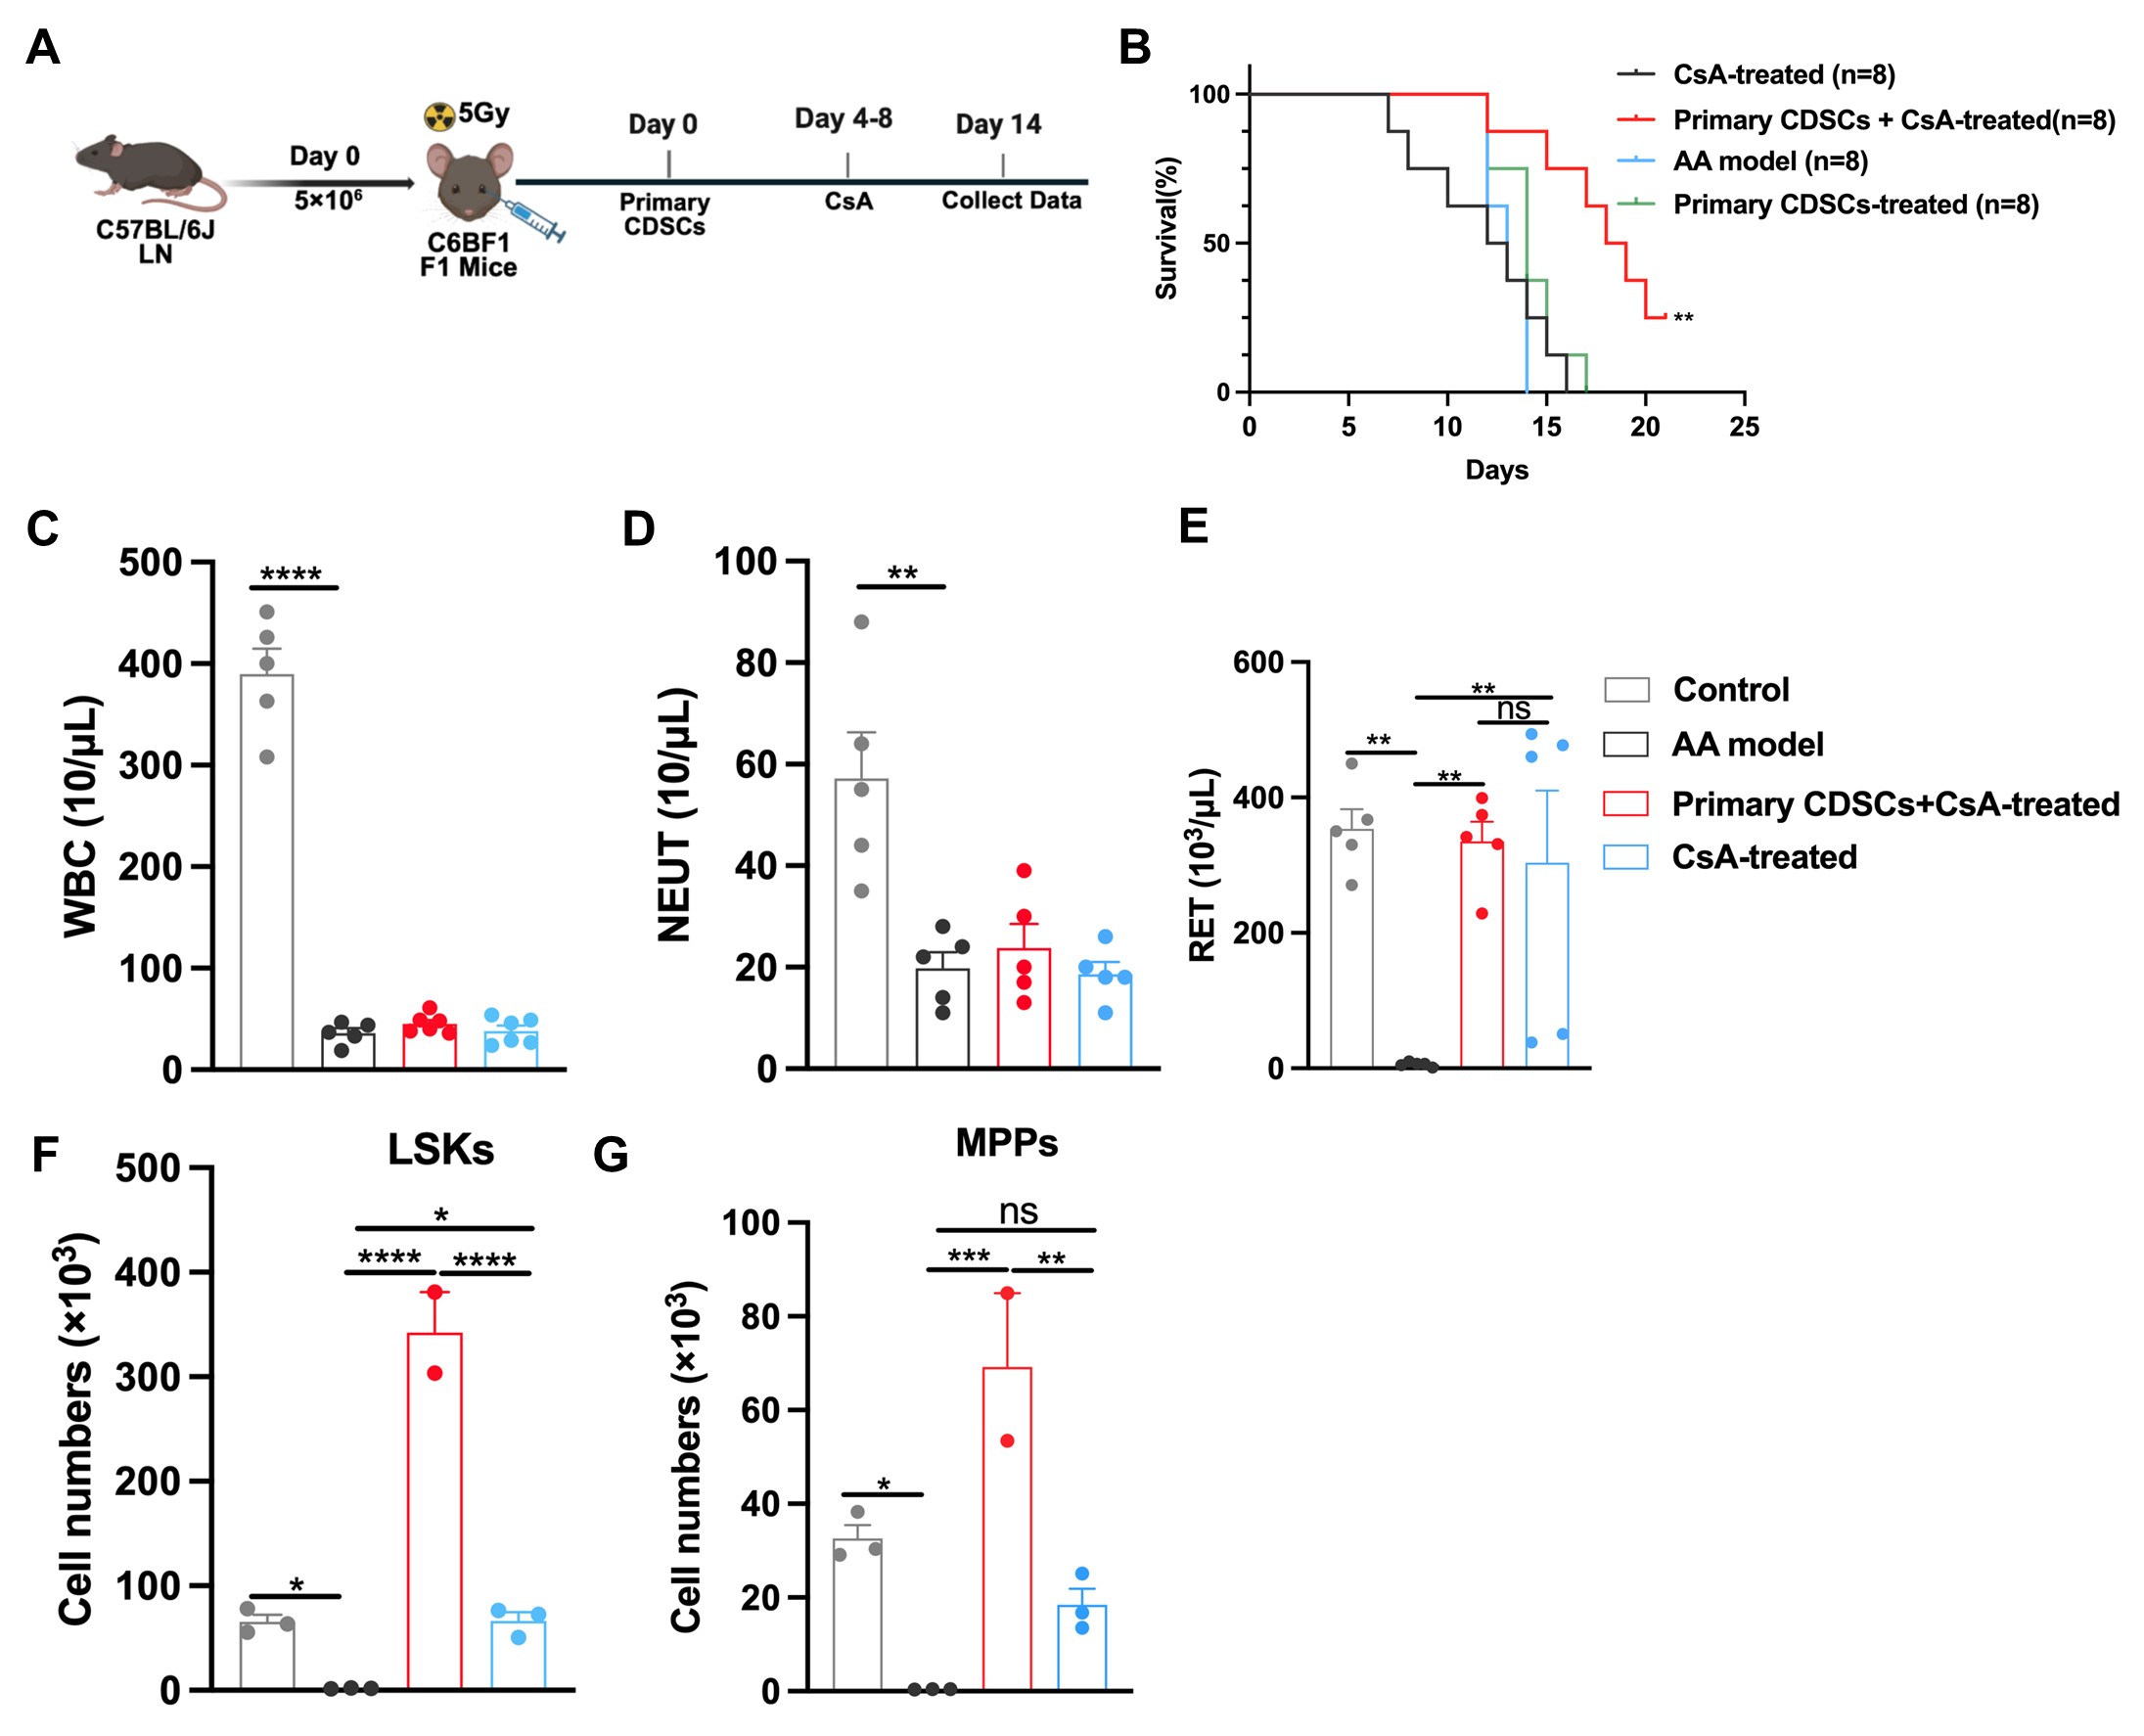

**Figure S9. Primary CDSCs enhance the recovery of BM HSPCs in aplastic anemia mice.**

A. Summary of the treatment for the aplastic anemia (AA) mouse model using purified primary CDSCs and CsA.

B. Survival rates in the AA model, control, CsA-treated, and Primary CDSCs + CsA-treated groups.

C-E. Hematological parameters (WBC, neutrophils, reticulocytes) in the AA model, control, CsA-treated, and Primary CDSCs + CsA-treated groups at 12 days post-treatment.

F and G. Numbers of BM LSKs and MPPs (harvested from bilateral femurs) in the AA model, control, CsA-treated, and Primary CDSCs + CsA-treated groups at 12-16 days post-treatment.

Data presented as Mean ± SEM. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001, ns, not significant. P values were calculated by the Log-rank test or the one-way ANOVA test.

**2. Supplementary Tables and Table Legends**

**Table S1.** Primers used for RT-qPCR in this study

| **Genes** | **Species** | **Sequence 5'-3'** | |
| --- | --- | --- | --- |
| **Cxcl12** | mouse | F | CCAGAGCCAACGTCAAGCAT |
|  |  | R | CAGCCGTGCAACAATCTGAA |
| **Kitl** | mouse | F | AGGCAGTTAGGTGTAGTTGGGT |
|  |  | R | GTGGCATAAGGGCTCACTCC |
| **Vcam1** | mouse | F | TGAACTGATTATCCAAGTCTCTCCA |
|  |  | R | TGGTGTACGAGCCATCCACA |
| **Spp1** | mouse | F | TCCCTCGATGTCATCCCTGTTG |
|  |  | R | GGCACTCTCCTGGCTCTCTTTG |
| **Adipoq** | mouse | F | TGTTCCTCTTAATCCTGCCCA |
|  |  | R | CCAACCTGCACAAGTTCCCTT |
| **Sp7** | mouse | F | TGCTTGAGGAAGAAGCTCACTAT |
|  |  | R | CCATTGGTGCTTGAGAAGGG |
| **β-actin** | mouse | F | GGCTGTATTCCCCTCCATCG |
|  |  | R | CCAGTTGGTAACAATGCCATGT |

**Table S2.** Top 800 genes of various BMSCs, osteoblast and vascular endothelial cells (see another independently submitted Zip. File).

How the deposited data were processed for this re-analysis (not part of the article)

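RNA-seq of BM collected 2 weeks after transplantation was analysed for 9 mice, with 3 mice in each of the BMT, isoCDSCs-T and Health groups. Each mouse was assigned to its group from the sample labels, which name the isoCDSCs-T group by its donor cells, and from the groups named in the paper's methods. The recipients were 16 weeks old, were irradiated with 9.5 Gy and received 500000 cells. The labels number the mice from 1 to 3 in each group, and the pairing by replicate number that was tried as an alternative comes from these numbers. Mice with the same number are different animals.

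The authors checked the reads with FastQC and MultiQC, trimmed them with trimGalore, aligned them with hisat2 and obtained a count per gene with featureCounts. The paper's text names no genome build, gene annotation or strand setting for these libraries. The methods state that data from CD45+ and CD45− cells were brought to the same depth and merged, and the labels describe the cells of the whole marrow. The deposited counts are whole numbers and their totals differ between mice, so any scaling of depth that took place left the mice between 8741155 and 10181289 counts. The authors then converted the counts to TPM. The ratio of a gene's count to its TPM in the deposited tables follows from the length of the gene and a constant for each mouse, and both tables have their zeros at the same places. The TPM of the mice sum to between 0.901 and 0.922 of the full scale. Both tables list 53172 gene names, of which 24951 have 0 counts in all mice. They hold 0 other columns of per-sample values.

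Differential expression was computed from the deposited counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 12572, libraries were normalized with TMM, and glmQLFit and glmQLFTest (without the robust option) were run on all 9 mice with the group as the only factor. The tests were two-sided, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted. The standard error given with a log2 fold change is its absolute value divided by the square root of the test's F statistic. It is derived from the test and is not a separate estimate. A floor of 3 counts was not used as a filter, and a fold change against a group whose mice were all at or under it was given as a lower bound. Intervals of shares are 95% Wilson intervals. Genes were named by a rule set in advance. It took 15 of the genes the paper names (qRT-PCR factors, immunofluorescence markers, reporters of Table S2 and the surface markers CD51 and CD45), the 5 genes higher and the 5 genes lower in isoCDSCs-T than in BMT with the largest log2 fold change, and up to 5 genes with the lowest p-value in each list discussed. The genes with the largest change had to have an adjusted p-value under 0.05, a mean of at least 1 CPM in the higher group and no overlap between groups.

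No GO table was used here. Lists of collagen, matrix structural, cartilage, bone-forming, stromal niche, endothelial, skeletal muscle, B-cell, immunoglobulin, T-cell, erythroid, neutrophil and Y-linked genes, written from general knowledge in advance, stood in for the terms. Each was tested in both directions with a one-sided Fisher's exact test against the genes tested, with Benjamini-Hochberg adjustment over 26 tests. Mouse Reactome pathways with 10 to 500 tested genes were tested the same way for the 10895 genes with an Entrez identifier. PCA and the pseudo-F of the groups, with all 280 splits enumerated, were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For ssGSEA the definition of the GSVA package was used, with tau 0.25, ranks of TPM over all genes, and scores divided by the range over the 7 lists and 9 mice. The list names of Table S2 were matched by symbol and then by synonym. Groups of scores were compared with exact permutation tests. Figures were drawn with matplotlib 3.10.9.

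The edgeR and DESeq2 tests, Fisher's exact test on gene lists, PCA, ssGSEA and the shifts along chromosomes were tested on simulated data. Other calculations, such as limma's camera, the Reactome tests and the matched random lists, were not. Counts were drawn for the 12572 genes from the means and library sizes of the real mice, with 200 genes changed 3-fold, and 12198 simulated genes passed the filter. The changed genes were taken only from those with higher mean counts, so that the shares recovered do not apply to genes with few counts. The quasi-likelihood test recovered 183 of the 200 genes (91.5%), and 6.6% of its calls were false. The likelihood ratio test recovered 95.0%, with 15.9% of calls false, and DESeq2 recovered 95.5%, with 16.2% of calls false. A planted gene list was found while 0 of 50 random lists were called. A raised list of 300 genes was found by ssGSEA, and a list that was not raised was not called.

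The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test, library size without TMM, no filter on low counts, at least 10 counts in every mouse, only the 6 mice of the groups compared, the replicate number as a block, an absolute log2 fold change of at least 1, limma's camera (limma 3.58.1), and each mouse left out in turn. For PCA they were log2(TPM + 1) with and without scaling, genes with a mean TPM of at least 1, and log2 CPM with TMM and a prior count of 2. For ssGSEA they were genes with a mean TPM of at least 1, genes of a single list, genes of all 7 lists, lists without mitochondrial, ribosomal protein and small RNA genes, tau 1, CPM in place of TPM, the mean of log2(TPM + 1) in place of the score, and each list scaled by its own range. The ranking of genes in leading chromosome parts and the matching of list names by symbol only were added after seeing the data. Gene positions are not given, because the build of the counts is not stated. The qRT-PCR, imaging, flow cytometry, survival and single-cell experiments of the paper were not analysed here.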

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

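The splits of the mice and the change of normalization used in this part were planned before the results were seen, and the comparison of depths was made afterwards. The paper compares isoCDSCs-T with BMT and does not report genes that differ from healthy mice. Against Health, 2134 of the 12572 genes tested had an adjusted p-value under 0.05 in isoCDSCs-T in edgeR's quasi-likelihood test, with 1093 higher and 1041 lower in isoCDSCs-T. BMT against Health gave 307 genes in the same edgeR test, with 125 higher and 182 lower in BMT. These counts drew attention because they come from comparisons outside those the paper discusses. They do not depend on the gene names. That more genes passed in one transplanted group than in the other does not show that the groups differ, and the direct comparison of isoCDSCs-T and BMT gave 129 genes.

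Total counts overlapped between the groups, with 8938925 to 10121990 in Health, 8741155 to 10181289 in isoCDSCs-T and 8971467 to 9882081 in BMT. The 20 genes with the most counts took 15.8 ± 2.8% of the counts in Health, 16.3 ± 2.3% in isoCDSCs-T and 14.6 ± 0.7% in BMT (SD, n = 3 each). With library size in place of TMM, isoCDSCs-T against Health gave 2054 genes, of which 1219 were higher and 835 lower in isoCDSCs-T. BMT against Health then gave 292 genes, and 151 were higher and 141 lower in BMT, so that the majority changed sides with the scaling. The number of genes thus changed little without TMM while the split by direction moved, and the depths give no separation of the groups. In each comparison, 4 of the 10 splits of 6 mice part all 3 same-numbered pairs, the real split included, and the other 6 part 1 pair. In both comparisons 1 of these 4 splits gave as many genes as the real one, namely the real split itself. The remaining 6 splits gave fewer genes too. For isoCDSCs-T against Health, the other splits gave 0 genes except for 1 split, in which isoCDSCs-T mouse 1 was grouped with Health mice 1 and 2, with 152 genes. Between 150 and 1583 genes had an unadjusted p under 0.05 in the other splits, against 4137 in the real one. For BMT against Health, all other splits gave 0 genes, with 109 to 864 genes at an unadjusted p under 0.05 against 2117. With 3 mice against 3 the share of splits cannot go under 0.05 whatever the numbers of genes, so that this count alone cannot tell the differences apart from a chance division of the mice. Over all 9 mice, the separation of the 3 groups over all genes was the largest of 280 splits (pseudo-F 1.56, exact permutation p = 0.00357), which does not show which of the groups differ. The labels name no sequencing batch. Irradiation and transplantation separate both groups from Health in the design, and which of them the genes follow was not tested.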

How the results depend on the processing

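The alternatives were set before the data were examined, except the ranking of genes in leading chromosome parts and the matching of list names by symbol only, which were chosen after seeing the data. For isoCDSCs-T against BMT, the 129 genes became 706 with DESeq2, 730 with edgeR's likelihood ratio test and 1260 without the filter on low counts, and all 129 were among each. They became 64 with at least 10 counts in every mouse and 7 with only the 6 mice of the 2 groups in the fit, with 63 and 5 shared. Across the 6 fits that each left out 1 mouse, the number ranged from 2 to 491, and between 2 and 125 of the 129 genes were shared. For isoCDSCs-T against Health (2134 genes), the number was 1163 with an absolute log2 fold change of at least 1, 1273 with only 6 mice, and 1071 to 2640 with a mouse left out. It rose to 2710 with DESeq2, 2653 with the likelihood ratio test and 3070 without the filter, each within 1.5 times the main number. For BMT against Health (307 genes), it was 709 with DESeq2, 948 without the filter, 699 with the likelihood ratio test, 807 with only 6 mice, and 102 to 212 with a mouse left out. In each case the cause was not tested. In the simulated counts, DESeq2 and the likelihood ratio test made more false calls (16.2% and 15.9%) than the quasi-likelihood test (6.6%).

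The share of genes higher in isoCDSCs-T (31.8%) was 52.3% with DESeq2, 47.5% without the filter and 48.2% with the likelihood ratio test, and ranged from 0% to 46.2% with a mouse left out, and the cause was not tested. None of 1282 Reactome tests had an adjusted p under 0.05 in the main setting and 8 had when genes were called without the filter. The latter still used only pathway genes that had passed the filter. The number of gene lists with an adjusted p under 0.05 was 0 in the main setting, with 2 at an unadjusted p under 0.05. It was 2 with DESeq2, 3 without the filter, 2 with the likelihood ratio test, 2 with camera, and 0 to 1 with a mouse left out, and the cause was not tested. For the cartilage genes, camera placed the list higher in BMT (adjusted p = 0.79, within a range of 0.752 to 1 over the alternatives). Over the 7 lists discussed, 93 of 105 adjusted p-values stayed on the same side of the threshold, 11 passed it and 1 reversed.

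With the replicate number as a block, isoCDSCs-T against BMT gave 22 genes, of which 20 were among the 129, and 18.2% of the 22 were higher in isoCDSCs-T. BMT against Health gave 197 genes and isoCDSCs-T against Health gave 1507. No gene list had an adjusted p under 0.05, with 0.239 for the collagen genes and 0.404 for the immunoglobulin segments. Same-numbered mice are different animals. Their deviations from the group means had a mean correlation of -0.05 over 9 pairs (-0.08 for isoCDSCs-T and BMT), against 0.025 for 18 pairs with different numbers, so that the pairing removes no shared deviation.

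The share of variance on PC1 (21.9%) was 28.0% on log2(TPM + 1) without scaling, 27.7% for genes with a mean TPM of at least 1 and 22.9% on log2 CPM, and 23.3% to 24.9% with a mouse left out. PC2 (18.8%) moved to 23.7% for genes with a mean TPM of at least 1, and to 16.5% to 21.5% with a mouse left out, and the cause was not tested. The separation of the groups over all genes kept an exact permutation p of at most 0.0107 in all settings run, with pseudo-F from 1.40 to 1.64 when a mouse was left out.

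The number of ssGSEA lists with all isoCDSCs-T mice above all BMT mice (3 of 7) fell to 0 when genes with a mean TPM of at least 1 were ranked, with the genes of 1 list, with the genes of all 7 lists, with the mean of log2(TPM + 1), and in leading chromosome parts. It rose to 5 without mitochondrial, ribosomal protein and small RNA genes, and to 5 with CPM, and it was 4 with tau 1 and 3 to 4 with a mouse left out. For isoCDSCs-T above Health (7 of 7), the number was 6 for genes with a mean TPM of at least 1, 3 with the genes of 1 list, 4 with the mean of log2(TPM + 1) and 0 in leading chromosome parts. For BMT above Health (5 of 7), it was 2 with the genes of 1 list and 0 with the genes of all 7 lists. It was 4 with CPM and 4 without mitochondrial, ribosomal protein and small RNA genes, 6 for genes with a mean TPM of at least 1, 7 with tau 1, and 5 to 7 with a mouse left out. In the setting with the genes of all 7 lists, the lists hold the same genes. A count in that setting can thus only be 0 or 7 and stands for a single comparison. The mean relative difference between isoCDSCs-T and BMT (0.275) was 0.115 with the genes of 1 list, and 0.17 to 0.332 with a mouse left out. It reversed to -0.114 for genes with a mean TPM of at least 1, to -0.046 for the genes of all 7 lists, to -0.056 for the mean of log2(TPM + 1) and to -0.076 in leading chromosome parts, and the cause was not tested.

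Among 31 named genes, 301 of 419 values under the alternatives kept their direction and their side of the threshold, 67 fell back across it, 44 passed it and 7 reversed. The reversals were in 3 genes with no detectable difference. The log2 fold change of Spp1 (-0.03) was 0.003 with at least 10 counts in every mouse and ranged from -0.377 to 0.177 with a mouse left out. That of Vcam1 (-0.03) ranged from -0.142 to 0.231 and that of Lepr (0.05) from -0.032 to 0.165, and the cause was not tested. Genes with fewer than 10 counts in a group rest on few reads.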

Differences from the paper's values

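The shares of variance in the PCA do not differ from the paper's. The paper's Fig. 2A shows about 22% on PC1 and about 19% on PC2, read by eye, against 21.9% and 18.8% from TPM. With log2(TPM + 1), an alternative set before the data were examined, they were 22.3% and 19.0%.

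The mean ssGSEA scores of the isoCDSCs-T group differ from those of Fig. 2C, which were read by eye and are the paper's. For Col2.3-GFP the score was 6.15 against the paper's about 12, for Lepr 5.74 against about 11, and for Cxcl12-RFP 5.82 against about 10. For Nestin-GFP it was 5.89 against the paper's about 9.8, and for Pecam-GFP 5.85 against about 9.0. For Ng2-RFP it was 5.96 against the paper's about 9.6, and for N-Cad-TdT(M) 6.09 against about 9.4. One alternative set before the data were examined, in which each list was scored alone and divided by its own range, closed the gap for all 7 lists. Under it the scores were 13.14 (Col2.3-GFP), 11.16 (Lepr), 10.25 (Cxcl12-RFP), 10.53 (Nestin-GFP), 9.42 (Pecam-GFP), 10.28 (Ng2-RFP) and 10.18 (N-Cad-TdT(M)). With names matched by symbol only in addition, a setting chosen after seeing the values, they were 12.21, 11.34, 9.87, 9.71, 9.04, 9.55 and 9.4 in the same order.

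The paper's Fig. 2B shows terms of extracellular structure, matrix, collagen, cartilage and bone for the genes higher in isoCDSCs-T. Of the corresponding lists, none had an adjusted p under 0.05 in the main setting (collagen 0.104, matrix 0.569, cartilage 1 and bone 1, one-sided Fisher's exact test). The collagen list passed the threshold with DESeq2 (0.00214), edgeR's likelihood ratio test (0.0148), no filter on low counts (4.09e-06), limma's camera (0.000241), and isoCDSCs-T mouse 3 left out (0.00387). Over its alternatives the value ranged from 4.09e-06 to 1. The matrix, cartilage and bone lists passed it in no setting run. With 14 cartilage and 10 bone-forming genes tested, 0.05 and 0.03 of them would be called by chance in the main setting. For these 2 lists the result thus says little about the paper's terms. The paper's text does not state the threshold for the genes behind those terms. The stromal niche list, which has no term in the paper's figure, passed it with isoCDSCs-T mouse 2 left out (0.00152).

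The paper's Fig. 2B shows B-cell and lymphocyte activation and B-cell-mediated immunity for the genes higher in BMT. The B-cell and immunoglobulin lists both had an adjusted p of 1 in the main setting. The immunoglobulin list passed the threshold with DESeq2 (0.000479), edgeR's likelihood ratio test (0.0107), no filter on low counts (0.00442), limma's camera (0.044) and BMT mouse 2 left out (0.0102), within a range of 0.000479 to 1. The B-cell list higher in BMT passed it in no setting run, and without the filter on low counts it passed in the other direction (0.000446).

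The paper describes a higher correlation of isoCDSCs-T than of the other groups with the lists of Table S2. The group means had that order in 7 of 7 lists, all isoCDSCs-T mice were above all BMT mice in 3 of them, and the mean difference from BMT was reversed under 3 alternatives set before the data were examined (-0.114, -0.046 and -0.056).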

Other observations

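The tests on gene names in this part were chosen after the counts had been seen, except the comparison of gene lengths, and of those on genome positions the tests on consecutive windows followed an inconclusive test on whole chromosomes (the one on pairs away from 0 was added when the 5 such pairs and the highest number of all pairs in random shifts, 4, were known) and the test on neutrophil and erythroid genes came after the test on all pairs. The tests on ssGSEA scores were set beforehand, and the rule that defines leading chromosome parts was set after the counts had been seen.

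Genes that marrow cells use heavily carry few counts in the table. Hbb-bs, Hbb-bt, S100a8 and Camp are listed at 0 counts in all 9 mice, and Eef1a1 has a mean of 0.4 counts and Actb of 28.1 counts. Of 83 ribosomal protein genes, 48 (57.8%) had a mean under 10 counts, as had 23 of 29 neutrophil genes (79.3%), 15 of 29 erythroid genes and 22 of 40 B-cell genes. Of the 370 protein-coding genes shared by all 7 lists of Table S2, 218 (58.9%) were under 10 counts. The most counts were listed under Olfr648 (mean 350395), mt-Co1 (mean 286730) and Itga2b (mean 105523). Counts per mouse listed under Olfr648 ranged from 19027 to 57012 CPM and those under Itga2b from 6456 to 15873 CPM, and they rose together across the 9 mice (Pearson's r 0.995, exact permutation p = 5.51e-06, adjusted p = 2.2e-05; Spearman's rho 0.98, exact permutation p = 4.96e-05, adjusted p = 9.92e-05). Without the 2 mice farthest from the median, r was 0.99 over 7 mice. This relation was chosen after its values had been seen, is 1 of 2 computed, and was not recomputed within groups, which hold 3 mice each.

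Several technical explanations of this pattern were tested. Of 13 mitochondrial protein-coding genes, 7 were among the 1000 names with the most counts and the lowest stood at rank 11190, which leaves open whether names were attached to the wrong counts. The gene lengths that link counts to TPM followed the exon lengths of the same names in GENCODE vM21 (Spearman's rho 0.993 across 27000 genes, which are not independent replicates), which goes against an exchange of names before lengths were taken. Reads left uncounted because near-identical copies share them would spare the neutrophil genes, and 79.3% of these were under 10 counts. RNA of another tissue would leave the ribosomal protein genes counted, and 57.8% of these were under 10 counts. A candidate explanation is that reads were aligned to a genome build other than that of the gene positions, which would move counts to neighbouring genes. Shifts along each chromosome were estimated from the positions of Table S2 genes in GENCODE vM21 (GRCm38). Estimates from 2 separate sets of these genes met away from 0 on 1 of 20 chromosomes (random shifts gave a mean of 0.12 and at most 2), which leaves it open. Shifts of consecutive windows of 15 Mb met in 9 of 131 pairs. Of these, 4 met at 0, which is no shift, so that the 9 together leave the question open. The other 5 met away from 0, against a mean of 1.0 and at most 4 in 100 random shifts. For 34 neutrophil and erythroid genes outside Table S2, the mean log2 count was 4.61 at the shifted place, 4.21 at the gene's own place and 2.31 at random places (permutation test, 10000 draws, p = 0.0007), so that this test does not separate the shifted from the own place. In simulated counts with a planted shift on every other chromosome, the right shift, or none, was found from 1 such set on 19 of 20 chromosomes. Both sets met away from 0 on 7 simulated chromosomes and at 0 on 10, and windows met away from 0 in 9 of 131 simulated pairs and at 0 in 62, so that these tests can miss a planted shift.

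In GENCODE vM21, Olfr648 lies 353.2 kb from Hbb-bs, where the window's shift is 352.0 kb, although Hbb-bs is itself a Table S2 gene. Itga2b lies 104.2 kb from Slc4a1, where the shift is 111.5 kb, and Ltbp3 lies -49.5 kb from Malat1, where the shift is -657 kb. Neither of these 2 pairs lies within the 5 kb counted as meeting. These pairs were chosen after their values had been seen. A mismatch of builds thus remains a candidate for part of the pattern. Of 131 pairs of consecutive windows, 5 met away from 0, 1 more than the highest of the random shifts. That outcome was fixed before the test was added, because both numbers were already known, so that it decides nothing. These 5 pairs of windows lie on chromosomes 11 and 17 only. Moreover, 4 pairs of windows met at 0, and the mean log2 count of 4.61 at the shifted places does not separate a mismatch from no shift. A mismatch also cannot be told apart from names attached to wrong counts in another way. A second annotation was not used here. No biological explanation was tested, since the pattern is shared by the 3 groups.

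The higher mean ssGSEA scores of isoCDSCs-T than of BMT were set against 4 explanations. Of the 7 lists, 0 had a difference above the middle 95% of 1000 random lists matched on mean TPM, and between 808 and 849 of the random lists also had a positive difference. The difference is thus in line with that of lists drawn by chance from genes of similar expression. With the genes of 1 list only, 0 of 7 lists had all isoCDSCs-T mice above all BMT mice, while the mean difference stayed at 0.115. With the genes shared by all 7 lists the mean difference was -0.046. With the full lists it was 0.275, with a spread between mice of 0.14 (pooled SD). Shared genes scored alone thus did not show the rise, which argues against them as its source on their own. Part of the rise was also lost without them. Genes found in several but not all lists were scored alone in neither setting. The number of genes detected per mouse followed the mean score loosely (Spearman's rho 0.62, exact permutation p = 0.0857, adjusted p = 0.11; Pearson's r 0.562, exact permutation p = 0.11, adjusted p = 0.11; r 0.39 without the 2 mice farthest from the median), below the rho of 0.8 set in advance. Leading chromosome parts are the stretches at the start of 6 chromosomes in which the genes shared by the 7 lists all have a mean of at least 50 counts, together with the Y chromosome and the mitochondrial genome (5135 names). There the mean relative difference was -0.076. It also reversed among genes with a mean TPM of at least 1 (-0.114) and among the genes of all 7 lists, so that the reversal does not point to gene names out of place and leaves them open. Outside the lists, 3 of 6 neutrophil and erythroid genes and 1 of 3 ribosomal protein genes were still under 10 counts in these parts, against 30 of 45 and 22 of 28 elsewhere. Chance lists, the number of genes detected and misplaced names all remain as explanations, and the difference cannot be told apart from them. The rho of 0.62 over 9 mice was positive, and a value below the limit set in advance does not rule out the number of genes detected. Genes shared by all 7 lists did not show the rise when scored alone.

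For isoCDSCs-T against BMT, the real division of the 6 mice gave 129 genes and 1 of 4 splits that part all same-numbered pairs gave as many, namely the real one. All 9 other splits gave 0 genes, with 178 to 1966 genes at an unadjusted p under 0.05 against 2343. With the gene lists, 4 of 4 such splits gave as many lists past the threshold as the real one, because all gave 0, with 2 at an unadjusted p under 0.05 for the real split. The 6 splits that part 1 pair gave 0 lists too. With 3 mice against 3 neither share can go under 0.05.

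The genes measured by qRT-PCR and immunofluorescence in the paper (Fig. 2D–G) were looked up under their names in these libraries. Cxcl12 was listed at 0 to 1 counts per mouse, Kitl at 0 to 2, Emcn at 0 to 1, and Adipoq and Sp7 at 0, and none of these genes passed the filter on low counts. The log2 fold change of isoCDSCs-T over BMT was -0.03 for Vcam1 (standard error 0.223, adjusted p = 0.958), -0.03 for Spp1 (standard error 0.322, adjusted p = 0.971) and 0.05 for Lepr (standard error 0.18, adjusted p = 0.901, all from edgeR's quasi-likelihood test). No difference was detectable for these 3 genes. The paper ran its qRT-PCR separately on flushed BM cells, BMSCs and bone tissue, and its imaging at a later time than these libraries. The values here come from other material and do not test those results. Whether the counts under these names belong to these genes was not settled either. Ptprc, which encodes CD45, had a log2 fold change of -0.40 (standard error 0.15, adjusted p = 0.202 from the same edgeR test).

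Mitochondrial genes took 6.80 ± 0.48% of the counts in isoCDSCs-T, 4.57 ± 0.48% in BMT and 4.56 ± 0.53% in Health (SD, n = 3 each). All isoCDSCs-T mice (6.25%, 7.15% and 7.01%) were above all mice of both other groups (exact permutation p = 0.1, the smallest that 3 mice against 3 allow). Mmp8, which is on the neutrophil list, was lower in isoCDSCs-T than in BMT (log2 fold change -2.33, standard error 0.343, adjusted p = 0.0194 from edgeR's quasi-likelihood test), with 3593 to 7925 counts against 17924 to 35765. Mmp8 passed in 6 of 8 other settings and in 4 of 6 fits with a mouse left out. In the same edgeR test its adjusted p was 0.0525 with the replicate block and 0.0754 with only 6 mice. With BMT mouse 1 or BMT mouse 2 left out it was 0.0865 or 0.0815. Adjusted over the neutrophil list alone, 1 gene was higher and 2 were lower in isoCDSCs-T. Col1a2 was listed at 140263, 35164 and 8889 counts in isoCDSCs-T mice, 4543, 5969 and 17069 in BMT mice, and 1657, 24991 and 1285 in healthy mice, so that the groups overlapped. It lies in a window whose shift is 0 kb. No explanation was tested for these 3 observations. Mitochondrial share and Col1a2 were chosen after their values had been seen.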
